# Runx1+ vascular smooth muscle cells are essential for hematopoietic stem and progenitor cell development in vivo

**DOI:** 10.1038/s41467-024-44913-z

**Published:** 2024-02-23

**Authors:** Zaniah N. Gonzalez Galofre, Alastair M. Kilpatrick, Madalena Marques, Diana Sá da Bandeira, Telma Ventura, Mario Gomez Salazar, Léa Bouilleau, Yvan Marc, Ana B. Barbosa, Fiona Rossi, Mariana Beltran, Harmen J. G. van de Werken, Wilfred F. J. van IJcken, Neil C. Henderson, Stuart J. Forbes, Mihaela Crisan

**Keywords:** Cell biology, Haematopoiesis, Cardiovascular biology

## Abstract

Hematopoietic stem cells (HSCs) produce all essential cellular components of the blood. Stromal cell lines supporting HSCs follow a vascular smooth muscle cell (vSMC) differentiation pathway, suggesting that some hematopoiesis-supporting cells originate from vSMC precursors. These pericyte-like precursors were recently identified in the aorta-gonad-mesonephros (AGM) region; however, their role in the hematopoietic development in vivo remains unknown. Here, we identify a subpopulation of NG2^+^Runx1^+^ perivascular cells that display a sclerotome-derived vSMC transcriptomic profile. We show that deleting Runx1 in NG2^+^ cells impairs the hematopoietic development in vivo and causes transcriptional changes in pericytes/vSMCs, endothelial cells and hematopoietic cells in the murine AGM. Importantly, this deletion leads also to a significant reduction of HSC reconstitution potential in the bone marrow in vivo. This defect is developmental, as NG2^+^Runx1^+^ cells were not detected in the adult bone marrow, demonstrating the existence of a specialised pericyte population in the HSC-generating niche, unique to the embryo.

## Abstract (web summary)

Hematopoietic stem cells are supported by niche cells that help balance stem cell self-renewal and differentiation. Here they show that Runx1 deletion in the embryonic perivascular HSC niche impairs hematopoietic development in vivo and causes transcriptional changes in pericytes/vSMCs, endothelial cells and hematopoietic cells in the murine AGM.

## Introduction

During the lifespan of an organism, hematopoietic stem cells (HSCs) continuously produce all the essential cellular components of the blood. Aberrant hematopoiesis leads to blood-related diseases such as leukemia and anemia. Treating these diseases requires blood transfusions or bone marrow transplants, which are limited to the availability of compatible donors. Developing a method to produce functional HSCs in a dish could increase treatment efficiency and reduce mortality. The current inability to specify HSCs in vitro highlights today’s challenge in generating these clinically important cells and the necessity to understand how they arise in vivo.

In the mouse, adult-type HSCs are first detected at developmental day (E)10.5 in the aorta-gonad-mesonephros (AGM) region, where they emerge from hemogenic endothelium^1–8^. This takes place under the regulatory influence of the surrounding microenvironment. The specific HSC inducing niche includes cell types that release and/or respond to a combination of pro-hematopoietic factors involved in this process. In addition to the sympathetic nervous system (SNS)^9^, ventral tissue^10^, immune system^11^ and neural crest cells^12^, mesenchymal stromal cells have been shown to regulate HSC emergence and/or HSC maintenance^13–17^. Some of these mesenchymal cells support HSCs in vitro better than others^18^ suggesting that cultured mesenchymal cell lines are heterogeneous^19^.

A previous study found that hematopoietic supportive mesenchymal stromal cells follow a vascular smooth muscle cell (vSMC) differentiation pathway in culture^20^. Indeed, alongside mesenchymal markers found in E11 AGM stromal cell lines, markers that identify early/intermediate vSMC lineage such as αSMA and SM-actinin have also been described^20^. These findings strongly suggest that at least some hematopoietic supportive cultured cells originate from vSMC precursors in vivo. Roostalu et al. recently identified such vSMC precursors that resemble pericytes (PC) in the AGM. These cells express NG2 and CD146 and their emergence in the AGM at E10.5 coincides with the timeframe when HSCs are first generated^21^. However, whether PC/vSMCs play a role in HSC emergence in vivo has not yet been documented.

In vivo, AGM PC/vSMCs are highly heterogeneous. Previous work showed that a subset of sub-aortic mesenchymal cells express Runx1^22–24^, a key transcription factor required for HSC generation in the mouse embryo^24–26^. It is not known whether Runx1 in PC/vSMCs plays a role in HSC development.

In this work, we hypothesised that PC/vSMCs expressing Runx1 are involved in AGM hematopoietic stem/progenitor cell (HSPC) development in vivo. Using single-cell RNA-sequencing (scRNA-seq), and 3-dimensional imaging in transgenic mice, we show a perivascular and hematopoietic functional and developmental relationship in the AGM at both cellular and molecular levels.

## Results

### A subpopulation of subaortic mesenchyme in the AGM co-expresses NG2 and Runx1

We examined the expression of PC/vSMC markers in the dorsal aorta of E10.5 and E11 mouse embryos. Wholemount immunostaining and immunohistochemistry on frozen sections were performed using PC/vSMC markers NG2 or αSMA with CD31, an endothelial and HSPC marker (Table S1). Imaging analysis showed that NG2^+^αSMA^+^CD31^-^ vSMCs surround NG2^-^αSMA^-^CD31^+^ endothelial cells (Figs. 1a, S1a, b), confirming previous reports^27^. Further to its expression in hematopoietic and hemogenic endothelial cells, Runx1 was also detected in the sub-aortic mesenchyme^22,23^. Therefore, we hypothesised that at least some of these cells also express NG2. We first confirmed that both intra-aortic hematopoietic cell clusters (IAHCs) (Fig. 1b, stars) and hemogenic endothelial cells (Fig. 1b, arrowheads) are Runx1^+^; we also identified a subpopulation of NG2^+^ PC/vSMCs, mainly located in the ventral aspect of the dorsal aorta, that also express Runx1 (Fig. 1b, arrows). Other Runx1^+^ cells in the perivascular area do not express NG2 (Fig. 1b). Finally, we confirmed our recent study^28^ that some cells around the notochord express NG2 in the trunk (Fig. S1a, circle). However, these peri-notochord cells do not express αSMA, CD31 (Fig. S1a, circle) nor Runx1 (Fig. S1e–f). To confirm the presence of NG2^+^Runx1^+^ cells in the E11 AGM, we used *Runx1-IRES-GFP* mouse embryos^29^. In these GFP knock-in mice, GFP intensity correlates with *Runx1* expression level. Flow cytometric analysis showed the presence of a distinct population of NG2^+^Runx1(GFP)^+^ cells in the AGM (Fig. 1c). These cells first appear at E10, in line with the presence of Runx1 in mesenchymal cells^30^ and importantly, their frequency peaks at E10.5 (Fig. 1d). Together, these data show that in the AGM, a subset of the sub-aortic mesenchyme expresses both NG2 and Runx1 and that the highest frequency of these cells coincides with the onset of HSC generation at E10.5.

**Fig. 1:**
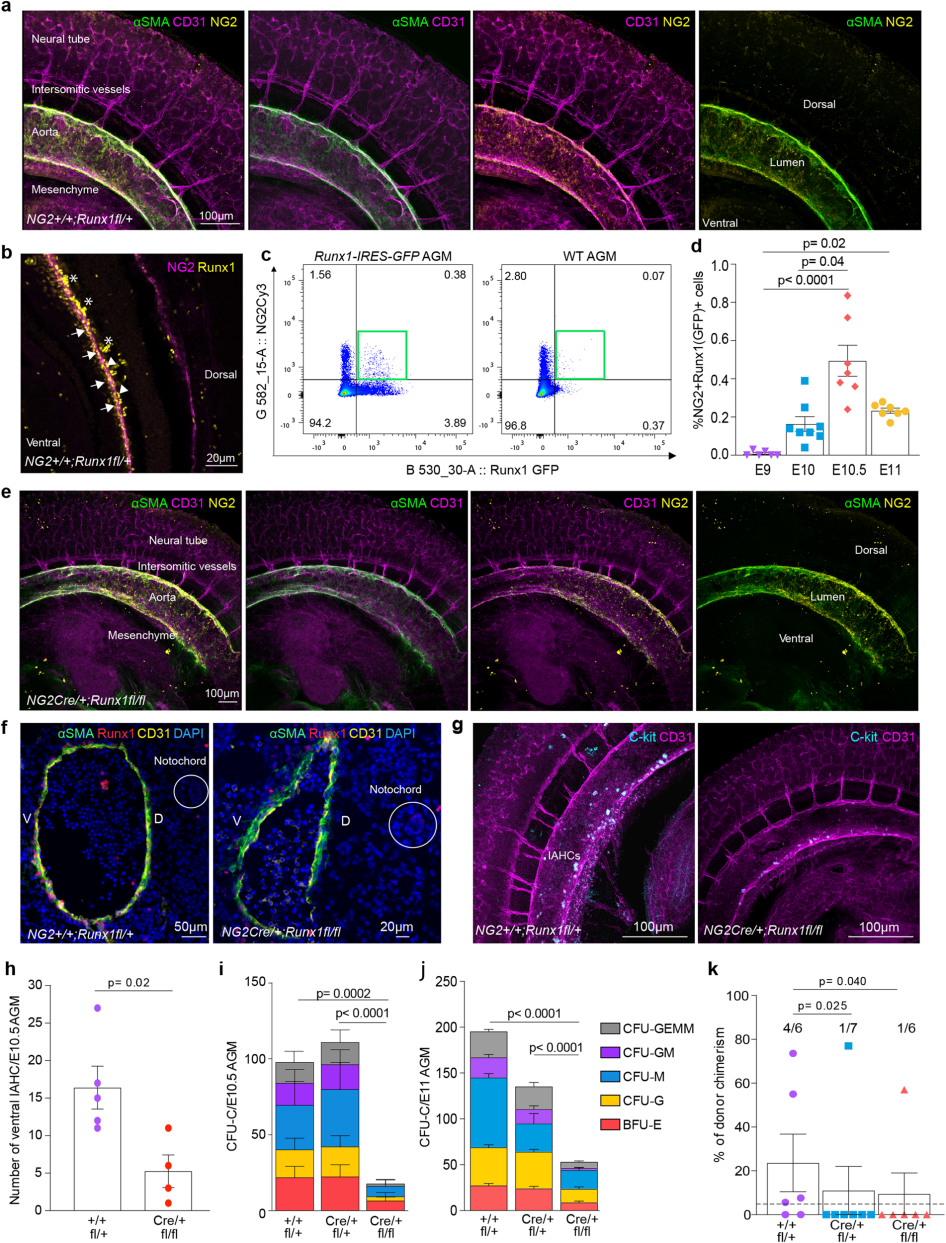
A subset of sub-aortic mesenchyme co-expresses NG2 and Runx1 and controls HSPC development in vivo. **a** Three-dimensional (3D) wholemount immunostaining with αSMA, CD31 and NG2 of E10.5 (31–38 somite pairs (sp)) WT dorsal aorta; **b** NG2 and Runx1 expression on single plane wholemount WT E10.5 sections. NG2^+^Runx1^+^vSMCs (arrows), hemogenic endothelial cells (arrowheads) and intra-aortic hematopoietic clusters (IAHCs, stars) (Table S1); **c** Representative example of flow cytometric analysis of NG2^+^Runx1(GFP)^+^ (green box) in E10.5 *Runx1-IRES-GFP* AGM and E10.5 WT control. **d** Percentages of NG2^+^Runx1(GFP)^+^ cells in E9 (21-25sp) body (*n* = 6), E10/E10.5/E11 AGMs (*n* = 8/7/7), *N* = 5, Kruskal-Wallis and Dunn’s *post-hoc* test. **e** Representative examples of wholemount 3D-images showing αSMA, CD31 and NG2 in E10.5 cKO dorsal aortae; **f** αSMA, Runx1 and CD31 immunofluorescence of E11 WT and cKO transversal frozen sections; *n* = WT/cKO: 2/2, *N* = 2. **g** cKit and CD31 wholemount 3D-images in E10.5 WT and cKO AGM; **h** Number of intra-aortic hematopoietic clusters (IAHCs) in E10.5 AGM; *n* = WT/KO: 5/4, *N* = 4. Number of colony forming unit-culture (CFU-C) in **i** E10.5 (31-38sp) AGM; *n* = WT/HET/KO: 14/10/5 embryos; *N* = 7 and **j** E11 (43–52sp) AGM; *n* = WT/HET/KO: 22/8/19 embryos; *N* = 11; one-way ANOVA and Tukey’s post-hoc test (Table S2). **k** Percentages of donor cell chimerism 4-months post-transplantation of 6 E11 WT *(NG2*^*+/+*^*;Runx1*^*fl/+*^or *NG2*^*+/+*^*;Runx1*^*fl/fl*^*)*, 7 HET (*NG2-Cre;Runx1*^*fl/+*^) and 6 cKO AGMs (*NG2-Cre;Runx1*^*fl/fl*^) into sub-lethally adult irradiated recipients (1xAGM cells transplanted/recipient; *N* = 4). Each dot represents one recipient. Mice are reconstituted when ≥5% donor cells are found in the host peripheral blood (dashed line)**;** one-tailed Z score test for two population proportions (Tables S3 and S4). For wholemount staining in **a**, **b**, **e**, **g**: WT/cKO (*N* = 6/4): αSMA (*n* = 9/7), CD31 (*n* = 10/7), cKit (*n* = 3/2), NG2 (*n* = 3/1) and WT Runx1 (*n* = 4) in 3 distinct combinations (Table S1). D = dorsal, V = ventral. N = number of independent experiments; n = number of biological samples (embryos). All data are presented as mean values ± SEM. Source data for **d**, **h**, **i**, **j** and **k** are provided as a Source Data file.

### *Runx1* deficiency in NG2^+^cells impairs AGM hematopoiesis

*Runx1* deletion in endothelial cells impairs HSC emergence in the AGM^24–26^. However, the effect of *Runx1* deletion in PC/vSMCs on hematopoiesis in vivo is still unknown. To address this, we examined conditional knock-out (cKO) *NG2-Cre;Runx1*^*fl/fl*^ mouse embryos. In previous studies, the *NG2-Cre* mouse strain revealed a role for pericytes in supporting both fetal liver and adult bone marrow HSC maintenance^31,32^. Our data shows that E10.5 and E11 cKO embryos do not exhibit visible vascular abnormalities. This was confirmed by the normal expression of CD31, αSMA and NG2 (Figs. 1e, f, S1c, d) in the AGM. In contrast, αSMA^+^Runx1^+^ PC/vSMCs with low expression of Runx1 were reduced in the cKO dorsal aorta compared to WT littermate controls (Figs. 1f, S1e–g). CD31^+^Runx1^+^ endothelial cell number and frequency was also decreased (Fig. S1g). Furthermore, CD31^+^cKit^+^ IAHC numbers were significantly reduced by three-fold (*p* = 0.02) (Fig. 1g, h). Hematopoietic progenitor (HP) assays were performed to test if hematopoietic function was affected. All HP numbers were significantly reduced in cKO AGMs at both E10.5 (Fig. 1i, Table S2) and E11 (Fig. 1j, Table S2). To test whether definitive HSCs were also affected, we performed HSC assays in vivo. At 1- and 4-months post-transplantation of AGM cells into sub-lethally irradiated mice, chimerism and multilineage reconstitution were examined by flow cytometry in the peripheral blood. Compared to the WT littermate control group, in which 66.7% (4 out of 6) recipients were reconstituted, only 14.3% (1 in 7, *p* = 0.025) and 16.7% (1 in 6, *p* = 0.040) mice injected with heterozygous or homozygous cKO AGMs, respectively, were reconstituted over the long term (Fig. 1k, Tables S3–4). These findings indicate that the absence of *Runx1* in aortic NG2^+^ cells impairs HSC generation and/or maintenance and HP development in the AGM.

### NG2^+^Runx1^+^ cells do not contribute to hematopoietic lineages in the AGM

To test whether NG2^+^ cells contribute directly to hematopoietic lineages, we isolated NG2^+^ and NG2^+^Runx1(GFP)^+^cells from E11 WT and *Runx1-IRES-GFP* AGMs, respectively, and seeded them in methylcellulose. In parallel, NG2^-^ or NG2^-^cKit^+^ cells were sorted as controls. HPs were exclusively found in the NG2^-^ cell fractions. Neither NG2^+^ cells (Fig. S2a) nor NG2^+^Runx1(GFP)^+^cells (Fig. S2b) gave rise to hematopoietic cell colonies in vitro (Table S5). To further assess whether NG2^+^ cells are hematopoietic precursors, we crossed *NG2-Cre* mice with a knock-in reporter mouse line in which tdTomato is preceded by a transcriptional stop flanked by two loxP sites under the Rosa26 promoter. In these mice, NG2^+^ cells and their progeny are tdTomato^+^. E11 AGM-derived tdTomato^+^ and tdTomato^-^ cells were sorted and seeded in methylcellulose. HPs were only found in the tdTomato^-^ cell fraction (Fig. S2c, Table S5) reinforcing the observation that NG2^+^ cells and their progeny do not contribute to hematopoietic lineages at this stage. Flow cytometric analysis confirmed the presence of tdTomato in a subset of NG2^+^ cells in the E11 AGM (Fig. S2d), validating our mouse model, while no overlap was found between tdTomato and CD45, a hematopoietic cell marker (Fig. S2e). We next performed immunohistochemistry on *NG2-Cre;tdTomato*^*fl/+*^ frozen sections and confirmed the expression of tdTomato in a subset of αSMA^+^ cells (Fig. S2f) in the E11 AGM. CD31^+^ cells did not express tdTomato (Fig. S2g). Further analysis revealed that cells expressing hematopoietic markers F4/80 and CD45 do not co-express NG2 nor αSMA (Fig. S2h). Together, these data indicate that NG2^+^ cells do not contribute to the AGM HSPC pool and suggest that NG2^+^Runx1^+^ PC/vSMCs act as a supportive niche to maintain hematopoietic activity in the AGM.

### Deletion of *Runx1* in NG2^+^cells affects selective hematopoietic progenitor types in embryonic organs other than the AGM

In the early developing embryo, HSPCs reside in other intra-embryonic and extra-embryonic hematopoietic organs such as the head, fetal liver (FL), placenta and yolk-sac (YS). Flow cytometric analysis of these organs harvested from *Runx1-IRES-GFP* mouse embryos also confirmed the presence of NG2^+^Runx1(GFP)^+^ cells (Fig. S3a, b). We next performed in vitro HP functional assays with cells harvested from all organs and genotypes of *NG2-Cre;Runx1fl* at both E10 and E11 developmental stages. No significant differences were found when comparing the total CFU-C numbers between genotypes in most organs (Fig. S3c, d, Tables S6–7). A significant increase of total number of CFU-C was observed in E10 AGM in both heterozygous and cKO mouse embryos (Fig. S3c). When analyzed individually, a significant increase in the number of erythroid colonies was detected in the cKO compared to WT littermate (*p* = 0.0149) (Table S6). Likewise, a 2.8-fold increase in the number of erythroid colonies was detected in the E11 cKO head compared to the WT littermate (*p* = 0.01), while the total number of CFU-C in the E11 head remained unchanged (Table S7). Moreover, we found a significant decrease in both CFU-GM (*p* = 0.016) and CFU-GEMM (*p* = 0.039), between WT and cKO YS (Table S7), possibly due to the defect found in the E11 AGM.

To test whether HSC activity increases in the FL due to the possible migration of AGM HSCs, E11 FL cells from all genotypes were transplanted into sub-lethally irradiated recipient mice. Neither the donor chimerism nor the percentage of reconstituted mice by donor cells showed changes between the groups (Fig. S3e). Compared to *NG2*^*+/+*^;*Runx1*^*fl/+*^ WT littermates, in which 70% of recipients (7 out of 10) were reconstituted, mice injected with *NG2-Cre:Runx1*^*fl/+*^ heterozygous or *NG2-Cre:Runx1*^*fl/fl*^ cKO E11 FL showed similar reconstitution over the long term, with 67% (2 out of 3, *p* = 0.348) and 60% (3 out of 5, *p* = 0.421) reconstituted mice, respectively (Fig. S3e, Tables S3–4). Since the deletion of Runx1 in NG2^+^ cells only affects HSPCs in the AGM, immunohistochemistry on WT embryonic head and placenta was performed to localise NG2^+^Runx1^+^ cells. The rare NG2^+^Runx1^+^ double positive cells identified did not seem to be perivascular (Fig. S3f, stars). In line with this observation, we found that Runx1 and αSMA do not overlap when NG2 and αSMA were expressed in PC/vSMCs (Fig. S3f, arrowheads). Instead, the head contains few NG2^+^αSMA^-^ that are F4/80^+^, suggesting that NG2^+^Runx1^+^ cells are macrophages (Fig. S3f, arrowhead). Overall, our data shows that the deletion of *Runx1* in NG2^+^ cells only affects selective HSPC subsets in non-AGM hematopoietic organs in the E11 mouse embryo.

### AGM PC/vSMCs have a distinct transcriptome from endothelial and hematopoietic cells

To better understand the role of Runx1 in the HSC-generating microenvironment, single-cell RNA-sequencing (scRNA-seq) on *NG2*^*+/+*^*;Runx1*^*fl/+*^ E11 AGM was performed. 

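The E11 AGM holds vessel wall, blood, nerve, muscle and mesenchyme side by side, so genes such as Cspg4, Acta2 and Pecam1 had to be read cell by cell. Runx1, the blood regulator that the NG2-Cre line targets, is read here from 3' tags, which count its transcripts whether or not exon 4 is present. The paper gives the WT genotype with a heterozygous floxed Runx1 allele, and the labels of the deposited library give it as homozygous, both without Cre. The deposited WT matrix holds every barcode, and cells were called from it again. Of 1302984 barcodes with a unique molecular identifier (UMI), 17769 were called cells at a false discovery rate of 0.1% (the paper's reported value is 17419). Leaving out cells more than 3 median absolute deviations low in UMIs or genes, or high in mitochondrial UMIs, kept 15312 (the paper's reported value is 15220). The deposited files carry no cell type names, so classes were rebuilt from clusters and from UMIs of named genes, and a difference from the study can come from these rebuilt names. Levels are given in CPM, taken from UMIs summed over the cells of a class. A single library of each genotype was sequenced, so there are no replicates, no test across embryos was possible, and every 95% interval given for these cells covers counting error only.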

We used graph-based clustering and known marker distribution to define and investigate the gene expression profiles of various populations that reside in the E11 AGM and identified eight populations of interest (Fig. 2a, b). 

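The populations differ by genes tied to their work. Ptprc, the pan-leukocyte phosphatase, marked the macrophage clusters (MP), and Pecam1 together with Kit, an adhesion molecule and the stem cell factor receptor, marked cluster cells (IAHC) among the endothelial and blood progenitor clusters. Cspg4, which encodes NG2, together with the smooth muscle actin gene Acta2 marked PC/vSMCs outside the blood, endothelial, nerve and skeletal muscle clusters. Cells with Pecam1 and Runx1 but no Kit were taken as HEC/EHT, and cells with Pecam1 but neither of the other genes as ECs. Erythroid (Ery/EryP), sympathetic (SNS) and skeletal muscle (SkMP) cells were taken as whole clusters. The WT classes held 232 MPs, 379 Ery/EryP cells, 91 IAHC cells, 14 HEC/EHT cells, 242 ECs, 462 SNS cells, 144 SkMPs and 573 PC/vSMCs, and 13175 cells fell outside them. Ptprc reached 195 CPM in MPs. Endothelial cells came from WT clusters 400 and 2200, blood progenitors from cluster 1001, MPs from clusters 700, 1002 and 3200, Ery/EryP cells from clusters 1100, 2300 and 3100, SNS cells from clusters 100, 1700 and 2700, and SkMPs from clusters 300 and 2900.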

The co-expression of *Cspg4* (NG2) and *Acta2* (αSMA) in the PC/vSMC population was confirmed (Fig. 2c). This population is also enriched in *Rgs5, Pdgfrb* and *Pdgfra* in line with our previous work^28^_,_ and a subset of these cells express *Runx1* (Fig. 2c, d), confirming our imaging and flow cytometric analysis. 

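NG2, the proteoglycan that Cspg4 encodes, and smooth muscle actin, the Acta2 product, mark the mural cells that wrap vessels. Both genes define the PC/vSMC class here, so their presence in it follows from the gate. Away from the wall they separated, because skeletal muscle precursors carry Acta2 as well. Acta2 reached 4042 CPM and Cspg4 119 CPM in WT PC/vSMCs. Endothelial cells held 76.9 CPM of Acta2 and 1.29 CPM of Cspg4, Ery/EryP cells 2.96 CPM of Cspg4, and SkMPs 1854 CPM of Acta2. On GRCm38, Cspg4 (ENSMUSG00000032911) lies on chromosome 9, bases 56865033 to 56899870, plus strand, and Acta2 (ENSMUSG00000035783) on chromosome 19, bases 34241090 to 34255590, minus strand.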

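Rgs5, a regulator of G protein signalling, and Pdgfrb, the receptor through which PDGF-B recruits mural cells, are classical pericyte genes, while Pdgfra is shared with mesenchyme. Rgs5 and Pdgfrb were high in PC/vSMCs, and Runx1 marked a part of them. Pdgfra was no higher there than in cells outside every class. WT PC/vSMCs held 154 CPM of Rgs5 (44.0% of cells with a UMI), 90.3 CPM of Pdgfrb (57.2%), 77.1 CPM of Pdgfra (47.5%) and 21.5 CPM of Runx1. Rgs5 stood at 10.3 CPM in ECs and at 112 CPM in SNS cells, and Pdgfra at 108 CPM (49.5%) in cells outside every class. Ery/EryP cells, which should lack these receptors, showed Rgs5 in 4.22%, Pdgfrb in 8.97% and Pdgfra in 17.4% of cells at a median depth of 13935 UMIs, against 11068 UMIs in PC/vSMCs. Thinned to 3000 UMIs a cell, with 3 PC/vSMCs left out, the shares for Rgs5, Pdgfrb and Pdgfra were 28.1, 25.1 and 18.1% in PC/vSMCs and 1.58, 1.32 and 2.64% in Ery/EryP cells. Hemoglobin genes led the Ery/EryP clusters and count in the depth of these cells. The Ery/EryP shares, here and for later genes, may thus lie below the background of other cells at equal depth. Rgs5 (ENSMUSG00000026678) lies on chromosome 1, bases 169655501 to 169695813, and Runx1 (ENSMUSG00000022952) on chromosome 16, bases 92601466 to 92826149.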

The expression of *Mcam* (CD146 or S-ENDO1), a pericyte/vSMC precursor marker recently identified in a subset of NG2^+^ cells in the E11 AGM^21^ and upregulated in AGM hematopoiesis supportive stromal cell lines^19^, was detected in a subset of PC/vSMCs, partially overlapping with *Runx1*^*+*^ cells (Fig. 2c, d). However, *Mcam* was mainly enriched in endothelial cells (ECs) and also in subpopulations of hemogenic endothelial cells, including those entering endothelial-to-hematopoietic transition (HEC/EHT), IAHCs and SNS cells (Fig. 2d), confirming published work including ours^28,33^. 

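Mcam encodes CD146, an adhesion molecule shared by endothelium and mural precursors. Its transcripts marked a part of the PC/vSMCs, and Runx1+ and Runx1− PC/vSMCs carried it about as often as each other. Mcam UMIs were found in 233 WT PC/vSMCs (40.7%, 36.6 to 44.8%). Among Runx1+ PC/vSMCs 49 had Mcam (43.8%, 34.4 to 53.4%), and among the 461 Runx1− ones 184 had it (39.9%, 35.4 to 44.5%). Read the other way, Runx1 UMIs were present in 21.0% of the Mcam+ PC/vSMCs. Of Ery/EryP cells, which should lack Mcam, 5.28% had a UMI at a median of 13935 UMIs, against 11068 in PC/vSMCs. With cells thinned to 3000 UMIs, Mcam was seen in 17.4% of PC/vSMCs (3 cells left out) and in 1.32% of Ery/EryP cells.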

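Outside the wall, Mcam followed the endothelium, where CD146 sits at cell junctions, and the sympathetic lineage. Macrophages, which have no such junctions, were almost free of it. Mcam stood at 88.5 CPM in ECs (60.3% of cells), 71.4 CPM in PC/vSMCs, 63.5 CPM in IAHC cells (72.5%), 48.7 CPM in HEC/EHT cells (42.9% of a small class) and 43.5 CPM in SNS cells (38.7%). Macrophages held 1.03 CPM, with a UMI in 0.43% of cells at a median depth of 7612 UMIs, while ECs had a median of 14457. With 1 EC left out for its low depth, thinning to 3000 UMIs gave Mcam in 20.3% of ECs. Mcam (ENSMUSG00000032135) lies on chromosome 9, bases 44134469 to 44142727.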

Immunostainings with CD146 and CD31 on E11 WT AGM frozen sections further validated our sequencing analysis at the protein level: both CD31^+^ endothelial cells (Fig. 2e, f, arrows) and αSMA^+^ PC/vSMCs (Fig. 2f, stars) are CD146^+^. 

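Pecam1 encodes CD31, the adhesion molecule that lines endothelial junctions. Its transcripts were close to absent from PC/vSMCs. The WT class held 4.41 CPM, with a UMI in 2.97% of cells, against 445 CPM in ECs, where Pecam1 is part of the gate. Ery/EryP cells held 0.35 CPM (0.53% of cells) at a median of 13935 UMIs, and PC/vSMCs had a median of 11068. At 3000 UMIs a cell, 0.88% of PC/vSMCs (3 left out) kept a Pecam1 UMI.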

Importantly, *Pecam-1* (CD31) expression in PC/vSMCs was low/negative in our scRNA-seq data (Fig. 2c, d), in line with our immunohistochemistry, confocal imaging, and our recent published work^28^. 

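Adgre1 and Mrc1 encode macrophage surface receptors, Cdh5 and Tek build and guard endothelial junctions, Sox7, Sox17 and Sox18 are the endothelial SoxF factors, and Gfi1b and Itga2b belong to early blood. Each of these genes stood far lower in PC/vSMCs than in the class it belongs to. Adgre1 measured 0.13 CPM in PC/vSMCs against 320 CPM in MPs (77.6% of cells), and Mrc1 1.04 against 630 CPM (75.9%). Cdh5 measured 4.02 against 716 CPM in ECs (98.8%), Cd34 12.1 against 650 CPM, Cd93 4.80 against 312 CPM, Tek 1.95 against 110 CPM and Pdgfb 3.25 against 68.4 CPM. Sox17 measured 0.26 against 147 CPM (76.0%), Sox18 1.17 CPM (0.87% of PC/vSMCs) and Sox7 1.17 against 79.5 CPM. Gfi1b stood at 0.26 CPM beside 11.0 CPM in Ery/EryP cells (12.7%). Itga2b was the exception, at 10.5 CPM in PC/vSMCs (3.49% of cells) and 4.29 CPM in ECs. The platelet gene Pf4 had 98.6% of its PC/vSMC UMIs in 5 cells, so single cells of another lineage passed the gate. Median depths of these classes ranged from 7612 UMIs in MPs to 14457 in ECs.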

Other genes expressed by hematopoietic and hemogenic/endothelial cells such as *Adgre1* (F4/80), *Mrc1* (CD206), *Cdh5* (VE CADHERIN), *Tek* (TIE-2), *CD34*, *CD93*, *Pdgfb*, *Sox7, Sox17, Sox18, Gfi1b*, and *Itga2b* (CD41) were not expressed in PC/vSMCs (Fig. 2d). These genes were used to distinguish populations of macrophages (MPs), IAHCs, HEC/EHT, and ECs (Fig. 2a–d). 

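Gata3 drives sympathetic neurons and the adrenal medulla, and Myod1 and the M-cadherin gene Cdh15 mark muscle precursors. Each gene was high in the class it names and almost absent from PC/vSMCs. Gata3 stood at 138 CPM in SNS cells (45.2% of cells), and Myod1 and Cdh15 at 474 and 220 CPM in SkMPs (84.0 and 81.2%). In PC/vSMCs the 3 genes measured 5.32, 4.67 and 3.76 CPM. Thinned to 3000 UMIs, Gata3 was kept in 26.8% of SNS cells (10 left out) and Myod1 in 62.9% of SkMPs (1 left out), from median depths of 12901 and 10028.5 UMIs.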

Erythroid cells and erythroid progenitors (Ery/EryP; *Gypa*/CD235^+^), SNS (*Gata3*^+^) and skeletal muscle progenitors (SkMP; *MyoD1*^+^, *Cdh15*^+^) were also identified (Fig. 2a–d). 

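Kit is the receptor for stem cell factor and marks emerging blood clusters. Every IAHC cell carries it because a Kit UMI is part of the gate, and no HEC/EHT or EC cell can. Outside those gates, Kit was found in a part of the PC/vSMCs. IAHC cells held 53.2 CPM, and 64 of them (70.3%) had just 1 Kit UMI. Kit UMIs were present in 106 WT PC/vSMCs (18.5%, 15.4 to 21.9%; 20.1 CPM), in 9.31% of SNS cells (7.90 CPM) and in 4.22% of Ery/EryP cells, which have shed the receptor. Median depths were 11068 UMIs in PC/vSMCs and 13935 in Ery/EryP cells, and the shares at 3000 UMIs were 5.09% (3 cells left out) and 0.79%. Macrophages held 1.54 CPM.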

*Kit* was expressed in all IAHCs and in a subset of PC/vSMCs, while *Kit* expression in HEC/EHTs was low (Fig. 2d). Altogether, these data show that we successfully captured multiple cell types that comprise the E11 AGM, including a population of *Runx1*^*+*^ PC/vSMCs which constitutes 19.7% of all *NG2*^*+*^*Acta2*^*+*^ PC/vSMCs cells. Furthermore, the transcriptome of *Cspg4*^*+*^*Runx1*^*+*^ non-hematopoietic non-endothelial PC/vSMCs was found to partially overlap with that of the *Cspg4*^*+*^*Mcam*^*+*^ PC/vSMC precursors previously described^21^.

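Runx1, the transcription factor needed for blood emergence, was read in mural cells as well as in macrophages, where it is expected. PC/vSMCs with a Runx1 UMI numbered 112 in the WT library, which is 19.5% (16.4 to 23.0%; the paper's reported value is 19.7%). The share in Ery/EryP cells, which express little Runx1, was 6.86%, in SNS cells 1.73% and in SkMPs 4.17%. Median depths were 11068 UMIs in PC/vSMCs, 13935 in Ery/EryP cells, 12901 in SNS cells and 10028.5 in SkMPs. With cells thinned to 3000 UMIs after the gates, an alternative chosen after seeing the data, Runx1 was kept in 41 of 570 PC/vSMCs (7.19%, 5.21 to 9.63%; 3 left out) and in 2.37% of Ery/EryP cells. Macrophages had a Runx1 UMI in 47.4% of cells.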

**Fig. 2:**
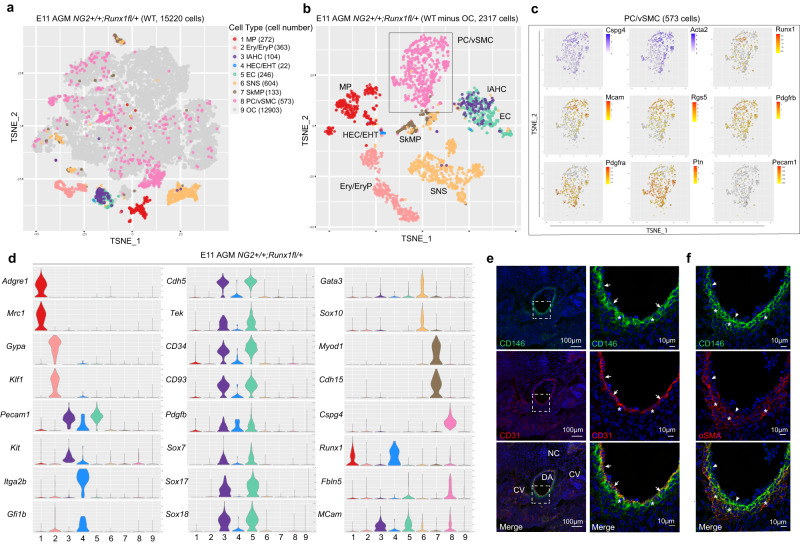
AGM PC/vSMCs have a distinct transcriptome from endothelial and hematopoietic cells. **a** t-SNE plot highlighting eight populations of interest identified in the E11 WT AGM. Each dot represents one cell and colours represent cell clusters as indicated. The number of cells in each population is shown in brackets. MP (macrophages); Ery/EryP (erythroid/progenitors); IAHC (intra-aortic hematopoietic clusters); HEC/EHT (hemogenic endothelial cells including those that enter endothelial-to-hematopoietic transition); EC (endothelial cells); SNS (sympathetic nervous system); SkMP (skeletal muscle progenitors), PC/vSMC (pericytes/vascular smooth muscle cells, *NG2*^*+*^*Acta2*^*+*^). Other cells (OC) are coloured in grey. **b** t-SNE plot highlighting the eight populations identified after excluding all other (grey) cells. **c** Zoom into PC/vSMC cluster (black rectangle) further show the presence or the absence of selected genes that characterise this population and confirms the presence of Runx1 in a subset of cells. **d** Violin plots showing distribution of expression for selected genes that contributed to the identification of cell clusters. Immunohistochemistry on frozen E11 WT sections stained with **e** CD146/CD31/DAPI and **f** CD146/αSMA/DAPI, *n* = 2 samples tested, *N* = 2 independent experiments. Arrows: vascular cells, asterisks: perivascular cells. DA: dorsal aorta, CV: cardinal veins, NC: notochord. Source data for e (first column, 20X) is provided as a Source Data file.

### *Cspg4*^*+*^*Runx1*^*+*^ AGM cells display a sclerotome-derived vSMC transcriptomic profile

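Acta2, the actin of contracting smooth muscle, split the Cspg4+Runx1+ cells. Some carried it at a high level and others had no UMI of it. The WT library held 205 Cspg4+Runx1+ cells, and 54.6% of them (47.6 to 61.6%) had an Acta2 UMI, which left 93 without. The Acta2+ part is by definition the Runx1+ part of the PC/vSMCs. Acta2 stood at 2491 CPM over all 205 cells, with a median depth of 11647 UMIs. Ery/EryP cells, which should lack it, had an Acta2 UMI in 15.6% of cells at 13935 UMIs. Thinned to 3000 UMIs with no cell left out, Acta2 was kept in 45.4% of Cspg4+Runx1+ cells and in 6.60% of Ery/EryP cells. Called doublets made up 13.2% of the group.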

Our scRNA-seq analysis revealed that not all *Cspg4*^*+*^*Runx1*^*+*^ cells in the E11 AGM express *Acta2* (Fig. 3a, b). We therefore investigated if *Cspg4*^*+*^*Runx1*^*+*^*Acta2*^*−*^ cells are PC/vSMCs which had not yet acquired *Acta2* expression. 

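Sox9 drives cartilage fate, Pax1 and Pax9 mark the sclerotome of the somite, and Col2a1 encodes cartilage collagen. All of them stood higher in Cspg4+Runx1+ cells without Acta2, as did the collagen IX genes that go with them. Ratios for this split are log2 of CPM in Acta2+ over Acta2− cells of the WT library. Sox9 measured −2.54 (−2.87 to −2.22; 469 UMIs in Acta2− and 98 in Acta2+ cells), Pax1 −2.24 (−2.63 to −1.87), Pax9 −1.68 (−2.28 to −1.11) and Col2a1 −2.25 (−2.44 to −2.07). Beside Sox9 and Col2a1, genes the fixed rule picked on this side included Dppa5a (−7.35), Sorbs2 (−2.85), Col9a2 (−2.50), Col9a3 (−2.42) and Wwp2 (−2.40); the germ cell gene Dppa5a had all of its UMIs in the group in 4 cells. Of 14 sclerotome and cartilage genes, 13 were lower in Acta2+ cells, with a median of −2.25 (−2.31 to −1.80) at percentile 0 of 10000 random lists matched on expression. The 4 genes the study names on this side had a median of −2.25, and as a list chosen on these samples they are no independent evidence. Hypoxia and glycolysis genes were also lower in Acta2+ cells (median −0.65, 13 of 14 genes), and so were proliferation genes (−0.30, 16 of 18; 0.051 with gates at 2 UMIs), with Top2a at −0.50 and Hmgb2 at −0.53. Sox9 (ENSMUSG00000000567) lies on chromosome 11, bases 112782224 to 112787760.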

Differential expression analysis of *Acta2*^*+*^ versus *Acta2*^*−*^ cells within the *NG2*^*+*^*Runx1*^*+*^ cell population in the WT AGM revealed that markers of sclerotome-derived vSMCs such as *Sox9, Pax1*, *Pax9* and *Col2a1*^34^ are among the highest upregulated genes in *Cspg4*^*+*^*Runx1*^*+*^*Acta2*^*−*^ cells (Fig. 3c). In contrast, *Cspg4*^*+*^*Runx1*^*+*^*Acta2*^*+*^ cells are enriched in genes that identify more mature pericytes such as *Acta2, CD248, Mcam, Rgs5* or *Pdgfrb* (Fig. 3c), some of which are potential *Runx1* target genes (star). 

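Tagln, Cnn1 and Actg2 belong to the contractile apparatus, Rgs5, Mcam, Cd248 and Pdgfrb to mural cells, and Jag1 and Heyl to the Notch signalling that arterial smooth muscle receives. All stood higher in Acta2+ cells of the group. Rgs5 measured 3.04 (2.42 to 3.73; 23 against 230 UMIs), Mcam 4.00 (2.84 to 5.48), Cd248 1.90 (1.44 to 2.40) and Pdgfrb 1.64 (1.13 to 2.18). Beyond the genes the paper names, Actg2 stood at 9.14 (7.29 to 12.19), Actc1 at 7.59, Heyl at 5.98 (4.10 to 9.03), Tagln at 5.79, Jag1 at 3.30, Fbln5 at 3.01 and Hes1 at 1.80, and Cnn1 had 319 UMIs in Acta2+ cells against 0. The mural genes had a median of 3.03 (14 of 14 higher), the contractile genes 2.76 (15 of 15, Acta2 being the gate), the arterial and Notch genes 2.00 (6 of 6) and the interstitial matrix genes 1.03 (20 of 22, with Col3a1 at 1.50 and Col1a2 at 1.32). The 4 genes the study names on this side had a median of 2.47 and were chosen on these same cells. Basement membrane genes measured 0.68 (15 of 17 higher) and ribosomal protein genes −0.18 (81 of 83 lower). Near 0 lay the nuclear oxidative phosphorylation genes (0.00), the Hox genes (0.02) and the TGF-beta, BMP and endothelin genes (0.05). Dissociation and stress genes were higher in Acta2+ cells too (0.33, 0.08 to 0.43, 14 of 21 genes), at percentile 99.98 of matched random lists. Splicing genes were lower (−0.14, 18 of 18 genes), at percentile 8.52. The platelet gene Pf4 (6.48) came almost wholly from 5 cells, so it speaks of those cells and not of the group.

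**Figure D1:**
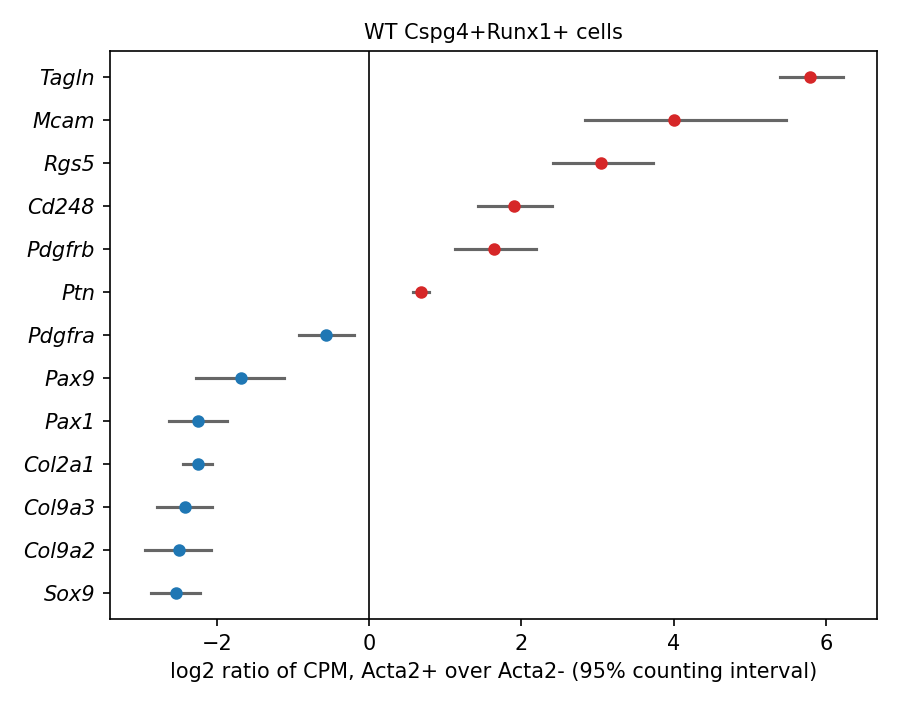
Log2 ratio of CPM in Acta2+ over Acta2− Cspg4+Runx1+ cells of the WT library for 13 genes, points with bars for 95% intervals of counting error. Sclerotome genes lie left of 0 and mural and contractile genes right of it.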

*Pdgfra* and *Ptn* genes were recently associated with Runx1^+^ subaortic (non-smooth muscle) mesenchymal cells with possible role in hematopoiesis in the E10.5 AGM of the mouse embryo^35^. 

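Pdgfra, the PDGF-A receptor of mesenchyme, and Ptn, a secreted growth factor, leaned in opposite directions. Pdgfra was lower and Ptn higher in the Acta2+ cells, while Runx1, which selects both groups, was level. Pdgfra measured −0.56 (−0.93 to −0.20), from 142 UMIs in Acta2− and 117 in Acta2+ cells. It ranged from −2.05 with gates at 2 UMIs (6 Acta2− and 16 Acta2+ cells) to −0.08 when thinned to 3000 UMIs (17 and 18 cells). Ptn measured 0.68 (0.57 to 0.78), at 806 and 1291 CPM, and ranged from 0.33 to 1.26 in the same alternatives. Runx1 measured −0.16 (−0.49 to 0.16), read from 3' tags, and Cspg4 0.64. These intervals hold for UMIs summed over cells of a single library.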

Our scRNA-seq analysis show that, in E11 AGM, *Pdgfra* and *Ptn* are also expressed in *Cspg4*^*+*^*Runx1*^*+*^ cells with no significant difference between *Acta2*^*+*^ and *Acta2*^*−*^ (Fig. 3c). Further analysis showed that Gene Ontology (GO) biological processes significantly enriched in *Cspg4*^*+*^*Runx1*^*+*^*Acta2*^*+*^ cells include smooth muscle cell chemotaxis and migration, collagen-activated signalling pathway, neural crest cell differentiation and regulation of BMP signalling (Fig. 3d), previously shown by our laboratory to control in vivo HSPC generation in the mouse AGM^28^. In *Cspg4*^*+*^*Runx1*^*+*^*Acta2*^*−*^ cells, significantly enriched GO biological processes include mesenchymal stem cell differentiation and cartilage and bone development (Fig. 3e), consistent with the sclerotome origin of these cells.

**Fig. 3:**
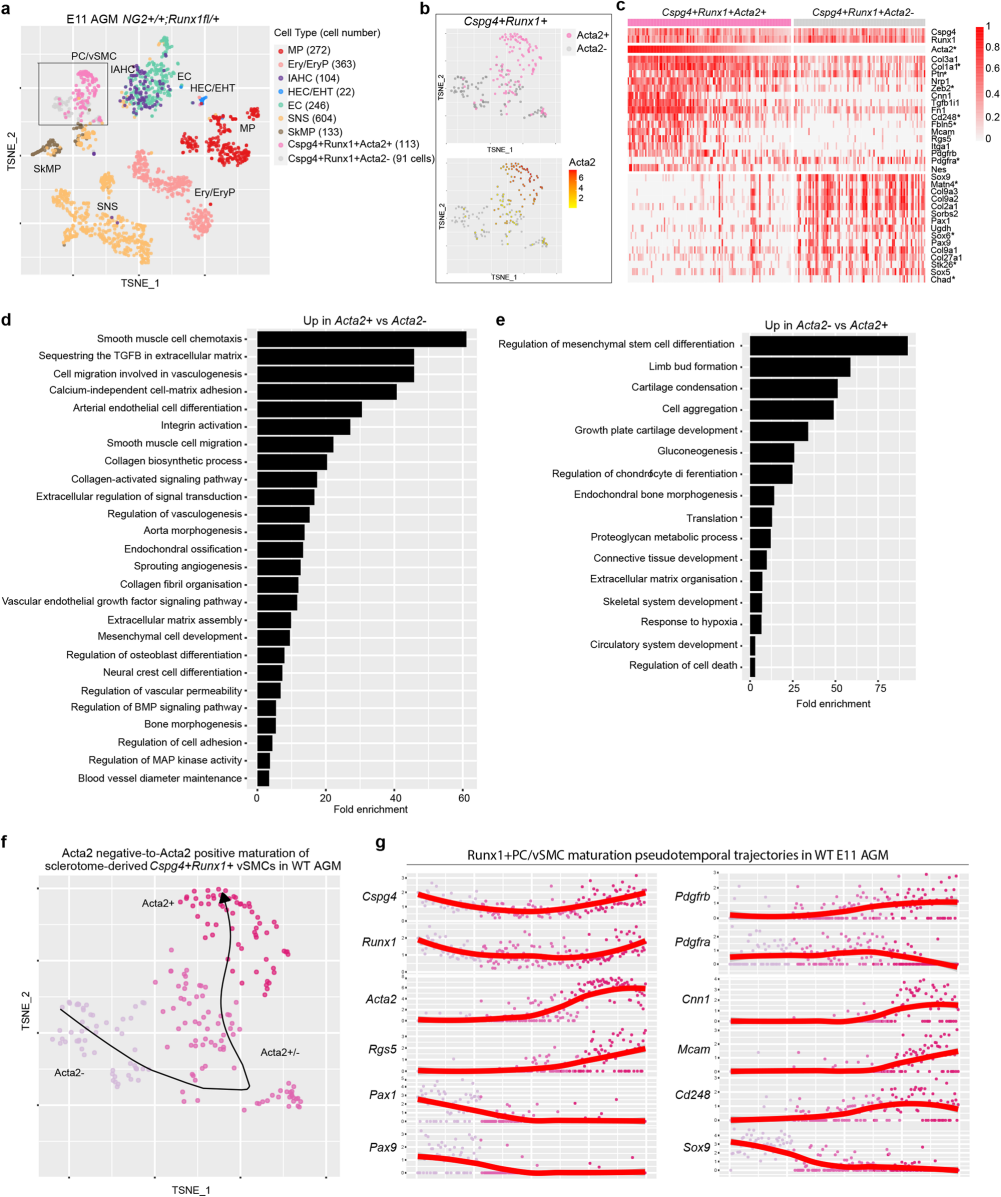
*NG2*^*+*^*Runx1*^*+*^ AGM cells display a sclerotome-derived vSMC transcriptomic profile. **a** t-SNE plots showing the distribution of *Runx1* and *Acta2* expression in *NG2*^*+*^*Runx1*^*+*^ cells in the WT E11 AGM after excluding all other (grey) cells found in the Fig. 2a. **b** Zoom into *NG2*^*+*^*Runx1*^*+*^ cluster (black rectangle) shows the presence or the absence of *Acta2*. **c** Heatmap showing the expression of *Cspg4* and *Runx1* and 15 selected genes out of 25 top significantly upregulated genes in WT *NG2*^*+*^*Runx1*^*+*^*Acta2*^*+*^ cells (upper half) and *NG2*^*+*^*Runx1*^*+*^*Acta2*^*-*^ cells (bottom half) at single cell level; *Runx1 potential target genes. *Pdgfra* and *Ptn* genes were next added to inform their expression in both populations. Barplot of fold enrichment for selected GO biological processes significantly overrepresented in genes significantly upregulated in both **d** WT *NG2*^*+*^*Runx1*^*+*^*Acta2*^*+*^ and **e** *NG2*^*+*^*Runx1*^*+*^*Acta2*^*-*^ cells. **f** t-SNE of WT E11 AGM cells, overlaid with principal pseudotime curve inferred by Slingshot, predicting a lineage from *NG2*^*+*^*Runx1*^*+*^*Acta2*^*-*^ cells to *NG2*^*+*^*Runx1*^*+*^*Acta2*^*+*^ cells. **g** WT *NG2*^*+*^*Runx1*^*+*^cells arranged in pseudotime (x-axis) based on the inferred curve. Y-axis represents log normalised gene expression.

Indeed, PC/vSMCs in the AGM have been shown to originate from the sclerotome and display markers of this compartment at least during the early phases of mural cell recruitment^36^. A recent study showed that the maturation of sclerotome-derived vSMCs in the mouse AGM depends on a transcriptional switch from a sclerotome signature with the repression of *Pax1, Scx* and *Sox9*, and activation of *Acta2* and other vSMC genes^34^.

To test whether *NG2*^*+*^*Runx1*^*+*^*Acta2*^*−*^ cells follow a maturation trajectory towards *Cspg4*^*+*^*Runx1*^*+*^*Acta2*^*+*^ vSMCs, we performed cell lineage inference with Slingshot, a trajectory inference method for scRNA-seq data that can incorporate knowledge of developmental markers. Having defined a cluster of *Cspg4*^*+*^*Runx1*^*+*^*Acta2*^*−*^ cells as an origin, Slingshot infers a cell lineage and constructs a pseudotime curve representing that lineage (Fig. 3f, arrow). Gene expression along pseudotime shows that sclerotome markers such as *Sox9, Pax1* and *Pax9* are gradually downregulated while markers of mural cells such as *Acta2, Rgs5, Pdgfrβ, Cnn1, Mcam and CD248*, are gradually upregulated in an inferred transition from *Cspg4*^*+*^*Runx1*^*+*^*Acta2*^*−*^ to *Cspg4*^*+*^*Runx1*^*+*^*Acta2*^*+*^ cells (Fig. 3g). 

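Along an order of Cspg4+Runx1+ cells, Sox9, Pax1 and Pax9, the sclerotome factors, gave way to Acta2, Cnn1 and Rgs5, genes of the contractile and pericyte state. Mcam climbed with them, and Pdgfrb and Cd248 were lowest in the first part. The paper ordered cells with Slingshot; here a diffusion pseudotime was used, started from the Acta2− cell with the highest sclerotome sum and computed without Sox9, Pax1, Pax9, Acta2, Rgs5, Cnn1, Mcam, Cd248, Pdgfrb and Pdgfra. Col2a1, Ptn and the remaining genes of the lists were left in, so their readings along the order are partly circular. Cells were split into 3 parts of 69, 68 and 68 cells, which held 11, 50 and 51 Acta2+ cells. In the first, middle and last parts Sox9 stood at 650, 43.0 and 52.7 CPM, Pax1 at 462, 15.7 and 17.3 CPM and Pax9 at 173, 1.57 and 7.27 CPM. Acta2 stood at 75.8, 2290 and 4258 CPM, Rgs5 at 4.29, 64.2 and 153 CPM, Cnn1 at 1.43, 94.7 and 179 CPM and Mcam at 7.15, 29.0 and 73.6 CPM. Pdgfrb stood at 35.8, 75.9 and 63.6 CPM (log2 last over first 0.83, 0.15 to 1.55) and Cd248 at 37.2, 106 and 84.5 CPM. Ordered on the first principal component, Sox9 stood at 477, 98.97 and 27.7 CPM, Pax1 at 316, 52.3 and 20.5 CPM, Pdgfrb at 7.96, 53.2 and 123 CPM and Cd248 at 9.10, 70.3 and 165 CPM, so the middle peak of Pdgfrb and Cd248 depends on the order used. The sclerotome genes had a median of −3.52 between last and first part, the mural genes 3.36 and the contractile genes 2.70. Median depth was 8310, 15405 and 10799 UMIs, so depth differed along the order.

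**Figure D2:**
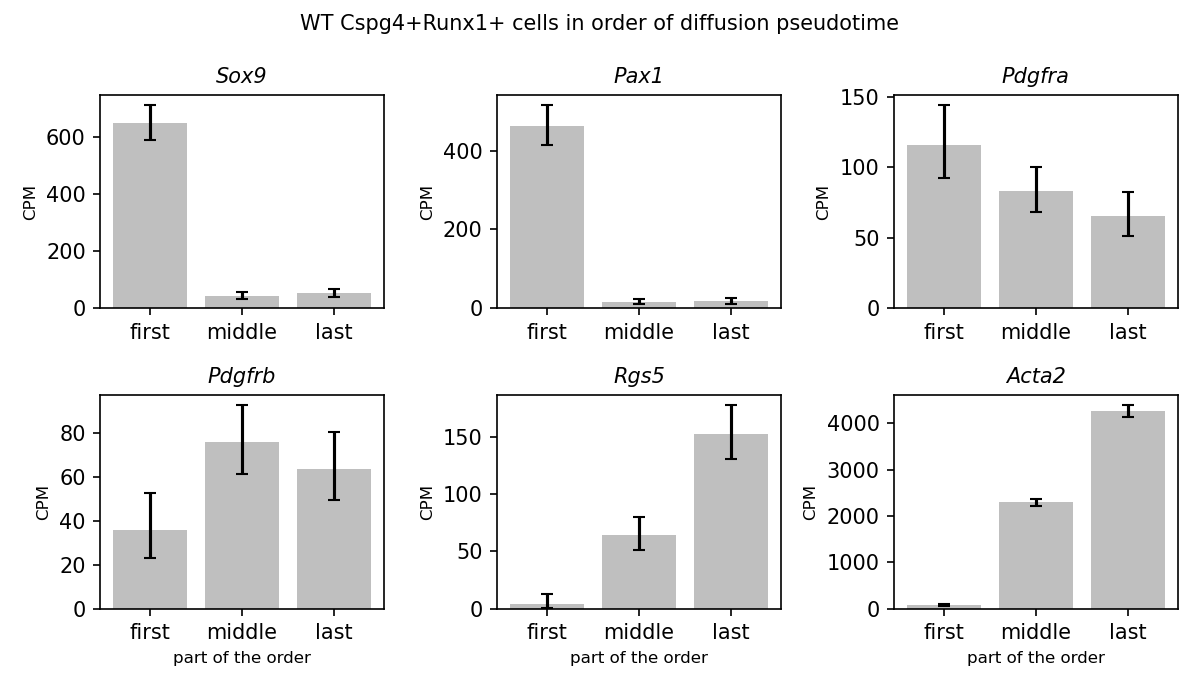
CPM of Sox9, Pax1, Pdgfra, Pdgfrb, Rgs5 and Acta2 in the first, middle and last parts of the order of WT Cspg4+Runx1+ cells, bars with 95% intervals of counting error. The Sox9 and Pax1 bars are tall in the first part, and the Rgs5 and Acta2 bars grow towards the last.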

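Within these cells, sclerotome genes (Sox9, Pax1, Col2a1) and smooth muscle genes (Acta2, Tagln, Cnn1) marked opposite ends; the former belong to the ventral somite and the latter to the vessel wall. Ptn and Pdgfra were present at both ends. The paper reasons from the genes that differ between Acta2+ and Acta2− cells, and from their order in pseudotime, that Cspg4+Runx1+ cells carry the programme of vSMCs that come from the sclerotome. In the order used here Col2a1 stood at 1774 CPM in the first part and 175 CPM in the last, Pdgfra at 116 and 65.4 CPM, and Ptn at 733 and 407 CPM with 1831 CPM between; ordered on the first principal component, Ptn went the other way, from 215 to 988 CPM (2.20). Proliferation genes had a median of −0.73 between last and first part, hypoxia and glycolysis genes −0.79, collagens −0.17 (−0.49 to 0.38) and ribosomal protein genes 0.05. On the first principal component collagens measured 1.56 (1.05 to 1.99) and ribosomal protein genes −0.35, and without called doublets collagens measured 0.10. The direction of these lists thus depends on the order used, while proliferation (−0.61) and hypoxia and glycolysis genes (−1.31) stayed lower on that component. Transcript levels at a single stage do not trace descent, and the order itself rests on a starting cell picked by its sclerotome genes.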

Our scRNA-seq analysis shows that *Cspg4*^*+*^*Runx1*^*+*^ AGM cells display a sclerotome-derived vSMC transcriptomic profile.

### The genetic programme of PC/vSMCs is altered in *NG2-Cre;Runx1*^*fl/fl*^ cKO E11 AGM

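The cKO library was taken through the same steps, so that Runx1, Sox18, Tcf21 and every other gene could be set against WT class by class. Runx1 itself, the targeted gene, was not lower in cKO cells; 3' tags do not check the deletion of exon 4. Over all retained cells Runx1 measured log2 0.23 (0.15 to 0.32) in cKO over WT, and Cspg4 0.11 (0.01 to 0.20). Of 1264980 cKO barcodes with a UMI, 19250 were called cells (the paper's reported value is 19047), and 17411 were retained (the paper's reported value is 17280). Endothelial cells came from cKO clusters 900 and 2300, blood progenitors from cluster 401, MPs from clusters 402, 2700, 2800 and 4300, Ery/EryP cells from clusters 1300, 3500, 4100 and 4200, and SNS cells from clusters 1000, 1900, 2500 and 4403. Ratios that follow are log2 of CPM in the cKO over the WT library, within a class, with exact intervals for a ratio of counts. Both genotypes are sets of cells of a single library each, so a ratio holds the genotype together with everything else that differed between the libraries.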

We next explored the impact of *Runx1* deletion in the hematopoietic niche and its possible effect on PC/vSMCs by performing scRNA-seq of *NG2-Cre;Runx1*^*fl/fl*^ cKO E11 AGMs (Fig. 4a, b). Cell populations were defined in a similar way to the WT AGM by using graph-based clustering and known marker distribution. This comparison revealed changes in the proportions of the different cell types between WT and cKO AGM, including a significant reduction in the proportion of cells associated with clusters 2 (Ery/EryP), 3 (IAHC), 6 (SNS), and 7 (SkMP) (Fig. 4c).

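Ery/EryP cells, the red cell lineage, made up a smaller part of the cKO library, and the same was read for SkMPs, the Myod1 and Cdh15 cells. IAHC and SNS shares were closer to those of WT. Sclerotome clusters, marked by Sox9 and Pax1 and outside the classes compared, were also a smaller part, and nephrogenic mesenchyme a larger one. Shares of retained cells were 2.48% in WT and 1.73% in cKO for Ery/EryP cells (ratio 0.701, 0.600 to 0.817), 0.594 and 0.482% for IAHC cells (0.812, 0.596 to 1.10) and 3.02 and 2.76% for SNS cells (0.914, 0.802 to 1.04). SkMPs were 0.940% of WT cells, and no cKO cluster met the rule that names them; with both libraries clustered together they numbered 129 and 62 (0.423, 0.307 to 0.577). Macrophages were level (1.00, 0.836 to 1.20), and so were PC/vSMCs at 3.74 and 3.64% (0.973, 0.868 to 1.09). A share can move because another cell type was caught more often, and a single library per genotype leaves that open.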

**Fig. 4:**
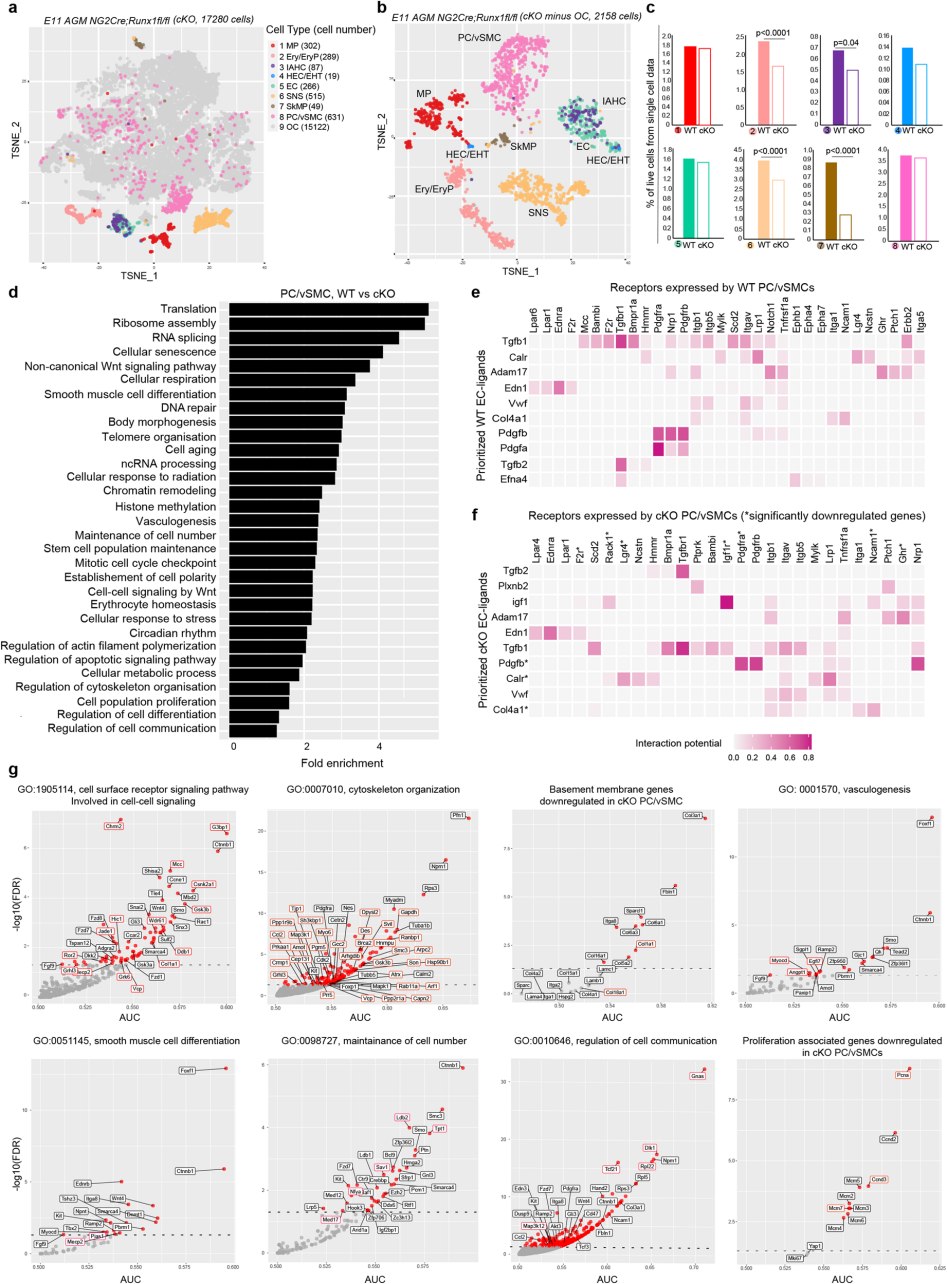
The genetic programme of PC/vSMCs is altered in *NG2-Cre;Runx1*^*fl/fl*^ cKO E11 AGM. **a** t-SNE plot showing eight populations of interest found in the E11 cKO AGM. Each dot represents one cell and colours represent cell clusters as indicated. MP (macrophages); Ery/EryP (erythroid/progenitors); IAHC (intra-aortic hematopoietic clusters); HEC/EHT (hemogenic endothelial cells including those that enter endothelial-to-hematopoietic transition), EC (endothelial cells); SNS (sympathetic nervous system); SkMP (skeletal muscle progenitors); PC/vSMC (pericytes/vascular smooth muscle cells, *NG2*^*+*^*Acta2*^*+*^*)*. Other cells (OC) are coloured in grey. The number of cells in each cluster is shown in brackets. **b** t-SNE plot highlighting the eight populations identified after excluding all other (grey) cells. **c** Percentage of single live cells found in each E11 AGM sample (cell number/total cells) defined by scRNA-seq in WT (full bars) and cKO (empty bars) AGMs. Colours and numbers correspond to each population defined in **a**; chi-squared two-tailed test was used for comparison. **d** Barplot of fold enrichment for selected GO biological processes significantly overrepresented in genes significantly downregulated in cKO PC/vSMCs compared to their WT counterparts. Heatmap of ligand-receptor interactions inferred by NicheNet from **e** WT and **f** cKO E11 AGM cells. Colour represents the interaction potential score between the 10 top-ranked ligands expressed in ECs and their inferred targets expressed in PC/vSMCs. Ligands and receptors are ordered by hierarchical clustering. **g** Scatter plots of AUC vs –log10(FDR) showing downregulated genes associated with selected GO terms in cKO PC/vSMCs. Red dots represent significantly downregulated genes (FDR<0.05); dashed line shows FDR = 0.05. Gene labels with red borders represent potential Runx1 target genes.

Changes in gene expression between WT and cKO *Cspg4*^*+*^*Runx1*^*+*^ cells were first investigated. 

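Rpl41 is a ribosomal protein, Eef1a1 and Tpt1 serve elongation and growth, mt-Co3 and mt-Atp6 belong to the respiratory chain, and Hspa8 and Hsp90ab1 are chaperones. In Cspg4+Runx1+ cells each of these genes stood at almost the same CPM in both libraries. Splicing genes such as Hnrnpa2b1 were a little lower, and so were proliferation genes such as Top2a. Ribosomal protein genes had a median of 0.01 (39 of 83 lower), at percentile 49.8 of 10000 matched random lists, and mitochondrially encoded genes −0.02 (9 of 13 lower). Nuclear oxidative phosphorylation genes (40 of 79 lower, Cox8a at 0.03, Cox4i1 at 0.11) and translation factors (median −0.02, 10 of 19 lower) lay near 0. Rpl41 measured −0.02, Eef1a1 −0.03, Tpt1 0.01, mt-Co3 0.04 and mt-Atp6 −0.01, while stress genes had a median of −0.14 (−0.21 to −0.01; 14 of 21 lower) with Hspa8 at 0.05 and Hsp90ab1 at 0.07. Splicing genes measured −0.10 (16 of 18 lower, Hnrnpa2b1 −0.26) and proliferation genes −0.20 (16 of 18 lower, Top2a −0.19). Endothelial identity genes had a median of 0.35 (9 of 10 higher), at percentile 99.84, and called doublets made up 13.2% of the WT and 24.0% of the cKO cells, at score thresholds of 0.255 and 0.193. Runx1 measured 0.24 (0.02 to 0.47) in these 205 WT and 233 cKO cells, a gate gene read from 3' tags. The area under the curve over cells, an ordering close to the study's Wilcoxon test, put 2 ribosomal protein genes among the 25 lowest when both libraries shared a scale. With size factors centred in each library, an alternative chosen after seeing the data, there were 7.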

We found that genes significantly downregulated in cKO *Cspg4*^*+*^*Runx1*^*+*^ cells were mainly associated with biological processes including translation, oxidative phosphorylation, cellular response to stress and mitochondria-related function (Fig. S4a–c). As deletion of Runx1 may have also affected *Runx1*^*−*^ PC/vSMCs, the transcriptome of all cKO *Cspg4*^*+*^*Acta2*^*+*^ PC/vSMCs with their WT counterpart was compared. 

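In PC/vSMCs the contractile genes Tagln, Tpm1 and Cnn1, which smooth muscle gains as it matures, were higher in the cKO library. Tcf21, a mesenchymal factor that holds back smooth muscle fate, was lower, as were the Hox genes Hoxc8 and Hoxa7. Genes of translation were level. Contractile genes had a median of 0.18 (10 of 15 higher), with Tpm1 at 0.19 and the gate gene Acta2 at 0.10. Ribosomal protein genes had a median of −0.00 (42 lower and 42 higher), translation factors −0.02, splicing genes −0.06 (17 of 18 lower) and mitochondrially encoded genes −0.04 (10 of 13 lower); Rpl41 measured 0.01, Eef1a1 −0.06 and Tpt1 0.04. Hoxc8 measured −0.59 (from −0.81 to −0.11 over the alternatives) and Hoxa7 −0.44, and their paralog groups were lower over all retained cells too (−0.46 and −0.48). Fbln5 measured 0.71 and Id3 0.43. Stress genes had a median of −0.11 (−0.17 to −0.06), with 14 of 21 lower, at percentile 0.23 of matched random lists. Sclerotome and cartilage genes had a median of 0.46 (10 of 14 higher; Col2a1 0.66, 0.55 to 0.77, but −0.048 with gates at 2 UMIs), arterial and Notch genes 0.18 (7 of 9 higher) and mural genes 0.06. The 4 sclerotome genes the study names in WT (Sox9, Pax1, Pax9 and Col2a1) had 3 of 4 lower, with a median of −0.15. Pf4 (−6.24), Dppa5a (−6.99) and S100a8 (5.76, all of its cKO UMIs in 5 cells) came from single cells of other lineages.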

Genes significantly downregulated in cKO *Cspg4*^*+*^*Acta2*^*+*^ PC/vSMCs had significant enrichment of biological processes including translation, smooth muscle cell differentiation, cytoskeleton, vasculogenesis and cell communication (Fig. 4d). One pathway essential to vasculogenesis is PDGF-B/PDGFRβ; we therefore applied NicheNet on our WT scRNA-seq data to predict ligand-receptor interaction between ECs and PC/vSMCs, focusing on PDGF-B-related genes. 

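Pdgfb is the PDGF ligand that endothelium sends to mural cells, and Nrp1 is a coreceptor that both sides carry. Edn1, Tgfb2 and Bmp4 are further endothelial signals to the wall. Ligand activity scores were not computed here, so only transcript levels of senders and receivers are given. In WT, Nrp1 stood at 176 CPM in PC/vSMCs, 256 CPM in ECs and 6.13 CPM in SkMPs. WT ECs held 69.6 CPM of Edn1, 68.6 CPM of Tgfb2 and 40.1 CPM of Bmp4, and PC/vSMCs held 246 CPM of Tgfb2, 105 CPM of Bmp4 and 1186 CPM of Ptn. Between libraries Nrp1 measured 0.05 (−0.06 to 0.16) in PC/vSMCs and −0.06 in ECs.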

The highest scoring predicted interaction was between *Pdgfb*, a growth factor released by ECs, and *Nrp1* (Fig. 4e), a receptor known to control the differentiation/recruitment of mesenchymal stem cells and the stimulation of smooth muscle cell migration^37,38^.

The interaction between *Pdgfb* and *Pdgfrb* was also amongst the highest scoring interactions in both WT (Fig. 4e) and cKO (Fig. 4f). Additional interactions involve *Edn, Tgfb* or *Bmp* pathways, previously associated with a role in AGM hematopoiesis^39,40^. 

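The receptors and targets of these signals were level or nearly so in cKO PC/vSMCs. Id3, a target of BMP signalling, and Tgfb2 stood higher, and Pdgfrb, which answers PDGF-B, was higher too. The TGF-beta, BMP and endothelin genes had a median of −0.00 in PC/vSMCs (11 lower and 10 higher; Tgfb2 0.26) and of 0.03 in ECs (13 of 19 higher; Eng 0.03, Id3 −0.06). The PDGF genes had medians of −0.06 in both classes, and Pdgfrb measured 0.40 (0.26 to 0.55; 696 and 897 UMIs) in PC/vSMCs.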

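PDGF-A, the Pdgfa product, signals through Pdgfra, the receptor of mesenchymal cells around the vessel. In PC/vSMCs Pdgfra was close to level between the libraries in the main values, but lower in cells thinned to 3000 UMIs. Pdgfa, on the sending side, was higher in cKO ECs, but by little at equal depth. Pdgfra measured −0.12 (−0.29 to 0.05; 594 and 532 UMIs) in PC/vSMCs. Over the alternatives it ranged from −0.71, in cells thinned to 3000 UMIs, to 0.033. Pdgfa measured 0.53 (0.14 to 0.93; 99 and 124 UMIs) in ECs, 0.037 in ECs thinned to 3000 UMIs and 0.14 over all cells of the endothelial clusters. In WT it stood at 84.4 CPM in PC/vSMCs, 21.2 CPM in ECs and 317 CPM in SkMPs.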

Interestingly, in cKO ECs, *Pdgfa*, another gene from the PDGF family, was no longer in the top 10 ranking ligands (Fig. 4f) possibly due to the downregulation of *Pdgfra* in cKO PC/vSMCs (Fig. 4f). Other genes including *Des*, *Angpt1*, *Gsk3b, Tcf21*, *Col1a1, Pcna, Ccnd3* and *Mcm7*, potential *Runx1* downstream target genes^41^, were also significantly downregulated (Fig. 4g, red boxes). 

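Tcf21 keeps mesenchyme from becoming smooth muscle, Des encodes the intermediate filament of muscle, Angpt1 steadies vessels through Tek, and Pcna, Mcm7 and Ccnd3 serve the cell cycle. All of them were lower in PC/vSMCs of the cKO library, Tcf21 by far the most in the main values. Gsk3b, a kinase of Wnt signalling, was close to level. Tcf21 measured −1.75 (−2.02 to −1.49; 515 and 149 UMIs), Des −0.96 (−1.18 to −0.74), Pcna −0.59 (−0.76 to −0.42), Angpt1 −0.40 (−0.67 to −0.13), Mcm7 −0.37 (−0.52 to −0.21), Col1a1 −0.32 (−0.37 to −0.27) and Ccnd3 −0.17 (−0.26 to −0.08). Over the alternatives Tcf21 ranged from −2.99 to −0.86 and Des from −1.64 to −0.87. Gsk3b measured −0.08 (−0.18 to 0.02). All 8 genes of this list were lower (median −0.38), and the study picked them on these same samples, so the count is no independent evidence. In cells outside the class Col1a1 measured −0.30, about the same as within it. On a shared scale the 25 lowest genes by area under the curve held Nkx2-3, Mab21l2, Foxf1 and Hand2 beside Tcf21. With size factors centred in each library they held none of these. Nkx2-3, Mab21l2 and Foxf1 were top genes of WT clusters 500 and 1500 (910 and 956 cells), which no class takes its name from. Whether fewer cells of that kind passed the gate in cKO was not tested. Runx1 measured 0.46 (0.17 to 0.76; −0.057 with gates at 2 UMIs and 0.12 thinned to 3000 UMIs) in PC/vSMCs, where it is no part of the gate and is read from 3' tags. Tcf21 (ENSMUSG00000045680) lies on chromosome 10, bases 22817281 to 22820174.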

The reduction in *Col1a1* expression suggests changes in the gene profile of the extracellular matrix (ECM). Indeed, additional ECM related genes were significantly downregulated in the cKO PC/vSMCs, such as *Sparcl1, Col3a1 and Col5a1* (Fig. 4g). Collectively, these data show that the genetic programme of PC/vSMCs in cKO AGM is modified upon Runx1 deletion and this involves changes in molecules that constitute the ECM of the aortic wall.

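Sparcl1, a matricellular protein of vessels, and the fibrillar collagens Col3a1 and Col5a1, which give the wall its tensile strength, were lower in cKO PC/vSMCs. Fbln5, which serves elastic fibres, was higher. Sparcl1 measured −0.86 (−1.02 to −0.69; 890 and 479 UMIs; −1.90 with gates at 2 UMIs and −0.33 thinned to 3000 UMIs), Col3a1 −0.34 (−0.39 to −0.30) and Col5a1 −0.25 (−0.37 to −0.12). With Col1a1 they form the list the study chose on these samples, 4 of 4 lower. Interstitial matrix genes had a median of −0.17 (14 of 22 lower), basement membrane genes −0.03 and collagens 0.01 (16 lower and 18 higher). Sparcl1 (ENSMUSG00000029309) lies on chromosome 5, bases 104079111 to 104113733, and Col3a1 (ENSMUSG00000026043) on chromosome 1, bases 45311538 to 45349706.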

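Tcf21, Des and Sparcl1, genes of mesenchyme, muscle filament and matrix, were lower genes of this class with many UMIs behind them, and Cnn1, Pdgfrb and Col2a1 were higher. The chondrogenic gene Col9a1 was higher too. The paper reasons from lower Runx1 target genes, matrix genes and enriched terms that losing Runx1 in NG2+ cells changes the programme of PC/vSMCs, and with it their matrix. Col9a1 measured 0.55 here and also 0.55 in Cspg4+Runx1+ cells, where Col2a1 stood at 0.36, Fbln5 at 0.78 and sclerotome and cartilage genes at a median of 0.34 (10 of 14 higher; 0.01 less other cells), while the study's 4 sclerotome genes had 3 of 4 lower, with a median of −0.22. In that smaller group, the Runx1 target list had a median of −0.32 (7 of 8 lower) and the matrix list −0.22 (4 of 4), both chosen on overlapping cells. Hypoxia and glycolysis genes had medians of −0.01 in PC/vSMCs and −0.10 in Cspg4+Runx1+ cells, and Hox genes 0.03 and −0.02. By paralog group, Hox genes of PC/vSMCs measured −0.32 (−0.48 to −0.17) in group 7, −0.49 (−0.60 to −0.37) in group 8, 0.22 (0.08 to 0.35) in group 10 and 0.96 (0.12 to 1.84; 19 and 36 UMIs) in group 12. Groups 1, 3 and 5 measured 0.54, 0.20 and 0.24 (0.05 to 0.42 for group 5). Groups 2, 4 and 6 measured −0.35, −0.08 and −0.12, and groups 9, 11 and 13 measured 0.05, −0.10 and 0.31. The groups thus did not all follow 1 direction along the axis. Called doublets made up 9.25% of WT and 20.0% of cKO PC/vSMCs, at score thresholds of 0.255 and 0.193, and with a single library per genotype none of these differences has been tested.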

### Deletion of *Runx1* in NG2^+^cells leads to changes in the endothelial cell gene profile

Endothelial cells share the same basement membrane with PC/vSMCs^42^. This, coupled with the transcriptomic changes in the cKO PC/vSMCs described above, suggest that the genetic programme of the adjacent ECs may have also been altered by *Runx1* deficiency in NG2^+^ cells. 

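Cdh5, Cd34 and the other endothelial genes gave a class of the same size in both libraries. ECs made up 1.58% of WT and 1.42% of cKO cells (242 and 247 cells; ratio 0.898, 0.749 to 1.08). Endothelial identity genes, which hold Kdr, Tek and Flt1 beside them, had a median of −0.01 (12 of 20 lower).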

Although the number of endothelial cells in the *NG2-Cre:Runx1*^*fl/fl*^ cKO did not significantly change (Fig. 4a) and the formation of the dorsal aorta appeared to be unaffected (Fig. 1e), we investigated transcriptomic changes in ECs that could affect their function in vivo. As before, we performed differential expression analysis, followed by overrepresentation analysis on genes significantly downregulated in cKO ECs (Fig. 5a). Multiple GO biological processes were significantly overrepresented in these genes, with many related to EC development and angiogenesis; proliferation, migration and differentiation; response to hypoxia and fluid shear stress; as well as smooth muscle cell or mesenchymal cell development and hematopoiesis (Fig. 5a). 

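Sox18 is a SoxF factor that drives arterial, venous and lymphatic endothelium. It was lower in cKO ECs, and no other endothelial gene with as many UMIs came near it. Lymphatic Prox1, a gene that Sox18 switches on in the cardinal vein, was higher instead. Sox18 measured −1.49 (−1.73 to −1.25; 628 and 194 UMIs; 135 and 48.1 CPM). A Sox18 UMI was found in 75.2% of WT and 42.9% of cKO ECs at median depths of 14457 and 12345 UMIs; in WT Ery/EryP cells, which lack the gene, none had one. Sox18 stood at rank 1 of all genes by area under the curve, on a shared scale and with size factors centred in each library. Prox1 measured 1.64 (1.02 to 2.30; 30 and 81 UMIs), and 0.50 in ECs thinned to 3000 UMIs. Other genes the fixed rule picked on the lower side were Rgs5 (−2.38, −3.67 to −1.28; 48 and 8 UMIs; 0.93 without called doublets), Dcn (−1.73), Car2 (−1.67), Ppp1r16b (−1.17) and Sema3g (−0.83), and on the higher side Ptx3 (2.47), Ccl21a (1.77), Cytl1 (1.57), Eln (1.15) and Mgp (1.14). Dcn ranged from −2.77 to −0.50 over the alternatives. In cells outside the class Sox18 differed as much, so that the ratio less that of other cells was 0.04. IAHC cells held 322 of the 459 WT Sox18 UMIs outside the class, and 88 of the 91 lay in endothelial clusters. The value of 0.04 thus cannot tell a change of endothelium from one in every class. Sox18 (ENSMUSG00000046470) lies on chromosome 2, bases 181669836 to 181671640, minus strand.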

Interestingly, we found that *Sox18* was the most downregulated gene in cKO ECs (Fig. 5b). *Col4a1*, the most abundant extracellular matrix associated gene, known to co-localise with *Sox18* in ECs in the mouse embryo^43^, was also found within the top 25 downregulated genes (Fig. 5b). 

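Col4a1 encodes a chain of the network collagen on which endothelium rests. It was lower in cKO ECs, and its partner Col4a2, made from the same promoter region, was lower by less. Col4a1 measured −0.27 (−0.33 to −0.20; 4607 and 3311 UMIs). By area under the curve it stood at rank 46 on a shared scale and at rank 53 with size factors centred in each library. Basement membrane genes had a median of −0.13 (−0.21 to −0.08; 16 of 19 lower), at percentile 0.02 of matched random lists. Their median was −0.057 without called doublets. Subtraction of the ambient profile gave −0.35, with ambient shares of 44.1% in WT and 30.9% in cKO that a few hemoglobin-rich cells set; scaled by the median cell (0.81 and 1.05%), an alternative chosen after seeing the data, it gave −0.13. Col4a1 (ENSMUSG00000031502) lies on chromosome 8, bases 11198423 to 11312826.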

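Cdh5 is the cadherin of endothelial junctions, Notch1 the arterial receptor, Mcam encodes CD146 and Pdgfb the ligand for mural cells. Cdh5, Notch1 and Mcam were lower in cKO ECs, Mcam the most. Sox17, an arterial SoxF factor, was level, and Pecam1 and Pdgfb differed by little. Cdh5 measured −0.18 (−0.26 to −0.11), Notch1 −0.29 (−0.47 to −0.12), Mcam −0.65 (−0.89 to −0.42, 413 and 227 UMIs) and Pdgfb −0.18 (−0.42 to 0.07, 319 and 244 UMIs). Relative to all other cells, endothelial IAHC cells among them, Cdh5 measured 0.058. Pecam1, the gate gene, measured −0.08 (−0.17 to 0.01) and Sox17 −0.01 (−0.17 to 0.15). By area under the curve Cdh5 stood at ranks 83 and 62 (shared scale and centred in each library) and Sox17 at 569 and 773. Arterial and Notch genes had a median of −0.14 (11 of 14 lower, Gja4 −0.14), while Egfl7 (0.08) and Ramp2 (0.16) leaned up. The study's own list of 17 EC genes had all 17 lower (median −0.19; −0.10 less other cells), a list chosen on these samples.

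**Figure D3:**
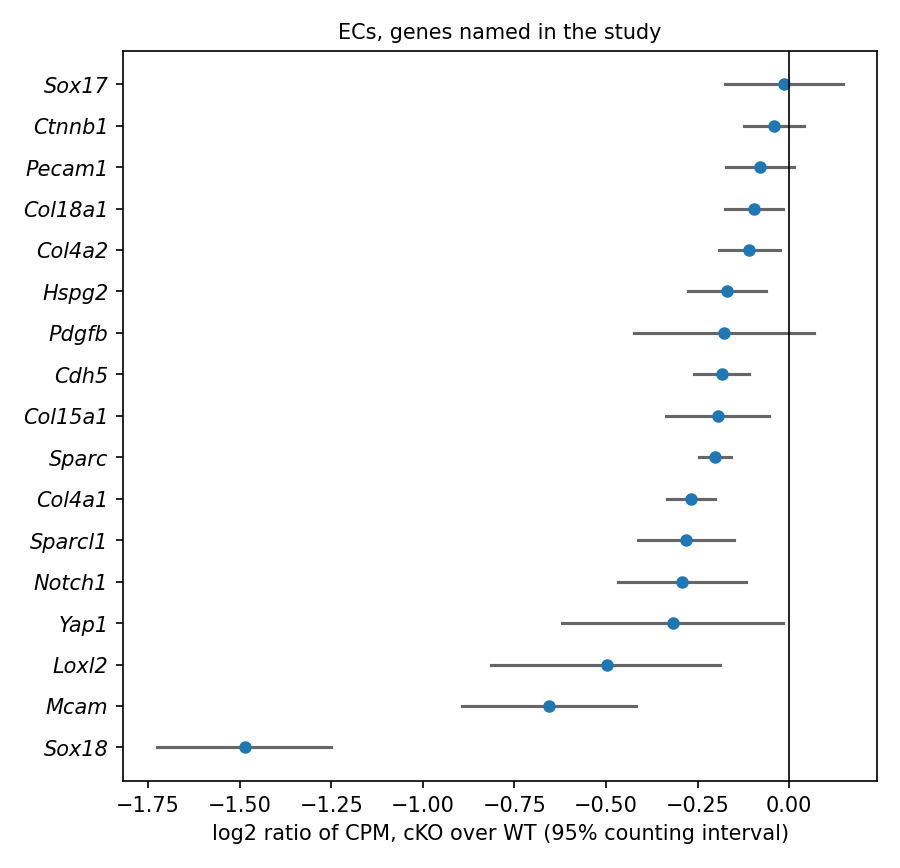
Log2 ratio of CPM in the cKO over the WT library in ECs for the 17 genes the study names, points with bars for 95% intervals of counting error. Sox18 lies far left of the rest, and Sox17, Ctnnb1 and Pecam1 sit at 0.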

*Sox18* and *Col4a1* were the most downregulated genes associated with the blood vessel development GO term, while other gene expression including *Cdh5*, *Pecam1*, *Sox17, Pdgfb, MCam* and *Notch* were also affected.

**Fig. 5:**
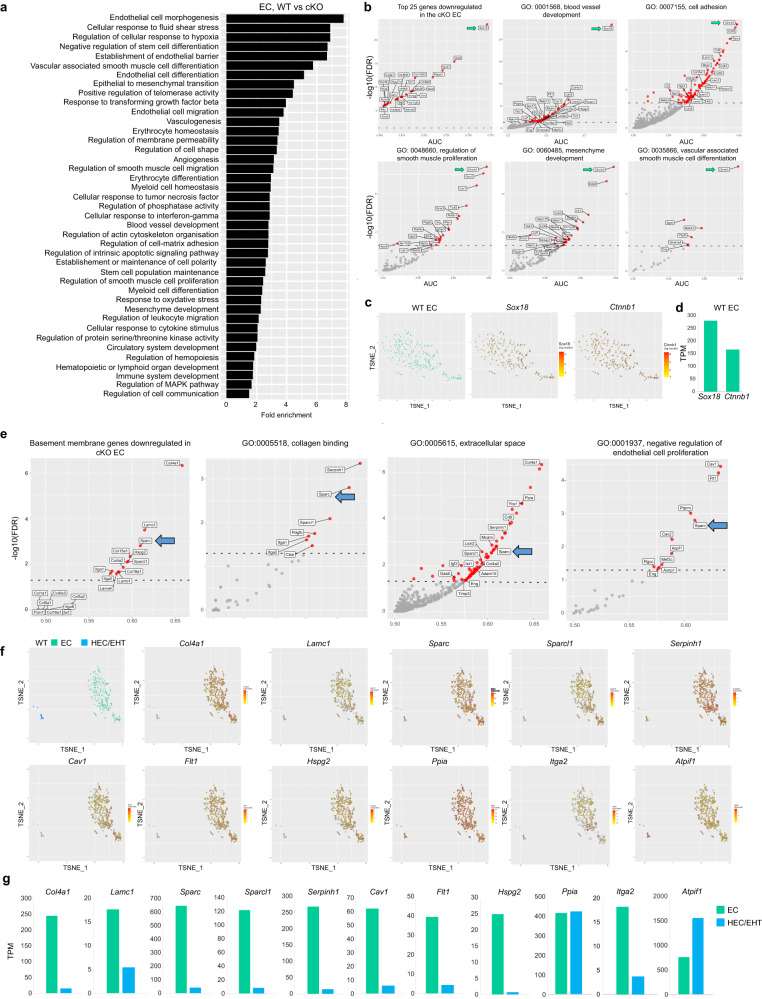
Deletion of Runx1 in NG2^+^cells results in changes in the extracellular matrix gene profile. **a** Barplot of fold enrichment for selected GO biological processes significantly overrepresented in genes significantly downregulated in cKO ECs compared to their WT counterparts. **b** Scatter plots of AUC vs –log10(FDR) showing downregulated genes associated with selected GO terms including blood vessel development and mesenchymal cells and vSMCs in cKO ECs. Red dots represent significantly downregulated genes (FDR < 0.05); dashed line shows FDR = 0.05. *Sox18* and *Ctnnb1* expression in WT ECs in both scRNA-seq (**c**, EC zoom and t**-**SNE plots) and bulk RNA-seq post-sort (**d**, TPM). **e** Scatter plots of AUC vs –log10(FDR) showing downregulated genes associated with selected GO terms including the basement membrane and extracellular matrix in cKO ECs. Red dots represent significantly downregulated genes (FDR < 0.05); dashed line shows FDR = 0.05. Selected genes that were altered in cKO ECs in **e** are shown in WT ECs in both scRNA-seq (**f**, EC and HEC/EHT zoom and t-SNE plots) and bulk RNA-seq post-sort (**g**, TPM). TPM: transcript per Million mapped reads values.

Genes associated with cell adhesion, regulation of smooth muscle cell proliferation and differentiation, along with mesenchyme development such as *Sox18* and *Ctnnb1* were also significantly downregulated in cKO EC (Fig. 5b, arrow). 

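Ctnnb1 encodes beta-catenin, which ties cadherins to the actin skeleton and relays Wnt signals. Beside Sox18, whose level differed between the libraries, Ctnnb1 was close to level in ECs. Ctnnb1 measured −0.04 (−0.12 to 0.04; 2644 and 2222 UMIs). By area under the curve it stood at rank 575 on a shared scale and at rank 91 with size factors centred in each library. GO terms were not scored here. Ctnnb1 (ENSMUSG00000006932) lies on chromosome 9, bases 120929216 to 120960507.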

We confirmed that both *Sox18* and *Ctnnb1* are expressed by ECs in our single cell datasets (Fig. 5c) and next validated their expression in NG2^-^PDGFRβ^-^ckit^-^CD45^-^CD31^+^ Runx1^-^ purified ECs from E11 *Runx1-IRES-GFP* AGMs (Figs. 5d, S5a).

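Both genes were read in WT ECs, beta-catenin, which sits at every junction, far above Sox18. Ctnnb1 stood at 567 CPM. At 3000 UMIs a cell, with 1 EC left out, Sox18 was kept in 31.1% of ECs. The bulk data from sorted cells were not used here.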

Some significantly downregulated genes associated with blood vessel development such as *Loxl2, Hspg2, Col4a2, Col15a1* and *Col18a1* (Fig. 5b) are also known to be associated to the ECM. 

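Loxl2 crosslinks collagen IV, Hspg2 encodes perlecan, and Col15a1 and Col18a1 are collagens of vessel basement membranes. All were lower in cKO ECs, Loxl2 the most, and the smallest differences turned with the processing. Loxl2 measured −0.50 (−0.81 to −0.19; 227 and 139 UMIs), Col15a1 −0.19 (−0.33 to −0.05), Hspg2 −0.17 (−0.28 to −0.06), Col4a2 −0.11 (−0.19 to −0.03) and Col18a1 −0.10 (−0.17 to −0.02). Without called doublets Col4a2 measured 0.015, and relative to all other cells Col18a1 measured 0.035. Collagens as a list had a median of −0.11 (16 of 25 lower).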

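Not every matrix gene followed the basement membrane. Fn1, Fbln5 and Eln, which build fibronectin and elastic fibres, were higher in cKO ECs. Interstitial matrix genes had a median of 0.12 (12 of 21 higher), with Fbln5 at 1.00 and Fn1 at 0.12. Hypoxia and glycolysis genes had a median of −0.09 (11 of 14 lower), proliferation genes 0.09 (11 of 18 higher; Top2a 0.15, Ccnd1 −0.35) and ribosomal protein genes 0.03 (58 of 83 higher).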

Further analysis of endothelial extracellular matrix encoding genes previously described^44^ revealed that most of these genes were also significantly downregulated in cKO ECs (Fig. 5e). The expression of these genes in WT ECs at single-cell level (Fig. 5f) was confirmed post-sort at population-level (Fig. 5g) with most genes being highly expressed in ECs only. One of them was *Sparc* (Fig. 5e blue arrow, Fig. 5g), a central ECM secreted Ca^2+^-binding glycoprotein that interacts with many other ECM proteins including Col1 and Col4^45,46^. 

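Sparc encodes osteonectin, which binds collagen and loosens cell contacts. ECs are rich in it, and it was lower in the cKO library. Sparc measured −0.20 (−0.25 to −0.16; 9944 and 7472 UMIs), from 2131 CPM in WT.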

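Sparcl1, the relative of Sparc that marks quiet vessels, was lower in cKO ECs as it was in PC/vSMCs. In ECs it measured −0.28 (−0.41 to −0.15; 1135 and 808 UMIs), from 243 CPM in WT.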

Among the SPARC family, *Sparcl1* (*Sparc-like 1*), known to bind to Col1^47^, was also found to be significantly downregulated in cKO ECs (Fig. 5b, c). Together, these analyses show that *Runx1* deficiency in NG2^+^cells leads to significant transcriptomic changes in endothelial cells including extracellular matrix related genes. 

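Sox18, Mcam and the basement membrane genes Col4a1, Loxl2, Sparc and Sparcl1 were among the lower genes of this class, and Eln and Mgp among the higher. The paper proposes, from the basement membrane that ECs share with PC/vSMCs and from the altered PC/vSMC transcripts, that adjacent ECs changed too, and concludes from the lower EC genes that loss of Runx1 in NG2+ cells alters EC transcripts, those of matrix among them. Hemoglobin genes had a median of −0.84 in ECs, and 5 cells held 78.9% of their UMIs in WT and 95.5% in cKO. Stress genes (0.04), splicing genes (−0.03), translation factors (0.01) and Hox genes (−0.05) had medians near 0. Called doublets made up 14.0% of WT and 23.5% of cKO ECs, at score thresholds of 0.255 and 0.193.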

We did not detect transcriptional changes in the *NG2-Cre;Runx1*^*fl/fl*^ cKO HEC/EHT cell cluster, although this observation is inconclusive due to the low number of cells captured.

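HEC/EHT cells carry Pecam1 and Runx1 and are about to leave the endothelium, and few were caught. Cdh5, Cd34 and Sox17 stood about as high in them as in ECs. The class held 14 WT and 8 cKO cells (ratio of shares 0.503, 0.183 to 1.28). In WT, Cdh5 stood at 760 CPM, Cd34 at 741 CPM and Sox17 at 160 CPM. Ribosomal protein genes had a median of 0.18 (74 of 83 higher in cKO), from cells too few to weigh.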

### AGM scRNA-seq mostly captured *Runx1*^-^ IAHCs

Transcriptomic changes in vascular and perivascular cells may have also affected IAHCs. As hematopoietic cells are highly heterogeneous and progenitors were significantly affected (Fig. 1), we first explored WT IAHCs in more detail. Previous studies showed that IAHCs are composed of both *Runx1*^+^ and *Runx1*^-^ cells^28,48,49^ and we were able to confirm this by flow cytometry in *Runx1-IRES-GFP* AGMs (Fig. S5a). We also confirmed the expression of Runx1 in HEC/EHT and its absence in ECs by flow cytometry in *Runx1-IRES-GFP* E11 AGMs (Fig. S5a), in line with published work^50^. To validate their cell identity, we next purified and sequenced 243 Runx1 (GFP)^+^ and 27 Runx1 (GFP)^-^ IAHCs (NG2^-^PDGFRβ^-^ CD31^+^ckit^+^) as well as 5822 EC (Runx1^-^) and 248 HEC/EHT (Runx1^+^) cells from NG2^-^PDGFRβ^-^ ckit^-^ CD45^-^ CD31^+^ E11 *Runx1-IRES-GFP* AGMs (Fig. S5a) and performed bulk RNA sequencing (RNA-seq). The purity of the sort was first confirmed (Fig. S5b). While CD45 antibody was not used to isolate IAHCs (Fig. S5a), our bulk RNA-seq data (Fig. S5b) show that not all IAHC cells express *Ptprc* (CD45) in line with previous studies^48,49,51^, and seems to be present only when *Runx1* is expressed. Next, the identity of all sorted cell populations based on the expression of genes known to be expressed in these cells^15,35,48^ was confirmed (Fig. S5c). Interestingly, the transcriptomic profile of Runx1 (GFP)^+^ and Runx1(GFP)^-^ sorted IAHCs appears to be distinct. While *CD34*, *Gata2*, *Lmo2*, *Etv6*, and *Eglf7* are expressed in both Runx1(GFP)^+^ and Runx1(GFP)^-^ IAHCs at various levels, *Adgrg1*, *Gfi1*, *Myb* and *CD44* are mainly found in Runx1(GFP)^+^ IAHCs (Fig. S5c). Instead, as they also express *Tek, Kdr, Eng, Esam and Gata2* (Fig. S5c, d), Runx1(GFP)^-^ IAHCs are at the transcription level, closer to type-1 pre-HSCs^52,53^ or to recently described CD31^+^ckit^high^Gata2^medium^ IAHCs that are *Runx1*^-^*Ptprc*^-^^48^ with possible (micro)-niche role^54^. 

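IAHC cells were taken by Pecam1 and Kit, and Runx1, which blood emergence requires, was seen in few of them. Most sat in endothelial clusters and lacked the leukocyte gene Ptprc. A Runx1 UMI was found in 3 of 91 WT (3.30%, 0.685 to 9.33%) and 7 of 84 cKO IAHC cells (8.33%, 3.42 to 16.4%), at median depths of 25631 and 26287.5 UMIs. Ptprc was found in 3 WT and 6 cKO cells, and 88 and 80 cells lay in endothelial clusters. In the cKO library 63 IAHC cells (75.0%) passed the gate on 1 Kit UMI. ECs had median depths of 14457 UMIs in WT and 12345 in cKO, and the gate does not tell such IAHC cells from ECs read more deeply.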

Our analyses confirm the heterogeneity of Runx1(GFP)^+/-^CD31^+^C-KIT^+^IAHCs in the E11 AGM at both protein and transcriptomic levels, and indicate that most IAHC cells captured in our full/unsorted AGM scRNA-seq are *Runx1*^-^.

### The genetic programme of cKO IAHCs is different from their WT counterpart

To explore transcriptomic changes between WT and cKO IAHCs, differential expression analysis followed by overrepresentation analysis on genes significantly downregulated in cKO IAHCs was carried out (Fig. 6a). Several GO biological processes were significantly overrepresented in these downregulated genes, including ribosome assembly processes, regulation of translation, RNA transport and localisation, and others such as response to DNA damage, gene expression and cellular processes (Fig. 6a). 

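Ribosomal protein genes such as Rps2, the scaffold of translation, were level in IAHC cells between the libraries. Socs3, a brake on cytokine receptors, and Fos were single genes lower by far more, and the peptide gene Nts was higher. Ribosomal protein genes had a median of −0.01 (43 of 83 lower), with Rps2 at 0.11. The 25 lowest genes by area under the curve held 3 ribosomal protein genes on a shared scale, and 10 with size factors centred in each library, the latter an alternative chosen after seeing the data. The genes that the fixed rule picked included Socs3 (−2.57, −3.43 to −1.80; 98 and 16 UMIs), Tmem158 (−1.89), Fos (−1.83), Dlk1 (−1.46) and Meg3 (−1.11) on the lower side, and Nts (2.65, 1.99 to 3.37) on the higher. Hbb-y (3.33) and Hba-x (4.56) were higher through a single cell.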

In line with this, we found that the top 25 significantly downregulated genes in cKO IAHCs were mostly ribosomal protein coding genes from both *Rps* and *Rpl* families. 

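Btf3 guides nascent chains off the ribosome, Pabpc1 binds poly(A) tails for translation, and Bclaf1 acts in splicing and cell death. All of them were lower in cKO IAHC cells by modest amounts. Btf3 measured −0.18 (−0.25 to −0.10; 3298 and 2827 UMIs), Pabpc1 −0.30 (−0.39 to −0.20) and Bclaf1 −0.29 (−0.46 to −0.13). In cells outside the class they measured −0.12, −0.32 and −0.03, and Bclaf1 was also lower in Ery/EryP cells (−0.25, −0.45 to −0.05). By area under the curve Btf3 stood at ranks 7 and 4 (shared scale and centred in each library), Pabpc1 at 11 and 7, and Bclaf1 at 31 and 37. Translation factors had a median of −0.05 (13 of 19 lower, Eef1a1 −0.24, Tpt1 −0.13) and splicing genes −0.09 (13 of 18 lower). In the 11 WT and 12 cKO IAHC cells left after thinning to 3000 UMIs, these lists measured 0.0056 and 0.076. Pabpc1 (ENSMUSG00000022283) lies on chromosome 15, bases 36595661 to 36609668.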

Other genes in the top 25 are known to be required for transcriptional or translational initiation such as *Btf3, Pabpc1* and *Bclaf1* (Fig. 6b). 

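Sox18, a gene that IAHC cells share with the endothelium they bud from, was lower in cKO IAHC cells. Sox17, Notch1 and Egfl7, its neighbours in the arterial programme, were level or a little higher. Sox18 measured −1.31 (−1.62 to −1.01; 322 and 126 UMIs) and −1.62 over all retained cells. Thinning to 3000 UMIs before the gates left 11 WT and 12 cKO IAHC cells, in which Sox18 measured −0.13. Relative to all other cells it measured 0.44. There ECs hold 628 of the 1087 Sox18 UMIs of the WT library, so this value cannot tell a change of endothelium from one in every class. Sox17 measured 0.16 (−0.09 to 0.40), Notch1 0.19 and Egfl7 0.18. Arterial and Notch genes had a median of 0.20 (10 of 11 higher), endothelial identity genes 0.06 (13 of 20 higher) and basement membrane genes 0.10 (11 of 19 higher).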

Interestingly, one of the top significantly downregulated genes in the cKO was *Sox18* (Fig. 6b, arrow), previously reported to be expressed in both IAHCs and ECs in the mouse AGM^55^ and confirmed here by our WT scRNA-seq data (Fig. 2d). Furthermore, Sox18 has been transiently detected during early hematopoiesis in a model of embryonic stem cell differentiation in vitro, controlling early HP proliferation and maturation^56^. In line with this, further GO analysis revealed that *Sox18* is associated with cellular processes including cell maturation, cell differentiation and regulation of stem cell proliferation (Fig. 6b). 

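Hmgb2 is a chromatin protein of dividing cells and of stem and progenitor cells. It was lower in cKO IAHC cells and in most other classes as well, in some of them by more. Hmgb2 measured −0.38 (−0.47 to −0.29; 2476 and 1843 UMIs) in IAHC cells and −0.28 outside them, with −0.66 in coelomic epithelium or gonad, −0.46 in sclerotome clusters and −0.38 in Ery/EryP cells. Proliferation genes had a median of −0.09 (12 of 18 lower), and HSC and progenitor genes −0.03 (7 of 12 lower, Lmo2 −0.07). In the 11 WT and 12 cKO IAHC cells left after thinning to 3000 UMIs, proliferation genes measured 0.97. Hmgb2 (ENSMUSG00000054717) lies on chromosome 8, bases 57511907 to 57515999.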

The latter two GO terms are also associated with other genes significantly downregulated in cKO IAHCs such as *Hmgb2*, encoding a chromatin-associated non-histone protein involved in transcription and chromatin remodelling (Fig. 6b). This transcriptomic analysis shows that the deletion of *Runx1* in NG2^+^ PC/vSMCs within the AGM niche significantly alters the genetic programme of IAHCs.

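Sox18, Hmgb2, Pabpc1, Bclaf1 and Btf3, genes of endothelium, chromatin and translation, were lower in cKO IAHC cells. Kit and Runx1, which define or drive the population, could not be placed, because Kit is the gate gene and Runx1 had too few UMIs. The paper states that most IAHC cells captured lack Runx1, and from their lower ribosomal, Sox18 and Hmgb2 transcripts it concludes that deletion in NG2+ PC/vSMCs alters the IAHC programme. Kit, the gate gene, measured −0.21 (−0.58 to 0.16), and Runx1 0.53 (−1.34 to 2.53) on 5 and 7 UMIs of 3' tags. The 5 genes the study names here were all lower (median −0.30; −0.06 less other cells), a list chosen on these samples. Hox genes had a median of −0.32 (15 of 21 lower), stress genes −0.15 (14 of 21), mitochondrially encoded genes −0.06 (8 of 13) and nuclear oxidative phosphorylation genes 0.04 (51 of 77 higher). Called doublets made up 22.0% of WT and 22.6% of cKO IAHC cells, and 1 cKO cell held more than 10% hemoglobin UMIs.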

**Fig. 6:**
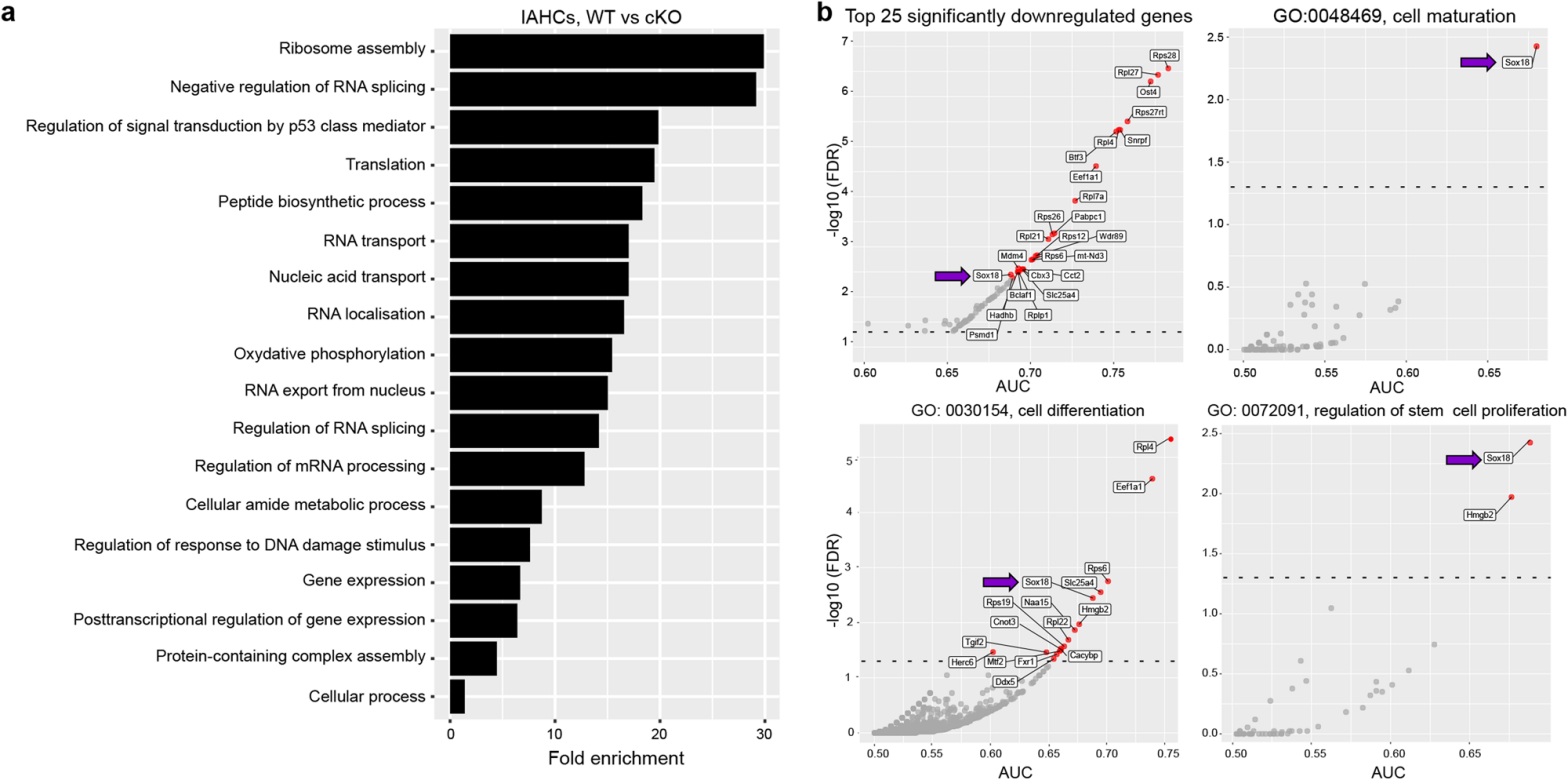
The genetic programme of cKO IAHCs is different from that of WT IAHCs. **a** Barplot of fold enrichment for selected GO biological processes significantly overrepresented in genes significantly downregulated in cKO HSPCs compared to WT HSPCs. **b** Scatter plot of AUC (representing strength of downregulation) vs –log10(FDR), showing the top 25 significantly downregulated genes (red circles) in cKO HSPCs. Scatter plots of AUC vs –log10(FDR) highlighting downregulated genes associated with Gene Ontology (GO) biological processes. Red dots found above the dashed line (corresponding to FDR = 0.05) represent significantly downregulated genes (FDR < 0.05).

### The reconstitution potential of bone marrow cKO HSCs is significantly reduced

Despite the decrease in HPs and HSCs in cKO AGM, *NG2-Cre;Runx1*^*fl/fl*^ mice are born with no obvious defects and develop into adulthood. Because of this, we sought to explore the effect of *Runx1* deletion in NG2^+^ PC/vSMC on adult HSPCs. The presence of these progenitors in the adult bone marrow (BM) of mutant mice was analyzed by flow cytometry and compared to WT mice. No significant differences were found in either Lin^-^Sca1^+^cKit^+^ (LSK) (Fig. 7a, b) nor LSK CD150^+^CD48^-^(SLAM) cell frequencies (Fig. 7c, d) between cKO mice and WT controls. We performed HP assays and found that the frequencies of hematopoietic cell colonies were similar in all mutants and WT littermates (Fig. 7e, Table S8). To assess the capacity of these cells to reconstitute hematopoiesis in vivo, 5 × 10^5^ bone marrow cells harvested from all genotypes were transplanted into sub-lethally irradiated WT mice recipients. Compared to the control group in which 62.1% (18 out of 29) mice were reconstituted, mice injected with *NG2-Cre;Runx1*^*fl/+*^ or *NG2-Cre;Runx1*^*fl/fl*^ BM cells showed a significant reduction in the long-term reconstitution potential, with only 27.3% (3 out of 11, *p* = 0.024) and 20% (4 out of 20, *p* = 0.002) of transplanted mice being reconstituted respectively (Fig. 7f, Table S3). In addition, the percentage of donor chimerism was significantly reduced in the cKO group. On average, the donor chimerism with WT cells was 33% compared to the 16% and 9% observed when BM cells from NG2*-Cre;Runx1*^*fl/+*^heterozygous and *NG2-Cre;Runx1*^*fl/fl*^ cKO (*p* = 0.002) were injected respectively (Fig. 7f, Table S4). The remaining HSCs in the mutant *NG2-Cre;Runx1*^*fl/+*^ and *NG2-Cre;Runx1*^*fl/fl*^ adult BM are multilineage, showing similar contributions of donor cells to myeloid or lymphoid cell compartments (Fig. 7g), and self-renew (Fig. 7h). Interestingly, no NG2^+^Runx1(GFP)^+^ cells were detected in adult *Runx1-IRES-GFP* BM hematopoietic niches (Fig. 7i), suggesting that they are exclusive to the embryo and that the BM hematopoietic defect found in adults is developmentally driven.

**Fig. 7:**
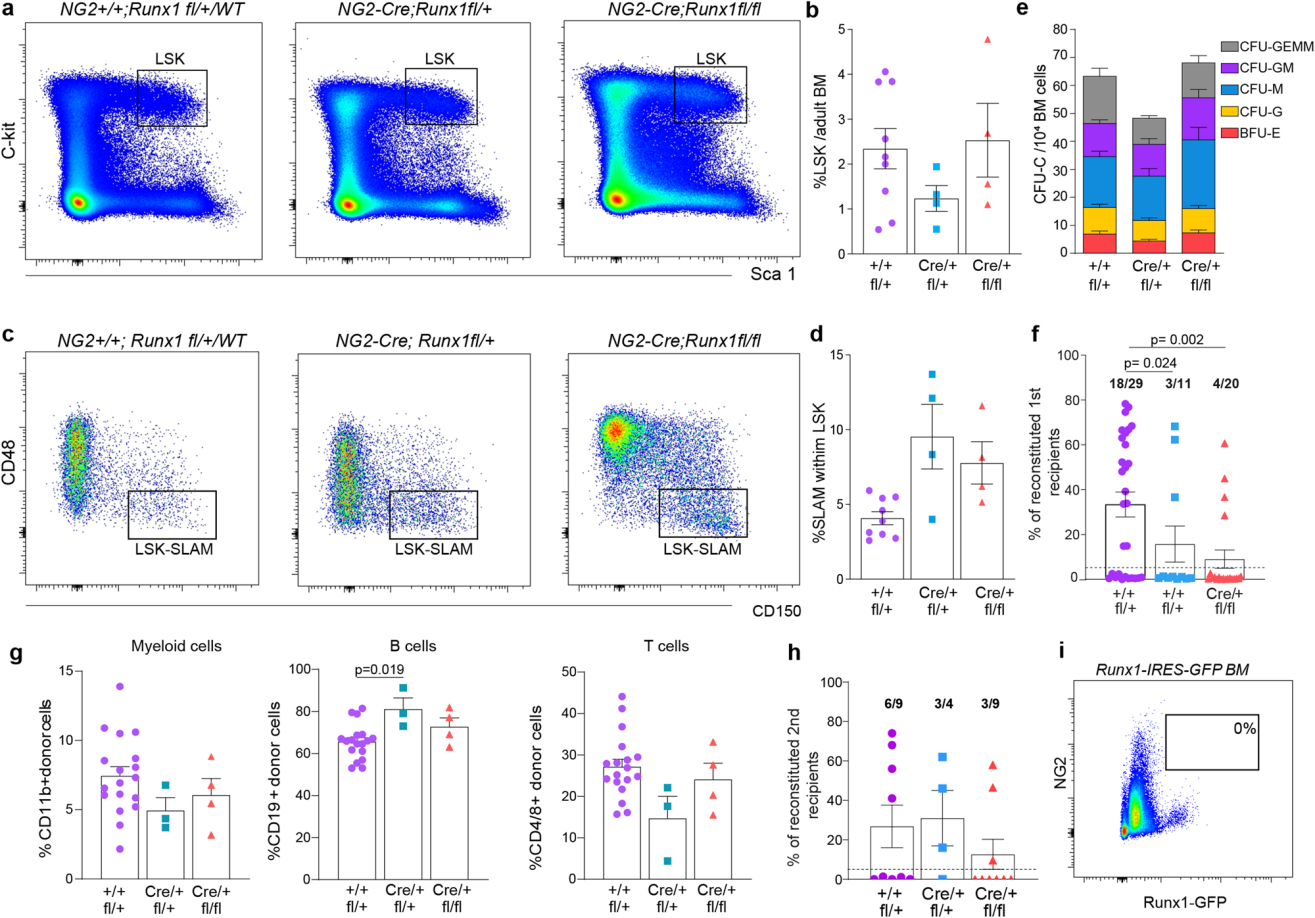
The reconstitution potential of bone marrow cKO HSCs is significantly reduced. **a**, **b** Representative plots and percentages of Lin^-^Sca1^+^cKit^+^ (LSK) and **c**, **d** LSK CD150^+^CD48^-^(SLAM) bone marrow (BM) cells by flow cytometry of WT/ *NG2+/+;Runx1*^*fl/+*^*,NG2+/+;Runx1*^*fl/fl*^ (*n* = 9), HET *NG2-Cre;Runx1*^*fl/+*^ (*n* = 4) and cKO *NG2-Cre;Runx1*^*fl/fl*^ (*n* = 4) adult mice is shown. **e** Colony-forming unit-culture (CFU-C) numbers per 10^4^ adult BM cells; *n* = WT/HET/cKO: 13/7/8 mice. *N* = 7 independent experiments. Data are mean ± SEM (Table S8). **f** Hematopoietic stem cell repopulating potential and donor chimerism of WT and mutant BM cells in vivo. 5 × 10^5^ BM donor WT, HET and cKO cells were injected into 29, 11 and 20 Ly5.1 HET recipients, respectively, with 18, 3 and 4 found to be reconstituted respectively (Table S3, *p* = 0.024 (WT/HET) and *p* = 0.002 (WT/cKO) by Z score test for 2 population proportions). Mice are reconstituted when ≥5% donor cells are found in the host peripheral blood; *p* = 0.002 (WT/cKO) by Kruskal-Wallis and Dunn’s post-hoc test (Table S4). **g** Histograms showing the contribution of CD45.2^+^CD45.1^-^ donor cells to myeloid cells (CD11b^+^Gr1^+/-^), B cells (CD19^+^) and T cells (CD4/8^+^) in all reconstituted host mice from (**f**). (*n* = WT/HET/cKO = 18/3/4), *p* = 0.019 (WT/HET) for B cells by one-way ANOVA and Tukey’s *post-hoc* test. **h** BM cells from selected reconstituted primary recipients (found in **f**) were transplanted into multiple irradiated secondary recipients. Mice are reconstituted when ≥5% donor cells are found in the host peripheral blood (Table S3–4). **i** Representative flow cytometric analysis plot of NG2 in *Runx1-IRES-GFP* adult BM (*n* = 6). All data are presented as Mean values+/-SEM. *N* = number of independent experiments; n = number of biological samples. Source data for **b**, **d**, **e**, **f**, **g** and **h** are provided as a Source Data file.

## Discussion

In this study, we examined whether PC/vSMCs control AGM hematopoietic development in the mouse embryo in vivo. Previous work showed that pericytes support HSC maintenance in both the adult bone marrow and the fetal liver. We identified a subset of sub-aortic mesenchymal cells that co-express NG2 and Runx1 and display a sclerotome-derived vSMC transcriptomic profile. Analysis of scRNA-seq data and immunostaining observations showed that a subset of these cells also express CD146, a marker of PC/vSMC precursors in the AGM, recently described^21^. Adult CD146^+^ PCs were shown to support human and murine hematopoiesis^57,58^.

More recently, Runx1b:RFP^+^ AGM mesenchymal cells were shown to support hematopoiesis in vitro^35^. In this study, authors performed aggregation cultures of hematopoietic cells with sorted stromal cells from E10.5 AGM in the presence or the absence of Runx1b:RFP^+^ cells, and found that the CFU potential was decreased in the absence of Runx1b:RFP^+^ cells. While this shows that at this stage Runx1b:RFP^+^ mesenchymal cells support hematopoiesis in vitro^35^, the direct identification of the precise mesenchymal cell population expressing Runx1 with a functional role in the mouse hematopoietic AGM niche in vivo had not yet been elucidated. Similarly, scRNA-seq showed that the Runx1b:RFP^+^ mesenchymal cell population is sub-divided into high *Pdgfra*^+^ and *Acta2*^+^ cell subsets^35^. Whether only one of these individual populations or both support mouse HSPC development in vivo or in vitro remains unclear.

We hypothesised that NG2^+^Runx1^+^ PC/vSMCs control in vivo HSPC development in the mouse embryo. Indeed, conditional deletion of Runx1 in NG2^+^ cells significantly reduced the number of HSPCs in the AGM together with the number of reconstituted mice by donor cKO AGM cells in vivo. Importantly, neither antibody-selected NG2^+^Runx1(GFP)^+^ cells nor lineage-traced NG2-derived daughter cells in the AGM gave rise to CFUs, demonstrating a functional role for Runx1 as a positive hematopoietic niche regulator in the PC/vSMCs perivascular layer (Fig. S6).

We found that the number of mice that reconstituted hematopoiesis upon transplantation with *NG2-Cre;Runx1*^*fl/fl*^ cKO BM cells and the level of donor chimerism was significantly decreased. Interestingly, the cKO mice are born with no apparent hematopoietic defect. This is not a surprise. Yokomizo et al. recently showed that the embryonic hematopoietic system can be maintained with minimal involvement of HSCs^59^. Furthermore, Dignum et al., demonstrated that in vitro, multipotent progenitors and HSCs arise independently from hemogenic endothelial cells in the mouse embryo^60^. In line with these studies, we showed that the HP numbers in the placenta, FL and adult BM are not affected in *NG2-Cre;Runx1*^*fl/fl*^ cKO mice. This suggests that an HSC-independent production of these progenitors is sufficient for the mice to survive in addition to the remaining cKO BM HSCs that are multilineage and self-renew. Furthermore, this also suggests that the development of HSC-independent progenitors does not require NG2^+^Runx1^+^ niche cells. However, we cannot rule out that the presence of HSCs in the cKO BM may be due to the low Cre recombination efficiency of the *NG2-Cre* mice used, as in average, only 20% of NG2^+^ cells expressed tdTomato in the AGM.

We next discovered that changes in the in vivo PC/vSMC genetic programme, modified both IAHC and EC transcriptomic profiles in the E11 AGM. 

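Genes of endothelium, Cdh5, Cd34 and Cd93, were high in the IAHC cells taken by Pecam1 and Kit. In WT these cells held 646 CPM of Cdh5, 378 CPM of Cd34, 292 CPM of Cd93 and 1.97 CPM of Runx1, the last read from 3' tags. Of the 91 WT cells, 88 lay in endothelial clusters and 64 passed the gate on 1 Kit UMI. Their median depth was 25631 UMIs, against 14457 in ECs. Whether some of them are ECs read deeply enough to show a Kit UMI was not tested.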

Although we did not capture all IAHCs by scRNA-seq, we compared the transcriptional profile of mainly Runx1^-^ IAHCs between cKO E11 AGMs and its WT littermate controls. 

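Within IAHC cells Sox18 stood near the top of the genes lower in cKO. By area under the curve it was at rank 2 on a shared scale and at rank 9 with size factors centred in each library, and Hmgb2 was at ranks 107 and 140.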

We found that one of the top 25 significantly downregulated genes in the cKO IAHCs was *Sox18*. Ectopic expression of SOX18 was previously linked to the self-renewal potential of HPs in the embryonic system in vitro^56^, suggesting a role for NG2^+^Runx1^+^ niche cells in HSPC maintenance.

In addition to SOX18, two other SOX transcription family members, SOX7 and SOX17, were reported to be involved in both blood vessel development and hematopoiesis^61^. 

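The SoxF genes Sox7, Sox17 and Sox18 act together in endothelium and in the first blood cells. All of them were read in IAHC cells of the WT library. Sox7 stood at 45.3 CPM, Sox17 at 106 CPM and Sox18 at 127 CPM, and HEC/EHT cells held 51.4 CPM of Sox7. Thinned to 3000 UMIs, with 1 cell left out, a Sox18 UMI was kept in 33.3% of IAHC cells.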

We investigated their expression in our datasets and found that all three transcription factors were highly expressed in IAHCs and ECs as previously shown^43,55,56^. In ECs, *Sox17* is known to play a role in the maintenance of clusters containing HSCs^55^. We discovered that in the *NG2-Cre;Runx1*^*fl/fl*^ cKO AGM, both *Sox18* and *Sox17* were significantly downregulated in ECs, specifically driving the enrichment of blood vessel development-related processes. Indeed, we observed a significant reduction of IAHC in the *NG2-Cre;Runx1*^*fl/fl*^ cKO AGM alluding to the importance of the fine regulation that PC/vSMCs and ECs play in controlling one another as well as HSPCs. Together with changes in PC/vSMCs affecting ECs, an opposite effect was also observed. We found that genes associated with the regulation of smooth muscle cell proliferation and differentiation, or mesenchymal development were significantly downregulated in cKO ECs. One of these genes, *Pdgfb*, detected in a significantly smaller proportion of cKO ECs (42% in cKO compared to 59% in the WT, *p* = 0.0001) but also with significantly lower expression (FDR = 0.02), was shown to mediate the vSMC phenotype switch from a contractile to a synthetic/proliferative state, by regulating *Sox9*^62^ or *Yap1*^63^ gene expression. 

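Pdgfb, by which endothelium draws pericytes to itself, was found in fewer cKO than WT ECs, and the cKO cells were also read less deeply. A Pdgfb UMI was present in 143 WT ECs (59.1%, 52.6 to 65.3%; the paper's reported value is 59%) and 113 cKO ECs (45.7%, 39.4 to 52.2%; the paper's reported value is 42%). Median depths were 14457 and 12345 UMIs. At 3000 UMIs a cell after the gates, an alternative chosen after seeing the data, the shares were 17.0% (12.5 to 22.4%) and 19.2% (14.4 to 24.8%), with 1 WT and 8 cKO cells left out. Of WT Ery/EryP cells, which should lack Pdgfb, 0.53% had a UMI at 13935 UMIs, and of PC/vSMCs 3.14%. Pdgfb (ENSMUSG00000000489) lies on chromosome 15, bases 79995874 to 80014977.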

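Yap1, the Hippo pathway effector that reads tension in the vessel wall, leaned lower in both classes. Yap1 measured −0.32 (−0.62 to −0.02) in ECs and −0.09 (−0.30 to 0.12; 400 and 366 UMIs) in PC/vSMCs.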

In our cKO scRNA-seq analysis, *Yap1* was downregulated in both ECs and PC/vSMCs, although the difference in PC/vSMCs was not significant. However, major proliferation-associated genes were significantly downregulated in the cKO PC/vSMCs, suggesting a premature switch of these cells towards a more mature phenotype^21^. 

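Cyclins and replication genes, which dividing wall cells need, were lower in cKO PC/vSMCs. Proliferation genes had a median of −0.26 (16 of 18 lower), with Ccnd2 at −0.25, Top2a at −0.26 and Hmgb2, outside the list, at −0.42.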

Whether PC/vSMC proliferation was exclusively due to *Pdgfb* decrease is not clear. Some of these proliferation-associated genes significantly downregulated in PC/vSMCs, such as *Pcna, Ccnd7* and *Mcm7*, are known downstream target genes of *Runx1* and thus, changes in the proliferation status of PC/vSMCs may be intrinsic. 

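Tagln and Cnn1, which encode transgelin and calponin of the contractile filament, were higher in PC/vSMCs of the cKO library. Tagln measured 0.24 (0.20 to 0.27) and Cnn1 0.37 (0.26 to 0.48; 1189 and 1499 UMIs), and in Cspg4+Runx1+ cells Tagln measured 0.34. Contractile genes in that group had a median of 0.18 (10 of 15 higher), and of −0.57 in cells thinned to 3000 UMIs. Cnn1 (ENSMUSG00000001349) lies on chromosome 9, bases 22099216 to 22109630.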

The upregulation of genes that characterise a more mature/contractile smooth muscle cell phenotype such as *Cnn1* or *Tagln*, in cKO PC/vSMCs, was not significant. This could be due to the presence of CD146 in these cells, known to prevent vSMC differentiation^21^, and expression of which remained unchanged in the cKO PC/vSMCs.

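Mcam, the gene of CD146, was a little lower in cKO PC/vSMCs, but not when set against other cells, and about as many cells carried it. Mcam measured −0.24 (−0.42 to −0.06) and 0.21 relative to all other cells, with a UMI in 40.7% of WT and 38.8% of cKO PC/vSMCs at median depths of 11068 and 9369 UMIs.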

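Collagen genes were read with the matrix genes of each class, because they share crosslinkers and receptors with Sparc. In IAHC cells Col4a1 (0.13) and Col4a2 (0.22) leaned higher, while collagens as a list had a median of −0.30 (16 of 20 lower) and interstitial matrix genes −0.21 (14 of 19 lower). Sclerotome and cartilage genes (−1.18, 6 of 8 lower) and contractile genes (−0.27, 8 of 10 lower) were lower in these cells too, while PDGF axis genes were divided, with 3 lower and 2 higher (−0.54, −0.97 to 0.16).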

Our scRNA-seq analysis also revealed that *Sparc* is significantly downregulated in cKO ECs in the E11 AGM and we found that many collagen genes, known to interact with *Sparc*, were downregulated in ECs and/or PC/vSMC. Reduction in collagen concentration and compromised collagen fibril formation has been found in SPARC-KO mice, suggesting a critical role for SPARC in the ECM assembly^64^. In addition, the depletion of SPARC in flies results in the absence of Col4 in the basal lamina during development, leading to embryonic death^65^. Interestingly, our ongoing preliminary data suggests that SPARC plays a role in HSC maintenance or maturation ex vivo. When added in explant culture, SPARC is able to rescue the *NG2Cre;Runx1*^*fl/fl*^ cKO AGM hematopoietic defect upon transplantation into irradiated recipient mice (data not shown).

In conclusion, we have described and characterised the regulatory potential of NG2^+^Runx1^+^ perivascular cells in the HSC generating niche in vivo. Our study shows the crucial role of pericytes/vSMCs in maintaining the AGM niche, and thus the regulation of HSC generation. These findings offer a deeper molecular understanding of the complex regulation of the AGM niche providing novel and important observations that may lead to ways to resolve the complexity of HSC generation.

## Methods

### Animals and embryo generation

All experiments were performed under a Project Licence granted by the Home Office (UK), approved by the University of Edinburgh Ethical Review Committee and conducted in accordance with local guidelines. Mice were bred and housed at the Centre for Regenerative Medicine, Edinburgh, UK under a 12-h light/12-h dark cycle mimicking circadian rhythm and fed a chow diet and water *ad libitum. NG2Cre* transgenic mice (Jackson Laboratory, B6.Cg-Tg(Cspg4-cre/Esr1*)BAkik/J) were backcrossed into the C57BL/6J background and maintained as heterozygous. *Runx1*^*fl/fl*^ mice (from Professor Nancy Speck, available in Jackson Laboratory), *R26-TdTomato mice* (Jackson Laboratory, Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^) and *Runx1-IRES-GFP* mice (from James Downing, Runx1^tm4Dow^) are on a C57BL/6J background and were maintained as homozygous. C57BL/6J (Ly5.2) WT mice (CD45.2+CD45.1-) and Ly5.1 homozygous (CD45.2-CD45.1+) and heterozygous (CD45.2+CD45.1+) inbred mice were provided by our animal facilities. All mice used in this study were males and females mixed between 3 and 6 months of age. The day of vaginal plug detection was designated as developmental day (E)0.5.

### Genotyping

DNA was extracted from the remaining embryonic organs that were not used in experiments. Tissue was placed in a solution containing 100 µl of Extraction solution (Sigma, E7526) and 25 µl of Tissue preparation solution (Sigma, T3073). Samples were incubated in a shaking block at 55 °C for 10 min, followed by DNA denaturation for 3 min at 95 °C. After denaturation, 100 µl of Neutralisation solution B (Sigma, N3910) was added to each sample. Primers per mouse line were used as follow: **NG2Cre**: mNG2cre forward: GCG GTC TGG CAG TAA AAA CTA TC, mNG2Cre reverse: GTG AA ACA GCA TTG CTG TCA CTT; **Runx1fl:** mEx4_intF563_F: CCC ACT GTG TGC ATT CCA GAT TGG, mEx4_R837_R: GAC GGT GAT GGT CAG AGT GAA GC and CAC CAT AGC TTC TGG GTG CAG, **Runx1-IRES-GFP**: AML1-GFP USA F: GTC CAG GAG CGC ACC ATC TTC TTC, AML1-GFP USA R: GTA CAG CTC GTC CAT GCC GAG AGT; **R26-TdTomato:** ROSA WT_F: AAG GGA GCT GCA GTG GAG TA, ROSA WT_R: CCG AAA ATC TGT GGG AAG TC, tdTomato_F: CTG TTC CTG TAC GGC ATG G, WPRE_R: GGC ATT AAA GCA GCG TAT CC.

### In vitro Colony Forming Unit-Culture assays (CFU-C)

Except for the fetal liver (FL) which was only mechanically disrupted into single-cell suspension, other embryonic organs were dissected and dissociated with collagenase type I (Sigma, C0130, 0.12% v/v) in PBS for 45 min (AGM, head) and 75 min (placenta, yolk-sac/YS) at 37 °C, mechanically dissociated into single-cell suspensions and washed with 10% FCS in PBS. Adult bone marrow (BM) cells were flushed from wild type, heterozygous and knock-out femur/tibia bones and lysed with ammonium chloride solution (Stem Cell Technologies 07850) for 12 min at room temperature (RT). AGM (1 embryo equivalent (ee)/dish for E10 and E10.5 and 0.33ee/dish for E11), FL (0.5ee/dish for E10.5 and 0.05ee/dish for E11), head (0.5ee/dish for E10 and 0.33ee/dish for E11), fetal placenta, YS (0.5ee/dish for E10 and 0.33ee/dish for E11) and 10^4^ BM cells/dish were plated in methylcellulose (MethoCult GF M3434, Stem Cell Technologies Inc.) supplemented with 1% PS in 35 mm Petri dishes (Falcon 1008). Dishes were then incubated for 10–12 days at 37 °C, 5% CO_2_ in a humidified glass chamber and the different CFU-C types were identified based on their morphology and then counted. CFU-C types are defined as: blast forming unit erythroid progenitors (BFU-E), colony forming unit-granulocyte progenitors (CFU-G), macrophage progenitors (CFU-M), granulocyte and macrophage progenitors (CFU-GM), and the most immature granulocyte, erythrocyte, monocyte and megakaryocyte progenitors (CFU-GEMM).

### In vivo transplantation assays

Female, Ly5.1 heterozygous (CD45.1^+^CD45.2^+^) recipient mice were sub-lethally irradiated with a split dose of 9–9.6 Gy, 3 h apart and single-cell suspensions of E11 AGM or E11 FL obtained as described above, were injected intravenously via the tail vein (1ee/mouse) together with 2 × 10^4^ bone marrow (BM) helper cells from Ly5.1 homozygous (CD45.1^+^CD45.2^-^) mice. To assess donor cell chimerism, peripheral blood was taken at 1- and 4-months post-transplantation and analysed for the presence of CD45.1^-^CD45.2^+^ cells and multilineage reconstitution by flow cytometry. Red cells were first lysed with ammonium chloride solution for 12 min at RT and incubated for 30 min at 4 ^°^C in the dark with the following antibodies from Biolegend: CD4 PE (1:5000, 130310), CD8a PE (1:500, 100708), CD11b/Mac-1 APC (1:1000, 101212), CD19 APC-Cy7 (1:1000, 115530), CD45.1 FITC (1:1000, 110706), CD45.2 Pacific Blue (1:1000, 109802) and Gr-1/Ly-6G/C PE-Cy7 (1:2000, 108416). Cells were then washed, re-suspended in 300 µl of 2% FCS in PBS and analysed by flow cytometry. Sytox AAD (1:1000, Thermofisher) was used for dead cell exclusion. Mice with ≥5% CD45.1^-^CD45.2^+^ cell chimerism were considered positively repopulated. In some cases, following 4 months analysis, successfully reconstituted mice were sacrificed and the BM cells from both legs were harvested to perform secondary transplantations. Cells from one primary recipient were transplanted into two secondary irradiated recipients. Peripheral blood from secondary recipients was analysed after 1 and 4 months as described above. For primary transplantations with adult BM from all genotypes, 5 × 10^5^ cells were injected intravenously via the tail vein into sub-lethally irradiated mice without helper cells being co-transplanted and analysed as described above.

### Immunohistochemistry

Embryos and placentas were dissected, and a small piece of tissue was taken for genotyping. Embryos and placentas were fixed in 2% paraformaldehyde (PFA) for 20 min on ice, and washed three times with PBS, 10 min each. Tissues were next dehydrated overnight (O/N) in 20% sucrose/PBS at 4 °C. Embryos and placentas were then embedded in optimum cutting temperature (OCT) medium, frozen in 100% ethanol cold vapours in dry ice, and stored in −20 °C until used. Sections 10 µm thick were cut using a Bright OTF5000 cryostat. Slides were fixed with 100% cold methanol or 1:1 cold methanol: acetone for 5 min at RT, washed three times, 5 min each, with PBS and incubated with blocking solution (Spring Bioscience) for 30 min or 10% or 5% goat serum in PBS 1 h in a humidified chamber at RT. The following unconjugated primary antibodies were incubated overnight at 4 °C: NG2 (1:100, Rabbit polyclonal, Millipore, ab5320), NG2 (1:50, Rat anti-mouse, R&D systems, MAB6689), Rabbit anti-RFP to detect TdTomato (1:100, Rockland, 600-401-379), CD45 (1:100, Goat anti-mouse, R&D systems, AF114), F4/80 (1:50, Rat anti-mouse, Abcam, ab6640), and Runx1,2,3 (1:100, Rabbit anti-mouse, Abcam, ab92336). For sections incubated with Runx1, a previous step of incubation with 0.5% Triton (TritonX-100, Acros Organics) was necessary, followed by washes with PBS and 0.5% Triton. The conjugated primary antibodies were incubated for 2 h at RT: CD31 (1:50, Biotinylated rat anti-mouse, BD Pharmingen, 553371), CD146-AF488 (1:100, Rat anti-mouse, Biolegend, 134707), αSMA-Cy3 (C6198) or αSMA-FITC (F3777) (1:100, Mouse anti-mouse, Sigma). Slides were then washed three times, 5 min each in PBS and sections incubated with secondary antibodies (1:250, Invitrogen) for 2 h at RT: goat anti- rabbit Alexa 488 (A11008), Alexa 546 (A11035), Alexa 647 (A21244), goat anti-rat Alexa 594 (A11007), donkey anti-goat Alexa 594 (A11058), chicken anti-rat Alexa 647 (A21472), goat anti-rabbit Alexa 594 (Life Technologies, A11012) or with Streptavidin FITC (1:100, BD Pharmingen, 554060), Streptavidin 555 (1:300, Invitrogen, S32255) or Streptavidin 647 (1:250, Life Technologies, S21374) for 30 min at RT. Slides were washed three times for 5 min each in PBS and sections stained with DAPI (1:500; Molecular Probes) for 15 min at RT in a dark, humidified chamber. Slides were next washed three times 5 min each in PBS and mounted using Fluoromount-G (Southern Biotech). Images were taken using an inverted widefield fluorescence microscope (Zeiss Observer) with the Zen 2.3 pro (blue edition) software, and analysed either using Fiji/ImageJ 1.52e software or Zen Blue software and Huygens Professional software (v19.10) for stitching and deconvolution.

### Flow cytometry

Tissues were dissected from E9 to E11 mouse embryos, digested mechanically (fetal liver, FL) or in collagenase type I (AGM; yolk sac,YS; placenta; head) as described above. For flow cytometry analysis, cells were incubated for 30 min at 4 °C in the dark with NG2 Cy3 (1:100, Millipore, ab5320c3), NG2 AF488 (1:100, Millipore, ab5320a4) or CD45 PerCpCy5.5 (1:400, BD Pharmingen, 550994). Samples were then washed twice in PBS/FCS and analysed using a BD LSR Fortessa 4 laser (BD Biosciences). To perform CFU-C assays, NG2^+/-^ cells were sorted using a BD FACSAria Fusion with BD FACS Diva Software V8.0.l (BD Biosciences) and seeded for 10 to 12 days in methylcellulose as described above. For NG2-Cre; R26TdTomato, E11 AGMs were sorted based on TdTomato expression. As all E11 AGM HSPCs have been reported to express cKit^15^, E11 AGM cells were also stained with cKit (1:500, BD Horizon, 562609) for further enrichment. Sorted cells were seeded in Methocult or transplanted as described above. For LSK and LSK-SLAM analysis, the four bones from adult mouse limbs were dissected and the bone marrow flushed with 10%FBS/1%P/S/2 mM EDTA (Lonza). Red cells were lysed with ammonium chloride solution for 12 min at RT and the samples incubated for 30 min at 4 °C in the dark with the following antibodies: BD Biosciences biotin CD4 (1:600, 553648), CD5 (1:800, 553018), CD8a (1:800, 553028), CD11b/Mac-1 (1:200, 553309), CD45R/B220 (1:200, 553086), Gr-1/Ly-6G/C (1:100, 553125), Ter119 (1:50, 553672) and Biolegend: c-kit APC (1:200, 105812), Sca-1 APC-Cy7 (1:200, 122514), CD48 PE (1:800, 103406), CD150 PeCy7 (1:200, 115914). Samples were then washed twice in PBS/FCS and further incubated with Streptavidin PerCP (1:200, Biolegend, 405213) for 30 min at 4 °C in the dark. Cells were washed and analysed using BD LSR Fortessa 4 laser (BD Biosciences). Bone marrow from adult Runx1(GFP) mice stained with NG2-Cy3 antibody was analysed using either BD LSR Fortessa 4 laser (BD Bioscience) or Novocyte Flow Cytometer (ACEA Biosciences), and NovoExpressTM Software (1.5.0) and the softwares FlowJo X (v10.0.7).

### Wholemount immunostaining

Wholemount embryo immunostaining and three-dimensional imaging were performed as previously described^66^. Embryos were first separated from the placenta and the YS, fixed in 2% PFA/PBS for 20 min on ice and washed 3 times with PBS for 10 min each. The YS was taken for genotyping. Embryos were next dehydrated twice with 50% methanol in PBS for 10 min at 4 °C, twice with 75% methanol in PBS for 10 min at 4 °C and finally with 100% methanol for 10 min at 4 °C. Embryos were further dissected to remove the head, limb buds, and one side of the body wall, rehydrated in 75% methanol and 50% methanol for 10 min each at 4 °C and then incubated with biotin and avidin blocking solution (Life Technologies) for 15 min each at RT. Lastly, the embryos were incubated with BSA/PBS-MT 10% (w/v) BSA, 1% (w/v) of skim milk and 0.4% (v/v) of TritonX in PBS for 1 h at 4 °C. Embryos were stained for several days with unconjugated cKit (1:500, BD Bioscience, 553352), biotinylated CD31 (1:500, BD Pharmingen, 553371), unconjugated NG2 (1:500, R&D Systems, MAB6689), Runx1,2,3 (1:250, Abcam, ab92336) and αSMA FITC (1:500, Sigma, F3777). Secondary antibody Alexa647 (1:2500, Invitrogen, A21244) and Streptavidin Cy3 (1:5000, Sigma, S6402) were used to detect cKit and CD31, respectively. Secondary antibody Alexa594 (1:2500. Invitrogen, A11007) and Alexa647 (1:2500, Invitrogen, A21472) were used to detect NG2 and Runx1 respectively. Embryos were then transferred to glass containers where the methanol was replaced by 50% BABB/methanol (1 part benzyl alcohol with 2 parts benzyl benzoate in methanol) 4 times and then with 100% BABB until becoming completely clear. Embryos were eventually mounted on a small chamber and imaged using a Leica SP8 confocal microscope and Leica Application Suite X software (v3.5.5.19976).

### Counting of Intra-aortic hematopoietic clusters

Wholemount immunostaining and three-dimensional imaging of E10.5 WT and cKO mouse embryos stained for cKit and CD31 were used to count IAHCs. Groups of more than one cKit^+^CD31^+^ or CD31+ cell attached to the ventral wall of the dorsal aorta were considered as one cluster. The total number of clusters were counted and compared between WT and cKO embryos.

### Single-cell RNA sequencing and analysis

#### Cell preparation

E11 AGM cells were dissected and dissociated using collagenase type 1 as described above. Single-cell suspensions were washed, and the pellets were resuspended in PBS 10%FCS and 1% PS. *Library preparation and sequencing.* Cells were processed through the 10× Genomics Chromium Single Cell Platform using the Single Cell 3’ Library and Gel Bead Kit v3 (10X Genomics) as per the manufacturer’s instructions. In brief, cells were counted and assessed for viability using a Bio-Rad TC20 then loaded at a concentration for the recovery of 7000 cells and processed through the 10X Chromium Controller. Single-cell libraries were obtained according to manufacturer protocol. RNA concentration was obtained using Quibit RNA HS (Thermo-Fisher) and the quality of the libraries was verified using the LabChip GX24 (Perkin Elmer). Libraries were sequenced on an Illumina Novaseq 6000 S1 lane. The sequencing run met Illumina’s quality metrics. Data were demultiplexed using 10X Genomics Cell Ranger ‘mkfastq’ command. *Data analysis*. Alignment of scRNA-seq data and barcode counting was performed using Cell Ranger ‘count’ (v3.1.0) with reference dataset mm10/GRCm38-3.0.0. The unfiltered UMI count matrix from Cell Ranger was used as input for downstream analysis following the OSCA Bioconductor workflow^67^. EmptyDrops^68^ was used to distinguish cells from droplets predicted to contain only ambient RNA, calling 17,419 (WT) and 19,047 (cKO) cells at the default FDR of 0.1%. Quality metrics (library size, number of expressed features and percentage of mitochondrial reads) were computed for the called cells using the scater Bioconductor package (v1.14.6)^69^. Cells with any quality metric more extreme than 3 median absolute deviations from the median were filtered out; 15,220 (WT) and 17,280 (cKO) cells were retained for downstream analysis. Count matrices for both samples were log-normalised; size factors for all cells were computed by deconvolution^70^. Technical noise was modelled using a Poisson-based trend, serving as a lower bound for the variance of endogenous genes. Dimensionality reduction for denoising was performed with principal component analysis (PCA) using the modelled trend. Shared-nearest neighbour graphs were constructed using the PCA-reduced datasets and used as input to the Walktrap community finding algorithm to obtain cell clusters. These clusters were used as an initial approximation to known cell types; we refined this approximation based on the distribution and expression levels of literature-derived marker genes. For each sample, doublet scores were computed for each cell by performing an in silico simulation of doublet cells from cell expression profiles^71^; no doublet-driven clusters were detected. Data from both samples were integrated using a fast version of the mutual nearest neighbours method from the batchelor Bioconductor package (v1.2.4)^72^. Projection of all cells into a shared *t*-SNE space confirmed the consistency of the cell-type annotations. Differential expression was computed by Wilcoxon rank sum test between appropriate groups using the scran Bioconductor package (v.1.18.7)^70^. Genes with FDR < 0.05 were considered to be significantly differentially expressed. Enrichment analysis with the PANTHER classification system^73^ was used to identify GO biological processes overrepresented among significantly differentially expressed genes. Fold enrichment of GO biological processes was computed by Fisher’s Exact Test with FDR correction; processes with FDR < 0.05 were considered to be significantly enriched. We used AmiGO (v.2.5.13)^74^ to perform additional data mining of GO terms. Prediction of ligand-receptor interactions was computed using the nichenetr (v.1.0.0) R package. We considered genes to be expressed in either WT ECs or PC/vSMCs if they had detectable expression in at least 25% of cells of that cell type. The top 10 ligands (‘prioritised ligands’) expressed in ECs were chosen based on Pearson correlation coefficient; target genes expressed in PC/vSMCs were inferred using these ligands. Ligand-receptor network inference was used to predict and score potential interactions. Cell lineage inference was performed on WT *NG2*^*+*^*Runx1*^*+*^ cells using the Slingshot Bioconductor package (v.2.2.1). We defined a discrete cluster of NG2^+^Runx1^+^Acta2^-^ cells as the cluster of origin. For pseudotime plots, cells were ordered according to the principal curve defined by Slingshot and log normalised expression of each cell plotted. Trend lines and standard error bounds were computed by loess local polynomial regression fitting.

### Bulk RNA sequencing and analysis

E11 embryos were obtained from Runx1-GFP/+ mice mating and AGM cells stained with NG2 Cy3 (1:100, Millipore, ab5320c3), PDGFRβ APC (1:100, Biolegend, 136008), CD31 PECy7 (1:4000, eBioscience, 25-0311-82), CD45 PerCypCy5.5 (1:400, BD Pharmingen, 550994) and ckit BV421 (1:500, BD Horizon, 562609) for 30 min at 4 °C, washed, centrifuged, then resuspended in PBS/FCS/PS for analysis and cell sorting. Cells were purified using BD FACS ARIA Fusion cell sorter (BD Bioscience) and Sytox AAD was used to select viable cells. Cells were sorted and collected directly into 10–20 µl of lysis buffer containing Nuclease-free water (Ambion AM9930), 0.2% Triton and 1/20 RNAse inhibitor (Thermoscientific 10777019). Full-length cDNA was generated from 2.3 µl of this cell lysate using the Smarter2 procedure as described^75^. Sequencing libraries were generated from 500 pg of cDNA with Illumina’s Nextera XT sample prep kit (Illumina Inc., U.S.A) and according to the Illumina TruSeq Rapid v2 protocol on the HiSeq2500 with a single read 51 bp and dual 9 + 9 bp index (Illumina Inc., U.S.A). Reads were aligned against the GRCm38 reference using HiSat2 (version 2.0.4). We called gene expression values using GENCODE M19 gene annotation file and the union mode in the Bioconductor Genome Alignments Package (v1.8.1).

### Statistical tests

GraphPad Prism 7 was used to perform all statistical tests. Normal distribution was assessed using the Shapiro-Wilk test. Based on data distribution, either one-way ANOVA (parametric) or Kruskal-Wallis (non-parametric) with Tukey’s and Dunn’s post-hoc test, respectively, were used. When required, unpaired *t* test was used.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

### Source data

Source Data

## Data Availability

The scRNA-seq data and the bulk RNA-seq data from this study are publicly available on the Gene Expression Omnibus (GEO) database under accession numbers GSE178981 and GSE229850 respectively [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229850]. Source data are provided in this paper for all graph bars in the manuscript (Figs. 1d/h–k, 7b/d–h, S1g, S2a–e, and S3b–e) and for Fig. 2e. Source data are provided with this paper.

# Supplementary material for: Runx1+ vascular smooth muscle cells are essential for hematopoietic stem and progenitor cell development in vivo
**Source:** Nat Commun. 2024 Feb 23;15:1653. doi: 10.1038/s41467-024-44913-z
**Supplement:** Supplementary file 1 — Supplementary Information

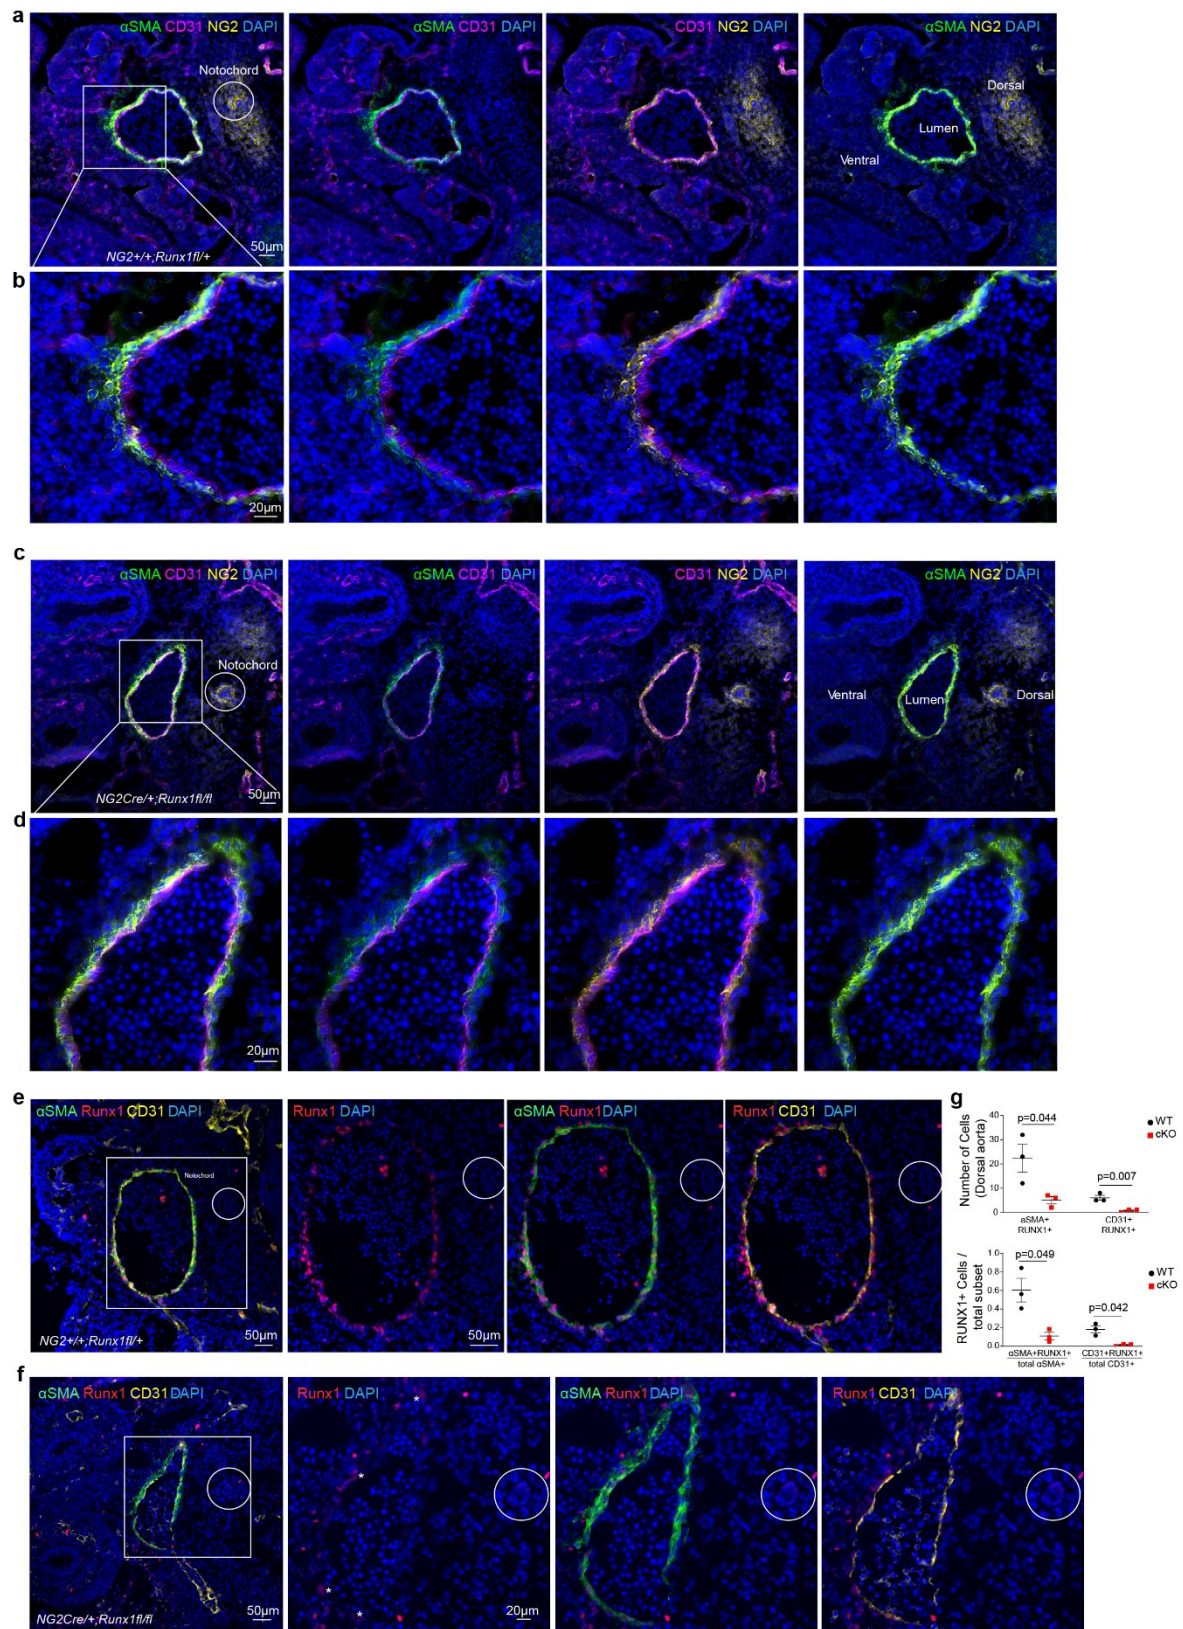

**Figure S1. Characterisation of  $NG2^{+/+};Runx1^{fl/fl}$  WT and  $NG2-Cre;Runx1^{fl/fl}$  cKO E11 AGM by immunohistochemistry on frozen sections.** Low magnification (**a, c**) and high magnification (**b, d**) images showing the expression of NG2 (yellow) and  $\alpha$ SMA (green) in combination with CD31 (purple) in both WT  $NG2^{+/+};Runx1^{fl/+}$  (**a, b**) and cKO  $NG2-Cre;Runx1^{fl/fl}$  (**c, d**) dorsal aorta and around the notochord. N = 2 independent experiments with WT/cKO n=2/2. Single, double, and triple marker combinations of  $\alpha$ SMA, Runx1 and CD31 shown in the WT (**e**) and cKO (**f**) AGM. The notochord is encircled. DAPI stains all nuclei (blue). N=2 independent experiments with WT/cKO n=2/2. **g.** Quantification of  $\alpha$ SMA<sup>+</sup>Runx1<sup>+</sup> (p=0.044, Unpaired t-test, two-tailed) and CD31<sup>+</sup>Runx1<sup>+</sup> (p=0.007, Unpaired t-test, two-tailed) cells and respective ratios  $\alpha$ SMA<sup>+</sup>Runx1<sup>+</sup>/total  $\alpha$ SMA<sup>+</sup> cells (p=0.049, Unpaired t-test with Welch's correction, two-tailed) and CD31<sup>+</sup>Runx1<sup>+</sup>/total CD31<sup>+</sup> cells (p=0.042, Unpaired t-test with Welch's correction, two-tailed) in the dorsal aorta in both WT/ $NG2^{+/+};Runx1^{fl/+}$  and cKO  $NG2-Cre;Runx1^{fl/fl}$  dorsal aorta transversal sections (n=2 samples/genotype, 1-2 technical replicates/sample, N=2 independent experiments). Both absolute numbers (up) and ratios (bottom) are shown. All data are presented as Mean values $\pm$ SEM. N = number of independent experiments; n = number of biological samples. Source data for j are provided as a Source Data file.

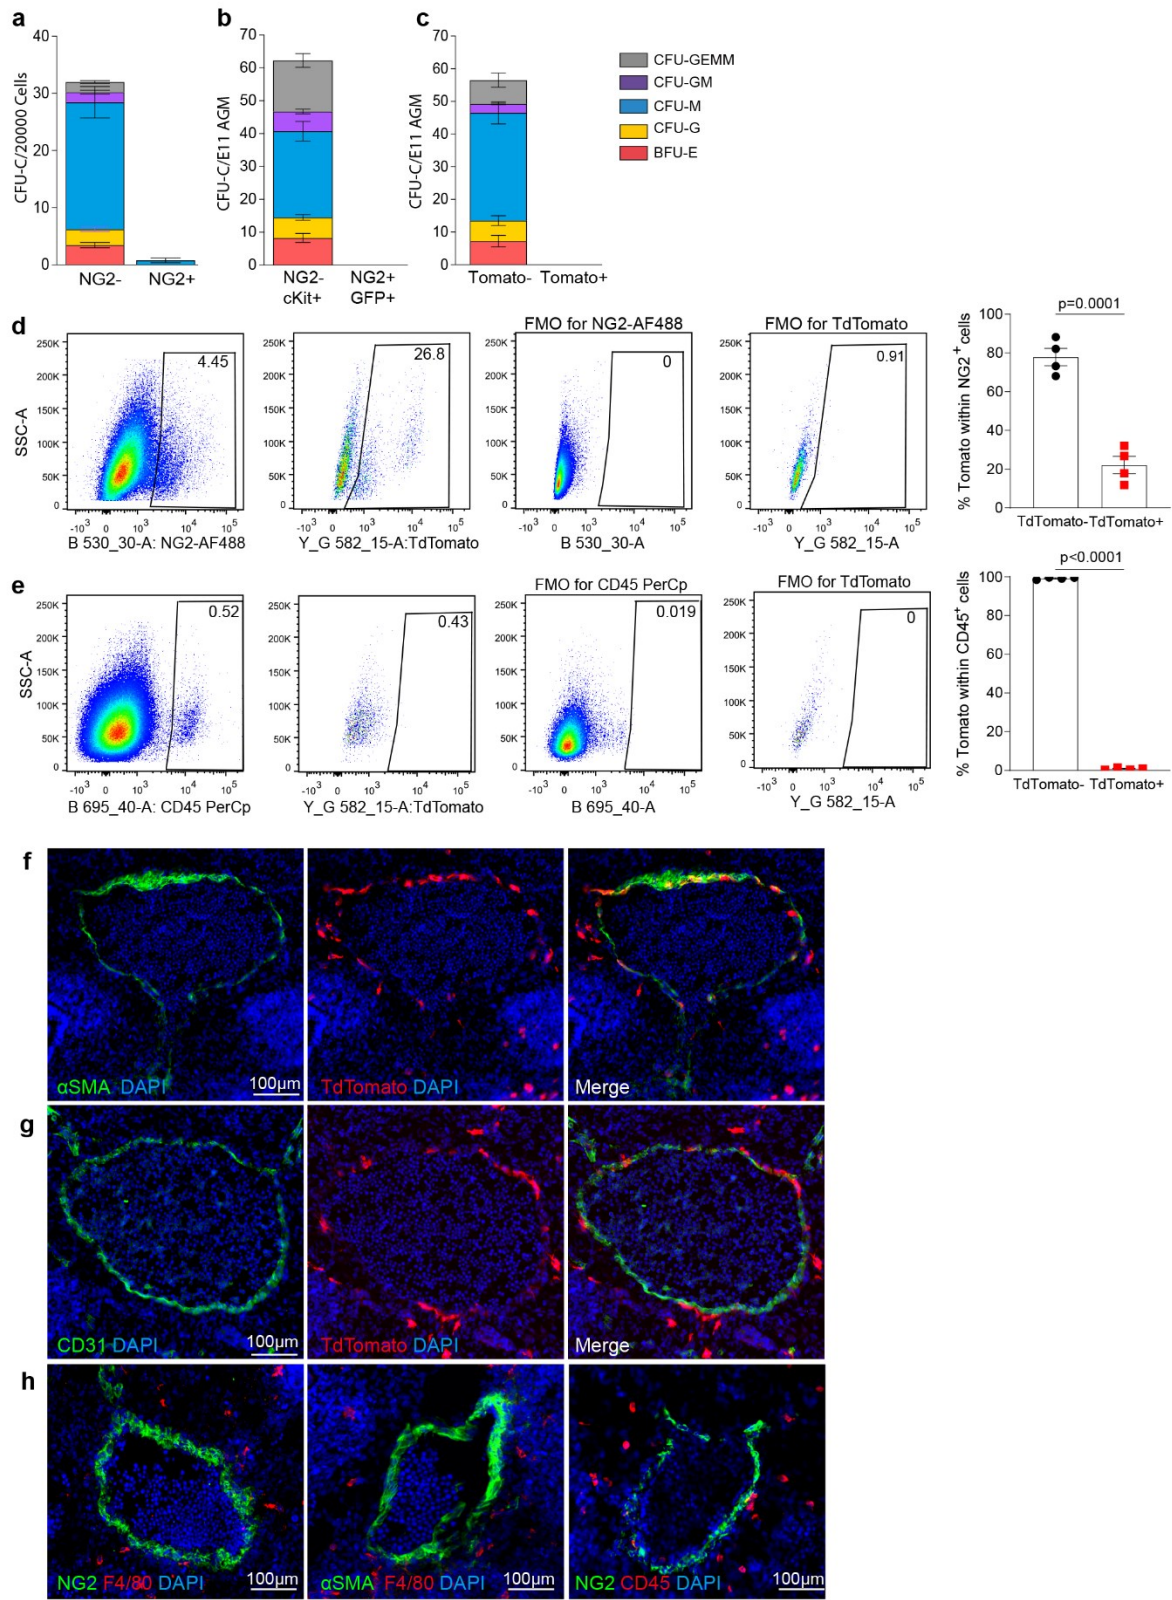

**Figure S2. NG2<sup>+</sup>Runx1<sup>+</sup> cells do not contribute to hematopoietic lineages in the AGM.**

Hematopoietic progenitor assays were performed with **(a)** WT NG2<sup>+/+</sup> E11 AGM cells (n=9, p<0.0001 by Mann-Whitney test, two-tailed), **(b)** NG2<sup>+</sup>Runx1(GFP)<sup>+</sup>/NG2<sup>-</sup>ckit<sup>+</sup> cells isolated from Runx1-IRES-GFP E11 AGM (n=4) and **(c)** NG2-Cre;tdTomato<sup>+/+</sup> cells isolated from E11 AGM (n=4) (Table S5). Representative flow cytometric analysis and quantification of TdTomato expression in NG2<sup>+</sup>cells **(d)** and CD45<sup>+</sup>cells **(e)** in the NG2-Cre;tdTomato E11 AGM (n=4, two-tailed, unpaired t-test). All data are presented as Mean values+/-SEM. Source data for a, b, c, d and e are provided as a Source Data file. Immunohistochemistry on transversal sections of frozen E11 AGM obtained from NG2-Cre; TdTomato<sup>+</sup> mouse embryos stained with anti-RFP **(f, g, red)**, anti- $\alpha$ SMA **(f, green)** and CD31 **(g, green)** (n=2, N=2). **h.** Immunohistochemistry on transversal sections of frozen E11 WT AGM stained with NG2 or  $\alpha$ SMA (green) and F4/80 (n=1, N=1) or CD45 (red) (n=2, N=2). N = number of independent experiments; n=biological samples.

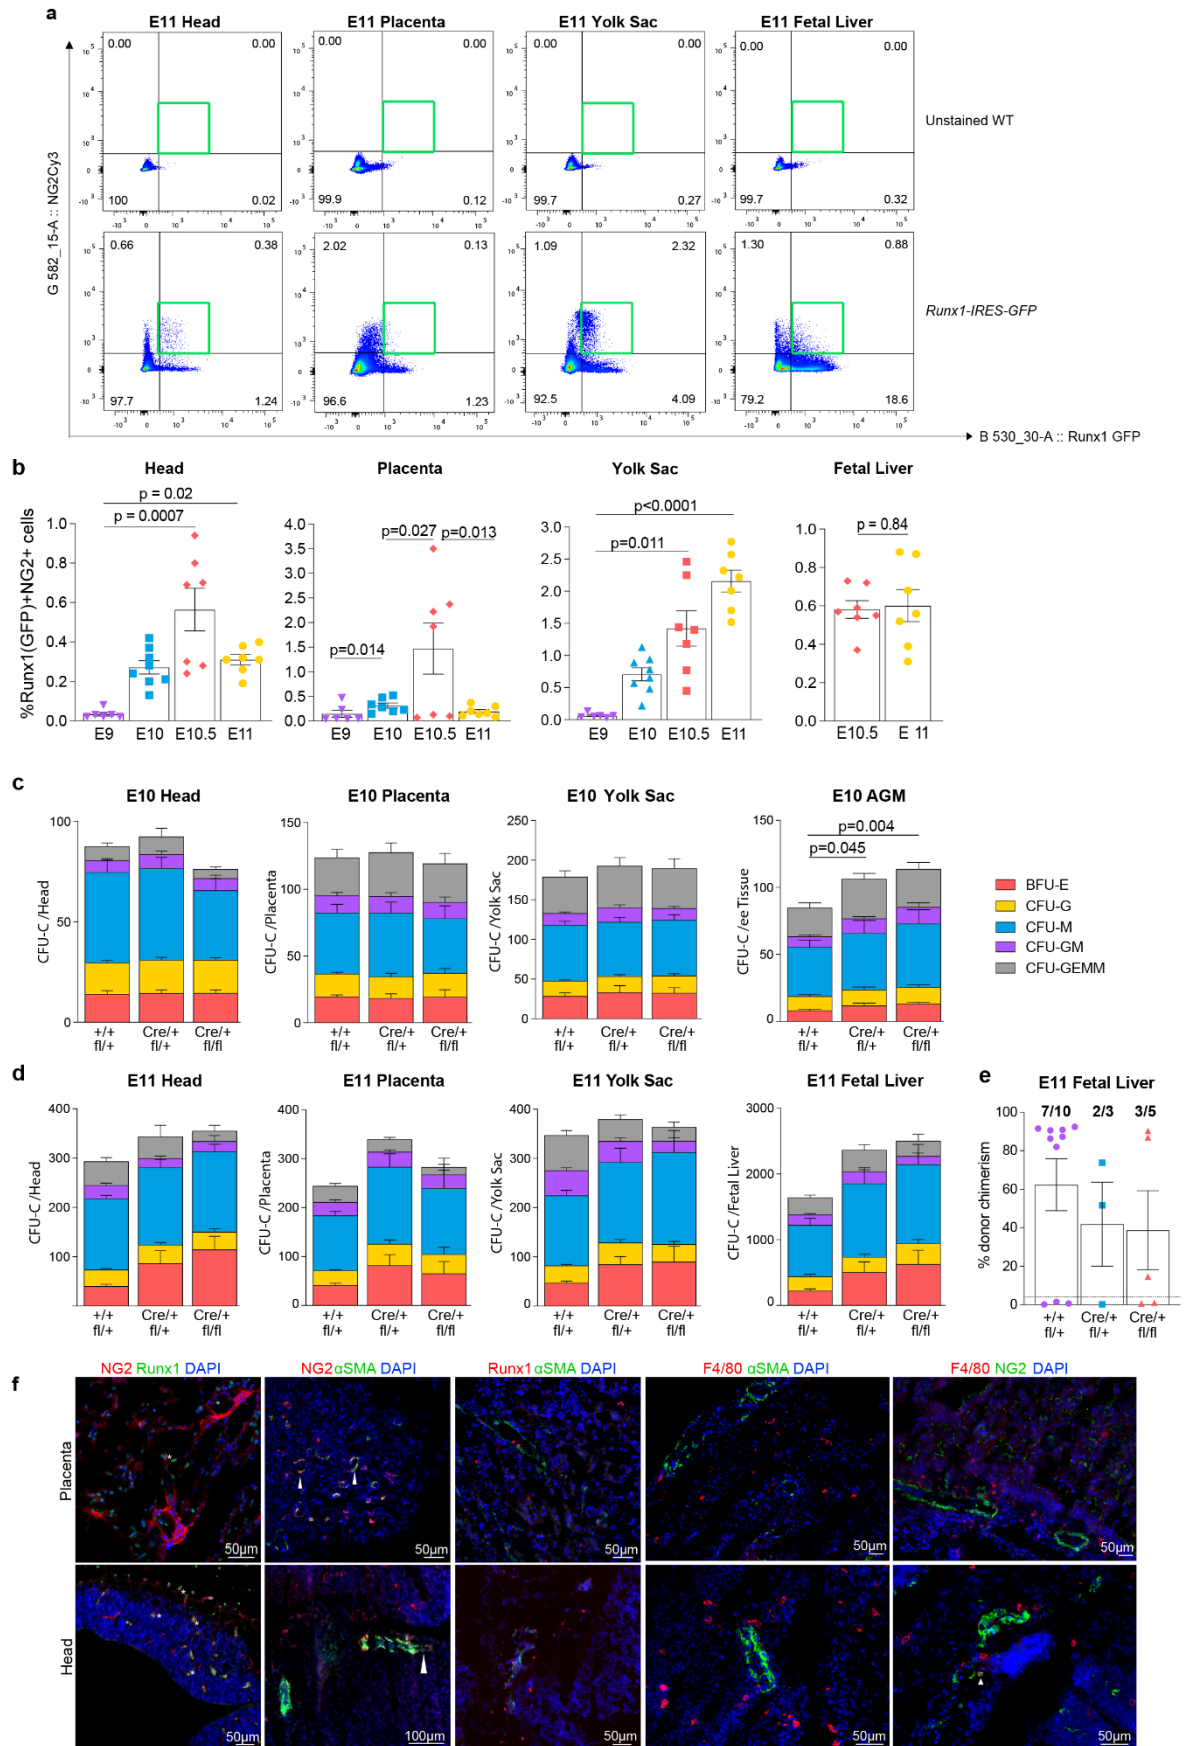

**Figure S3. Deletion of *Runx1* in NG2<sup>+</sup> cells affects selective hematopoietic progenitor types in non-AGM embryonic organs.** **a.** Representative examples of flow cytometric analysis of NG2<sup>+</sup>Runx1(GFP)<sup>+</sup> (green box) in E11 *Runx1-IRES-GFP* hematopoietic organs. E11 WT unstained controls are shown for each tissue. **b.** Percentages of NG2<sup>+</sup>Runx1(GFP)<sup>+</sup> cells in E9/E10/E10.5/E11 *Runx1-IRES-GFP* hematopoietic organs (n=6/7/7/7 embryos, N=4 independent experiments), determined by flow cytometry. Data are mean ± SEM; Head/YS: Kruskal-Wallis with Dunn's *post-hoc* test, Placenta: One-way ANOVA with Dunn's *post-hoc* test and FL: Unpaired T-Test, Two-tailed. CFU-C numbers per WT, HET and cKO **(c)** E10 and **(d)** E11 head, placenta, yolk-sac, AGM or fetal liver. E10: WT/HET/cKO = 13/8/7 (Table S6) and E11: WT/HET/cKO = 15/9/5 for head, Pl, YS and 15/6/4 for FL (Table S7) **e.** Percentages of donor cell chimerism 4-months post transplantation of E11 WT (n=10), HET (n=3), and cKO (n=5) fetal liver into sub-lethally adult irradiated recipients (1x FL cells transplanted/recipient; N=4). Each dot represents one recipient. Mice are reconstituted when ≥5% donor cells are found in the host peripheral blood (dashed line). WT (*NG2<sup>+/+</sup>;Runx1<sup>fl/+</sup>* or *NG2<sup>+/+</sup>;Runx1<sup>fl/fl</sup>*), HET (*NG2-Cre;Runx1<sup>fl/+</sup>*) and cKO AGM (*NG2-Cre;Runx1<sup>fl/fl</sup>*). **f.** Immunohistochemistry on transversal sections of frozen E10 or E11 WT placenta (upper line) and head (bottom line) stained with antibodies against NG2 (placenta/head n= 4/2), Runx1 (n=4/1), αSMA (n=4/2), and F4/80 (n=1/1). DAPI shows nuclei (blue). N=4. All data are presented as Mean values±SEM. N = number of independent experiments; n = number of biological samples. Source data for b, c, d and e are provided as a Source Data file.

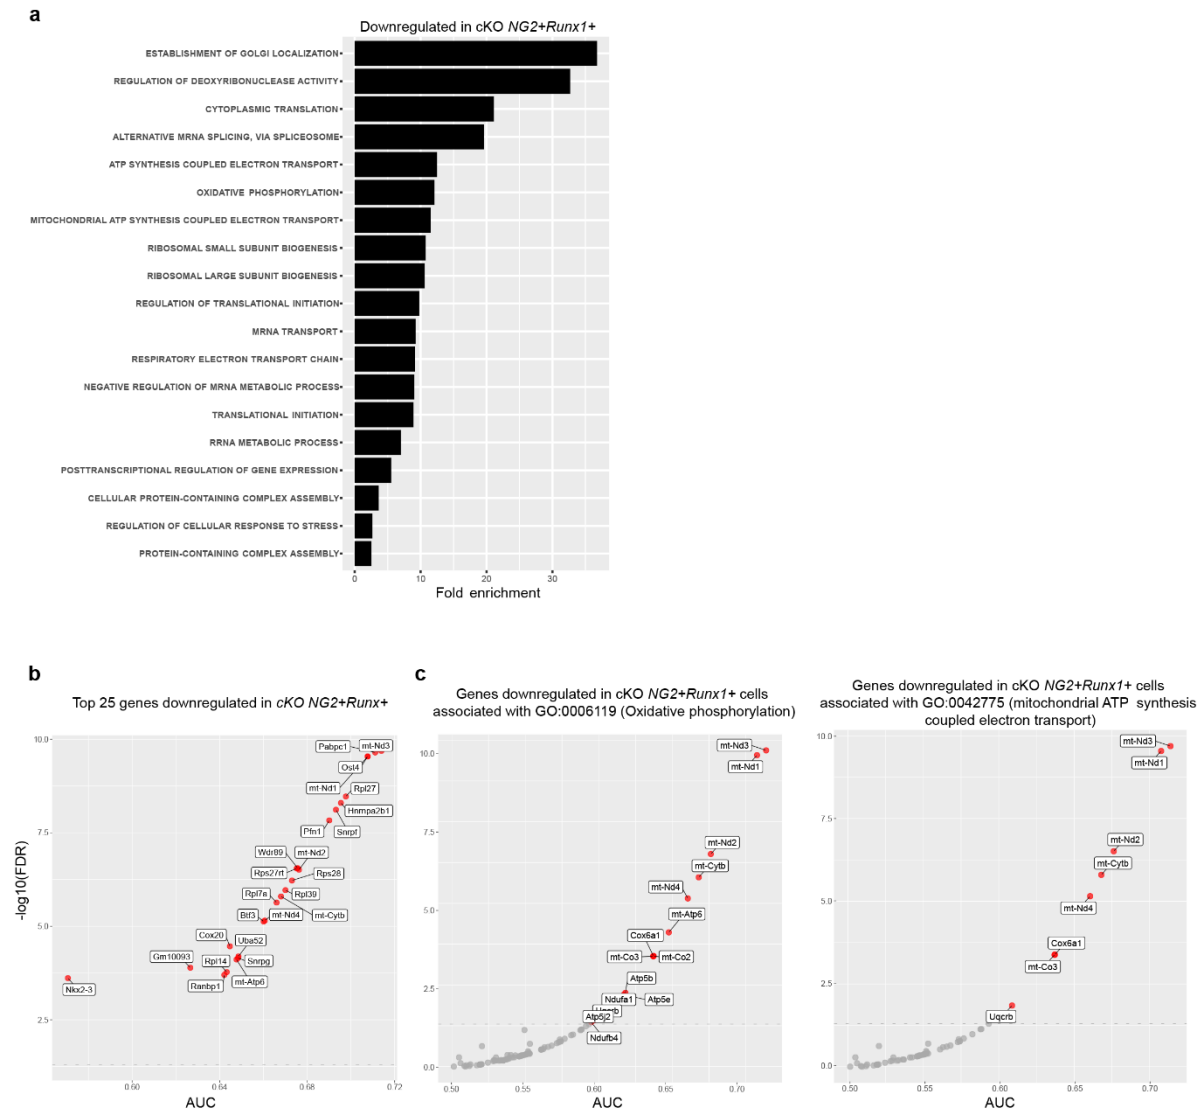

**Figure S4. scRNA-seq comparison between *NG2<sup>+</sup>Runx1<sup>+</sup>* WT and cKO cells. a.** Barplot of fold enrichment for selected GO biological processes significantly overrepresented in genes significantly downregulated in *NG2<sup>+</sup>Runx1<sup>+</sup>Acta2<sup>+</sup>* cKO AGM. Scatter plots of AUC vs –log10(FDR) showing the top 25 downregulated genes in cKO *NG2<sup>+</sup>Runx1<sup>+</sup>* cells **(b)** or associated with selected GO terms 0006119 and 0042775 **(c)**. Red dots represent significantly downregulated genes (FDR<0.05); dashed line shows FDR=0.05.

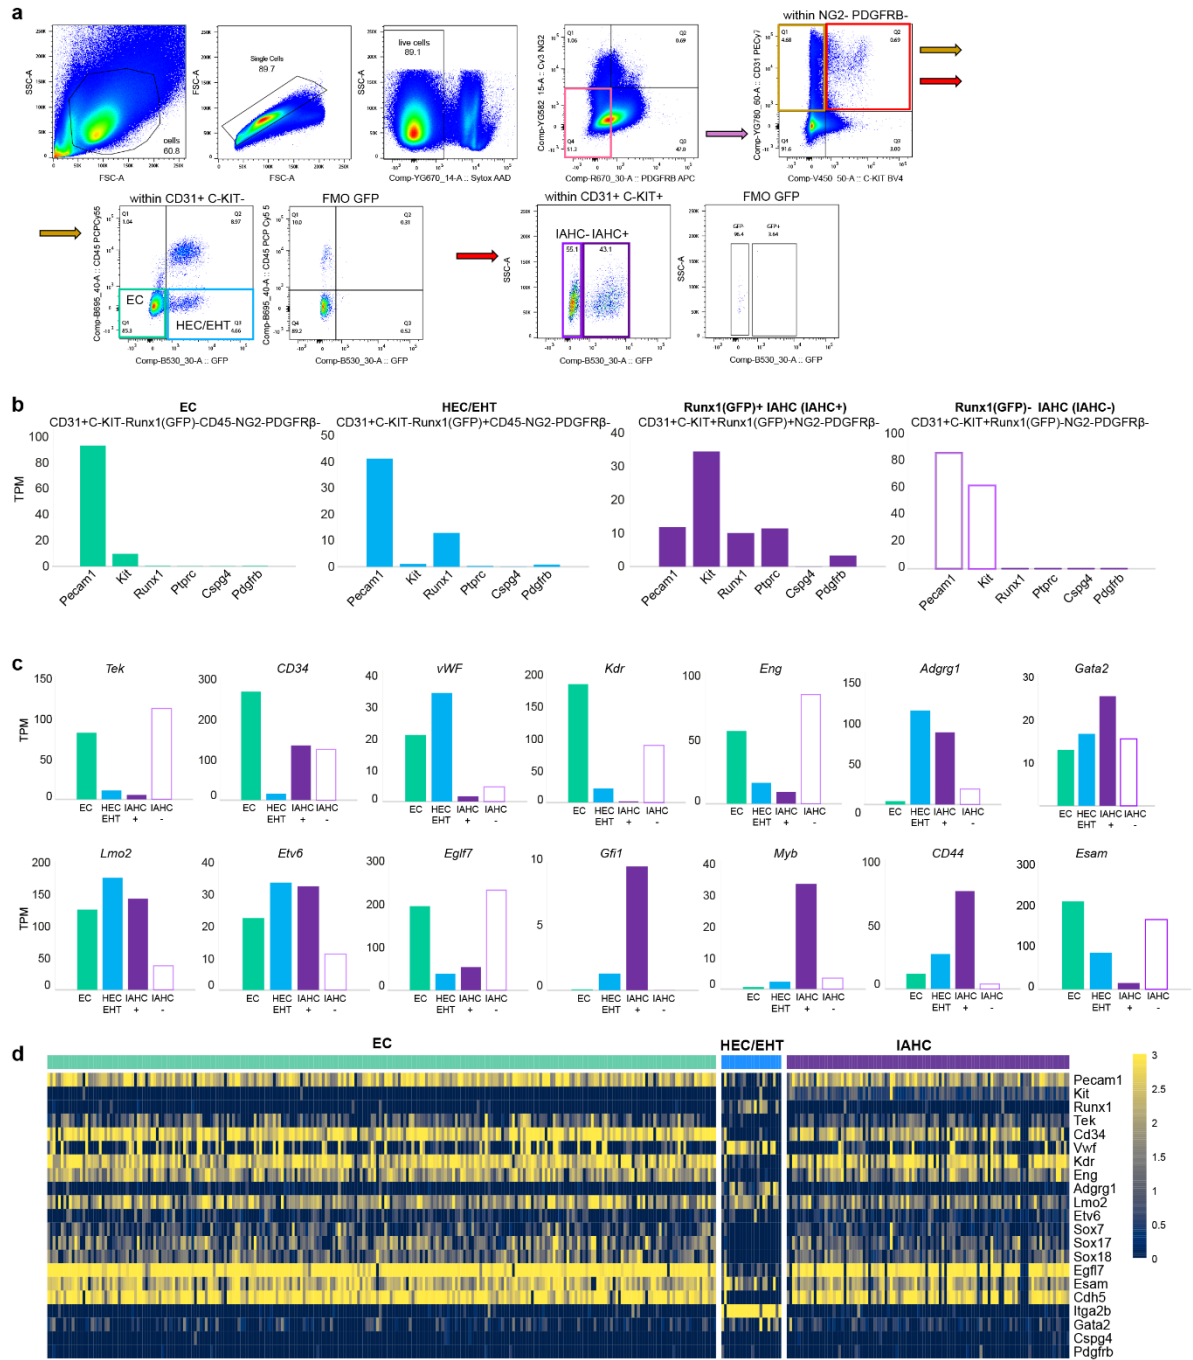

**Figure S5: WT IAHCs are composed of both Runx1<sup>+</sup> and Runx1<sup>-</sup> cells** **a.** ECs (CD31<sup>+</sup>ckit<sup>-</sup>CD45<sup>-</sup>Runx1<sup>-</sup>, yellow then green gate), HECs (CD31<sup>+</sup>ckit<sup>-</sup>CD45<sup>-</sup>Runx1<sup>+</sup>, yellow then blue gate), and IAHC cells (CD31<sup>+</sup>ckit<sup>+</sup>Runx1<sup>+</sup> and Runx1<sup>-</sup>, red gate then purple gates) were purified by FACS from pooled PDGFRβ<sup>-</sup>NG2<sup>-</sup> Runx1-GFP/GFP and Runx1-GFP/+ E11 AGM live cells (Sytox<sup>-</sup>). **b.** Post-sort purity check by bulk RNA sequencing was performed on all four cell populations isolated. **c.** The expression of selected genes from scRNA-seq (a) are shown in the bulk RNA-seq data in all four sorted cell populations ECs (green bars), HEC/EHT (blue bars), Runx1<sup>+</sup> IAHCs (full purple bars) and Runx1<sup>-</sup> IAHCs (empty purple bars). TPM: Transcript per Million mapped reads values. **d.** Heatmap showing the expression of selected genes that characterise EC (*Pecam1*<sup>+</sup>*Kit*<sup>-</sup>*Runx1*<sup>-</sup>), HEC/HET (*Pecam1*<sup>+</sup>*Kit*<sup>-</sup>*Runx1*<sup>+</sup>), and IAHC clusters (*Pecam1*<sup>+</sup>*Kit*<sup>+</sup>) at single cell level including those that contributed to their identification.

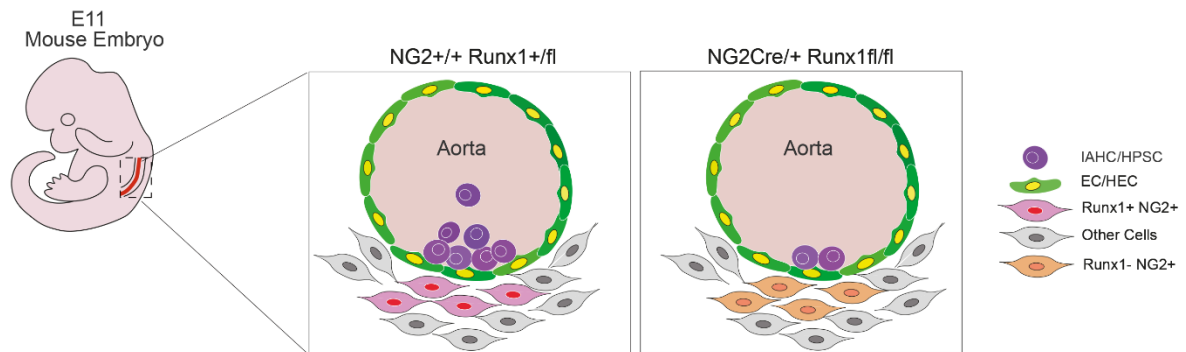

**Figure S6. Schematic showing the functional role of NG2<sup>+</sup>Runx1<sup>+</sup> PC/vSMCs in the E11 AGM hematopoietic niche in the mouse embryo *in vivo*.** In the WT ( $NG2^{+/+}Runx1^{+/fl}$ ) E11 AGM, the presence of NG2<sup>+</sup>Runx1<sup>+</sup> PC/vSMCs mediates the generation/maintenance of intra-aortic hematopoietic clusters (IAHCs) including functional hematopoietic progenitor/stem cells (HSPCs). Conditional deletion of Runx1 in NG2<sup>+</sup> ( $NG2^{Cre/+}Runx1^{fl/fl}$ ) cells leads to significant transcriptomic changes in PC/vSMCs, ECs and IAHCs and dramatic reduction in the numbers of IAHCs and functional HSPCs.

**Table S1. Antibodies tested on wholemount embryos (Figures 1 a, b, e and g) on WT (+;Runx1<sup>fl/+</sup> or +;Runx1<sup>fl/fl</sup>) and cKO (NG2Cre;Runx1<sup>fl/fl</sup>).**

| <b>Antibody tested by wholemount embryo staining</b> | <b>WT stage and ID</b>                                                | <b>cKO stage and ID</b>                                     |
|------------------------------------------------------|-----------------------------------------------------------------------|-------------------------------------------------------------|
| <b>αSMA</b>                                          | 9<br>E11 litter 19: 4, 5, 6<br>E10.5 litter 37: 1, 5, 6, 7, 8, 10     | 7<br>E11 litter 19: 1, 8, 7<br>E10.5 litter 41: 3, 5, 9, 10 |
| <b>CD31</b>                                          | 10<br>E11 litter 19: 4, 5, 6<br>E10.5 litter 37: 1, 3, 5, 6, 7, 8, 10 | 7<br>E11 litter 19: 1, 8, 7<br>E10.5 litter 41: 3, 5, 9, 10 |
| <b>cKit</b>                                          | 3<br>E11 litter 19: 4,<br>E10.5 litter 37: 1, 10                      | 2<br>E11 litter 19: 1,<br>E10.5 litter 41: 5                |
| <b>Runx1</b>                                         | 4<br>E10.5 litter 37: 3, 5, 7<br>E10.5 litter 69: 4                   |                                                             |
| <b>NG2</b>                                           | 3<br>E10.5 litter 37: 6,8<br>E10.5 litter 69: 4                       | 1<br>E10.5 litter 41: 9                                     |
| <b>Total number of embryos (n)</b>                   | 11                                                                    | 7                                                           |
| <b>Total number of experiments (N)</b>               | 6                                                                     | 4                                                           |
| <b>Total number of these antibody combinations</b>   | 3                                                                     | 3                                                           |

**Table S2. Summary of CFU-C data obtained from WT, HET and cKO E10.5/E11 AGM and statistical analyses performed.**

|        |      |              |          | Number of embryos |     |    | Average |        |       | Fold decrease |          |           |                  |         |      |          | Multiple comparisons |          |           |
|--------|------|--------------|----------|-------------------|-----|----|---------|--------|-------|---------------|----------|-----------|------------------|---------|------|----------|----------------------|----------|-----------|
| Tissue | Day  | Somite pairs | CFU-type | WT                | HET | KO | WT      | HET    | KO    | WT vs HET     | WT vs KO | HET vs KO | Statistical test | p-value |      | Post-hoc | WT vs HET            | WT vs KO | Het vs KO |
| AGM    | 10.5 | 31-38        | BFU-E    | 14                | 10  | 5  | 21.79   | 22.30  | 6.40  | 0.98          | 3.40     | 3.48      | 1-Way ANOVA      | 0.0006  | ***  | Tukey's  | ns                   | 0.0009   | 0.0011    |
|        |      |              | CFU-G    |                   |     |    | 18.21   | 19.70  | 2.80  | 0.92          | 6.50     | 7.04      | 1-Way ANOVA      | 0.0004  | ***  | Tukey's  | ns                   | 0.0008   | 0.0005    |
|        |      |              | CFU-M    |                   |     |    | 29.36   | 37.70  | 6.80  | 0.78          | 4.32     | 5.54      | 1-Way ANOVA      | 0.0045  | **   | Tukey's  | ns                   | 0.0253   | 0.0033    |
|        |      |              | CFU-GM   |                   |     |    | 14.50   | 16.40  | 0.00  | 0.88          | -        | -         | Kruskal-Wallis   | 0.0022  | **   | Dunn's   | ns                   | 0.0049   | 0.0030    |
|        |      |              | CFU-GEMM |                   |     |    | 13.71   | 14.70  | 1.60  | 0.93          | 8.57     | 9.19      | Kruskal-Wallis   | 0.0060  | **   | Dunn's   | ns                   | 0.0114   | 0.0082    |
|        |      |              | Total    |                   |     |    | 97.57   | 110.80 | 17.60 | 0.88          | 5.54     | 6.30      | 1-Way ANOVA      | <0.0001 | **** | Tukey's  | ns                   | 0.0002   | <0.0001   |
| AGM    | 11   | 43-52        | BFU-E    | 22                | 8   | 19 | 27.5    | 24.25  | 6.6   | 1.13          | 4.17     | 3.67      | 1-way ANOVA      | <0.0001 | **** | Tukey's  | ns                   | <0.0001  | 0.0001    |
|        |      |              | CFU-G    |                   |     |    | 41.5    | 40.0   | 14.7  | 1.04          | 2.82     | 2.72      | Kruskal-Wallis   | <0.0001 | **** | Dunn's   | ns                   | <0.0001  | 0.0006    |
|        |      |              | CFU-M    |                   |     |    | 76.1    | 30.75  | 20.4  | 2.47          | 3.73     | 1.51      | Kruskal-Wallis   | <0.0001 | ***  | Dunn's   | 0.0020               | <0.0001  | ns        |
|        |      |              | CFU-GM   |                   |     |    | 22.04   | 15.75  | 2.36  | 1.40          | 9.34     | 6.67      | Kruskal-Wallis   | <0.0001 | **** | Dunn's   | ns                   | <0.0001  | 0.0040    |
|        |      |              | CFU-GEMM |                   |     |    | 28.22   | 24.62  | 6.78  | 1.15          | 4.16     | 3.63      | Kruskal-Wallis   | <0.0001 | **** | Dunn's   | ns                   | <0.0001  | 0.0009    |
|        |      |              | Total    |                   |     |    | 195.27  | 135.37 | 53.26 | 1.13          | 3.67     | 3.26      | 1-way ANOVA      | <0.0001 | **** | Tukey's  | ns                   | <0.0001  | <0.0001   |

**Table S3. Summary of reconstitution efficiency data obtained from WT, HET and cKO E11 AGM, adult bone marrow, and fetal liver with statistical analyses performed.**

|              |     | Total mice (Tm) | Reconstituted mice (Rm) | Proportion of reconstitution (Rm)/(Tm) | Proportion comparisons | Statistical test                                        | p-value |    | z-value |
|--------------|-----|-----------------|-------------------------|----------------------------------------|------------------------|---------------------------------------------------------|---------|----|---------|
| Figure 1k    | WT  | 6               | 4                       | 0.67                                   | WT vs HET              | One-tailed<br>Z Score test for 2 population proportions | 0.025   | *  | 1.958   |
|              | HET | 7               | 1                       | 0.14                                   | WT vs KO               | One-tailed<br>Z Score test for 2 population proportions | 0.040   | *  | 1.755   |
|              | KO  | 6               | 1                       | 0.17                                   | HET vs KO              | One-tailed<br>Z Score test for 2 population proportions | 0.440   | ns | 1.415   |
| Figure 7f    | WT  | 29              | 18                      | 0.62                                   | WT vs HET              | One-tailed<br>Z Score test for 2 population proportions | 0.024   | *  | 1.979   |
|              | HET | 11              | 3                       | 0.27                                   | WT vs KO               | One-tailed<br>Z Score test for 2 population proportions | 0.002   | ** | 2.905   |
|              | KO  | 20              | 4                       | 0.20                                   | HET vs KO              | One-tailed<br>Z Score test for 2 population proportions | 0.326   | ns | 0.447   |
| Figure 7h    | WT  | 9               | 6                       | 0.67                                   | WT vs HET              | One-tailed<br>Z Score test for 2 population proportions | 0.386   | ns | -0.289  |
|              | HET | 4               | 3                       | 0.75                                   | WT vs KO               | One-tailed<br>Z Score test for 2 population proportions | 0.074   | ns | 1.442   |
|              | KO  | 9               | 3                       | 0.33                                   | HET vs KO              | One-tailed<br>Z Score test for 2 population proportions | 0.081   | ns | 1.402   |
| Figure S3, e | WT  | 10              | 7                       | 0.7                                    | WT vs HET              | One-tailed<br>Z Score test for 2 population proportions | 0.460   | ns | 0.099   |
|              | HET | 3               | 2                       | 0.67                                   | WT vs KO               | One-tailed<br>Z Score test for 2 population proportions | 0.348   | ns | 0.387   |
|              | KO  | 5               | 3                       | 0.6                                    | HET vs KO              | One-tailed<br>Z Score test for 2 population proportions | 0.421   | ns | 0.198   |

**Table S4. Summary of percentage of reconstitution data obtained from WT, HET and cKO E11 AGM, adult bone marrow, and fetal liver with statistical analyses performed.**

|              |     | Total mice | % of reconstitution (Average) |           | Fold change | Statistical test | p-value |    | Post-hoc | Multiple comparisons |              |           |
|--------------|-----|------------|-------------------------------|-----------|-------------|------------------|---------|----|----------|----------------------|--------------|-----------|
|              |     |            |                               |           |             |                  |         |    |          | WT vs HET            | WT vs KO     | Het vs KO |
| Figure 1k    | WT  | 6          | 23.63                         | WT vs HET | 1.84        | Kruskal-Wallis   | 0.222   | ns | Dunn's   | ns                   | ns           | ns        |
|              | HET | 7          | 12.83                         | WT vs KO  | 2.49        |                  |         |    |          |                      |              |           |
|              | KO  | 6          | 9.5                           | HET vs KO | 1.35        |                  |         |    |          |                      |              |           |
| Figure 7f    | WT  | 29         | 33.39                         | WT vs HET | 2.12        | Kruskal-Wallis   | 0.0027  | ** | Dunn's   | ns                   | **<br>0.0019 | ns        |
|              | HET | 11         | 15.73                         | WT vs KO  | 3.70        |                  |         |    |          |                      |              |           |
|              | KO  | 20         | 9.03                          | HET vs KO | 1.74        |                  |         |    |          |                      |              |           |
| Figure 7h    | WT  | 9          | 26.83                         | WT vs HET | 1.68        | Kruskal-Wallis   | 0.321   | ns | Dunn's   | ns                   | ns           | ns        |
|              | HET | 4          | 31                            | WT vs KO  | 2.12        |                  |         |    |          |                      |              |           |
|              | KO  | 9          | 12.68                         | HET vs KO | 2.44        |                  |         |    |          |                      |              |           |
| Figure S3, e | WT  | 10         | 62.34                         | WT vs HET | 1.49        | Kruskal-Wallis   | 0.331   | ns | Dunn's   | ns                   | ns           | ns        |
|              | HET | 3          | 41.87                         | WT vs KO  | 1.61        |                  |         |    |          |                      |              |           |
|              | KO  | 5          | 38.72                         | HET vs KO | 1.08        |                  |         |    |          |                      |              |           |

**Table S5. Summary of CFU-C data obtained from E11 AGM sorted cells and statistical analyses performed.**

|                                    |     |                 |              | Average    |                     |                                 |         |      |          |
|------------------------------------|-----|-----------------|--------------|------------|---------------------|---------------------------------|---------|------|----------|
| Tissue<br>(number of embryos)      | Day | Somite<br>pairs | CFU-type     | NG2-       | NG2+                | Statistical test                | p-value |      | Post-hoc |
| C57BL6 AGM<br>(n=9)                | 11  | 43-52           | BFU-E        | 3.44       | 0                   | Two-tailed<br>Mann-Whitney test | <0.0001 | **** | -        |
|                                    |     |                 | CFU-G        | 2.77       | 0                   | Two-tailed<br>Mann-Whitney test | <0.0001 | **** | -        |
|                                    |     |                 | CFU-M        | 22.22      | 0.77                | Two-tailed<br>Mann-Whitney test | <0.0001 | **** | -        |
|                                    |     |                 | CFU-GM       | 1.77       | 0                   | Two-tailed<br>Mann-Whitney test | <0.0001 | **** | -        |
|                                    |     |                 | CFU-<br>GEMM | 1.77       | 0                   | Two-tailed<br>Mann-Whitney test | 0.0004  | ***  | -        |
|                                    |     |                 | Total        | 32.44      | 0.77                | Two-tailed<br>Mann-Whitney test | <0.0001 | **** | -        |
| <i>Runx1-IRES-GFP</i> AGM<br>(n=4) | 11  | 43-52           | CFU-type     | NG2- cKit+ | Runx1(GFP)+<br>NG2+ | Statistical test                | p-value |      | Post-hoc |
|                                    |     |                 | BFU-E        | 8.25       | 0                   | -                               | -       | -    | -        |
|                                    |     |                 | CFU-G        | 6.25       | 0                   | -                               | -       | -    | -        |
|                                    |     |                 | CFU-M        | 26.25      | 0                   | -                               | -       | -    | -        |
|                                    |     |                 | CFU-GM       | 6.00       | 0                   | -                               | -       | -    | -        |
|                                    |     |                 | CFU-<br>GEMM | 15.5       | 0                   | -                               | -       | -    | -        |
| NG2-Cre TdTomato+<br>AGM<br>(n=4)  | 11  | 43-52           | Total        | 62.75      | 0                   | -                               | -       | -    | -        |
|                                    |     |                 | CFU-type     | Tomato-    | Tomato+             | Statistical test                | p-value |      | Post-hoc |
|                                    |     |                 | BFU-E        | 7.25       | 0                   | -                               | -       | -    | -        |
|                                    |     |                 | CFU-G        | 6          | 0                   | -                               | -       | -    | -        |
|                                    |     |                 | CFU-M        | 33         | 0                   | -                               | -       | -    | -        |
|                                    |     |                 | CFU-GM       | 2.75       | 0                   | -                               | -       | -    | -        |
|                                    |     |                 | CFU-<br>GEMM | 7.25       | 0                   | -                               | -       | -    | -        |
|                                    |     |                 | Total        | 56.25      | 0                   | -                               | -       | -    | -        |

**Table S6. Summary of CFU-C data obtained from WT, HET and cKO E10 hematopoietic organs and statistical analyses performed.**

|        |     |              |          | Number of embryos |     |    | Average |        |        | Fold decrease |          |           |                  |         |    |          | Multiple comparisons |          |           |
|--------|-----|--------------|----------|-------------------|-----|----|---------|--------|--------|---------------|----------|-----------|------------------|---------|----|----------|----------------------|----------|-----------|
| Tissue | Day | Somite pairs | CFU-type | WT                | HET | KO | WT      | HET    | KO     | WT vs HET     | WT vs KO | HET vs KO | Statistical test | p-value |    | Post-hoc | WT vs HET            | WT vs KO | Het vs KO |
| AGM    | 10  | 29-31        | BFU-E    | 13                | 8   | 7  | 8.38    | 12.00  | 13.14  | 0.70          | 0.64     | 0.91      | 1-way ANOVA      | 0.0100  | ** | Tukey's  | ns                   | 0.0149   | ns        |
|        |     |              | CFU-G    |                   |     |    | 10.54   | 11.75  | 12.57  | 0.90          | 0.84     | 0.93      | Kruskal-Wallis   | 0.1819  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-M    |                   |     |    | 36.92   | 42.25  | 47.43  | 0.87          | 0.78     | 0.89      | Kruskal-Wallis   | 0.5962  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-GM   |                   |     |    | 7.62    | 10.88  | 12.29  | 0.70          | 0.62     | 0.89      | Kruskal-Wallis   | 0.1380  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-GEMM |                   |     |    | 21.46   | 29.50  | 28.43  | 0.73          | 0.75     | 1.04      | 1-way ANOVA      | 0.2852  | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | Total    |                   |     |    | 84.92   | 106.88 | 113.86 | 0.79          | 0.75     | 0.94      | Kruskal-Wallis   | 0.0023  | ** | Dunn's   | 0.0455               | 0.0040   | ns        |
| Head   | 10  | 29-31        | BFU-E    | 13                | 8   | 7  | 14.15   | 14.50  | 14.57  | 0.98          | 0.97     | 1.00      | Kruskal-Wallis   | 0.9908  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-G    |                   |     |    | 15.54   | 16.50  | 16.57  | 0.94          | 0.94     | 1.00      | 1-way ANOVA      | 0.7636  | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | CFU-M    |                   |     |    | 45.08   | 45.75  | 34.57  | 0.99          | 1.30     | 1.32      | Kruskal-Wallis   | 0.3696  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-GM   |                   |     |    | 5.85    | 7.00   | 6.00   | 0.84          | 0.97     | 1.17      | Kruskal-Wallis   | 0.7055  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-GEMM |                   |     |    | 7.00    | 8.75   | 4.57   | 0.80          | 1.53     | 1.91      | Kruskal-Wallis   | 0.7107  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | Total    |                   |     |    | 88.00   | 92.75  | 81.71  | 0.95          | 1.08     | 1.14      | 1-way ANOVA      | 0.7761  | ns | Tukey's  | ns                   | ns       | ns        |
| PL     | 10  | 29-31        | BFU-E    | 13                | 8   | 7  | 19.69   | 18.50  | 19.43  | 1.06          | 1.01     | 0.95      | 1-way ANOVA      | 0.955   | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | CFU-G    |                   |     |    | 17.08   | 16.25  | 18.00  | 1.05          | 0.95     | 0.90      | Kruskal-Wallis   | 0.4923  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-M    |                   |     |    | 45.85   | 47.75  | 40.86  | 0.96          | 1.12     | 1.17      | Kruskal-Wallis   | 0.6755  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-GM   |                   |     |    | 12.77   | 12.50  | 12.29  | 1.02          | 1.04     | 1.02      | Kruskal-Wallis   | 0.9125  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-GEMM |                   |     |    | 28.46   | 32.75  | 28.86  | 0.87          | 0.99     | 1.13      | Kruskal-Wallis   | 0.9087  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | Total    |                   |     |    | 123.85  | 127.75 | 119.43 | 0.97          | 1.04     | 1.07      | Kruskal-Wallis   | 0.9725  | ns | Dunn's   | ns                   | ns       | ns        |
| YS     | 10  | 29-31        | BFU-E    | 13                | 8   | 7  | 28.77   | 33.20  | 32.67  | 0.87          | 0.88     | 0.99      | Kruskal-Wallis   | 0.7485  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-G    |                   |     |    | 19.23   | 20.50  | 21.71  | 0.94          | 0.89     | 0.94      | 1-way ANOVA      | 0.5164  | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | CFU-M    |                   |     |    | 70.31   | 68.50  | 70.29  | 1.03          | 1.00     | 0.97      | 1-way ANOVA      | 0.9649  | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | CFU-GM   |                   |     |    | 14.92   | 18.50  | 14.86  | 0.81          | 1.00     | 1.24      | Kruskal-Wallis   | 0.4754  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-GEMM |                   |     |    | 45.85   | 52.25  | 50.57  | 0.88          | 0.91     | 1.03      | Kruskal-Wallis   | 0.7930  | ns | Dunn's   | ns                   | ns       | ns        |

|  |  |  |       |  |  |  |        |        |        |      |      |        |                |        |    |         |    |    |    |
|--|--|--|-------|--|--|--|--------|--------|--------|------|------|--------|----------------|--------|----|---------|----|----|----|
|  |  |  | Total |  |  |  | 179.08 | 187.00 | 187.71 | 0.96 | 0.95 | 179.08 | 1-way<br>ANOVA | 0.4144 | ns | Tukey's | ns | ns | ns |
|--|--|--|-------|--|--|--|--------|--------|--------|------|------|--------|----------------|--------|----|---------|----|----|----|

**Table S7. Summary of CFU-C data obtained from WT, HET and cKO E11 hematopoietic organs and statistical analyses performed.**

|        |     |              |          | Number of embryos |     |    | Average |         |         | Fold decrease |          |           |                  |         |    |          | Multiple comparisons |          |           |
|--------|-----|--------------|----------|-------------------|-----|----|---------|---------|---------|---------------|----------|-----------|------------------|---------|----|----------|----------------------|----------|-----------|
| Tissue | Day | Somite pairs | CFU-type | WT                | HET | KO | WT      | HET     | KO      | WT vs HET     | WT vs KO | HET vs KO | Statistical test | p-value |    | Post-hoc | WT vs HET            | WT vs KO | Het vs KO |
| Head   | 11  | 43-52        | BFU-E    | 15                | 9   | 5  | 40.40   | 86.78   | 114.80  | 0.47          | 0.35     | 0.76      | Kruskal-Wallis   | 0.0145  | *  | Dunn's   | ns                   | 0.0117   | ns        |
|        |     |              | CFU-G    |                   |     |    | 33.60   | 37.67   | 36.00   | 0.89          | 0.93     | 1.05      | 1-way ANOVA      | 0.6542  | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | CFU-M    |                   |     |    | 144.00  | 157.11  | 162.60  | 0.92          | 0.89     | 0.97      | 1-way ANOVA      | 0.4887  | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | CFU-GM   |                   |     |    | 27.40   | 18.22   | 21.20   | 1.50          | 1.29     | 0.86      | Kruskal-Wallis   | 0.2604  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-GEMM |                   |     |    | 48.20   | 44.11   | 21.00   | 1.09          | 2.30     | 2.10      | Kruskal-Wallis   | 0.0928  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | Total    |                   |     |    | 293.60  | 343.89  | 355.60  | 0.85          | 0.83     | 0.97      | 1-way ANOVA      | 0.1886  | ns | Tukey's  | ns                   | ns       | ns        |
| FL     | 11  | 43-52        | BFU-E    | 15                | 6   | 4  | 224.62  | 506.67  | 630.00  | 0.44          | 0.36     | 0.80      | Kruskal-Wallis   | 0.0707  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-G    |                   |     |    | 218.46  | 233.33  | 315.00  | 0.94          | 0.69     | 0.74      | Kruskal-Wallis   | 2833    | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-M    |                   |     |    | 783.08  | 1120.00 | 1205.00 | 0.70          | 0.65     | 0.93      | 1-way ANOVA      | 0.1799  | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | CFU-GM   |                   |     |    | 158.46  | 180.00  | 125.00  | 0.88          | 1.27     | 1.44      | 1-way ANOVA      | 1.022   | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | CFU-GEMM |                   |     |    | 204.62  | 326.67  | 230.00  | 0.63          | 0.89     | 1.42      | 1-way ANOVA      | 0.3058  | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | Total    |                   |     |    | 1646.15 | 2366.67 | 2505.00 | 0.70          | 0.66     | 0.94      | Kruskal-Wallis   | 0.3386  | ns | Dunn's   | ns                   | ns       | ns        |
| PL     | 11  | 43-52        | BFU-E    | 15                | 9   | 5  | 42.00   | 82.33   | 65.80   | 0.51          | 0.64     | 1.25      | Kruskal-Wallis   | 0.1279  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-G    |                   |     |    | 29.60   | 43.89   | 39.40   | 0.67          | 0.75     | 1.11      | Kruskal-Wallis   | 0.128   | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-M    |                   |     |    | 142.40  | 163.44  | 187.00  | 0.87          | 0.76     | 0.87      | Kruskal-Wallis   | 0.1930  | ns | Dunn's   | ns                   | ns       | ns        |
|        |     |              | CFU-GM   |                   |     |    | 27.60   | 30.56   | 27.80   | 0.90          | 0.99     | 1.10      | 1-way ANOVA      | 0.1111  | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | CFU-GEMM |                   |     |    | 33      | 26      | 15.2    | 1.27          | 2.17     | 1.71      | 1-way ANOVA      | 0.0899  | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | Total    |                   |     |    | 243.80  | 340.56  | 283.00  | 0.72          | 0.86     | 1.20      | Kruskal-Wallis   | 0.2299  | ns | Dunn's   | ns                   | ns       | ns        |
| YS     | 11  | 43-52        | BFU-E    | 15                | 9   | 5  | 47.40   | 84.89   | 90.20   | 0.56          | 0.53     | 0.94      | 1-way ANOVA      | 0.0387  | *  | Tukey's  | ns                   | ns       | ns        |
|        |     |              | CFU-G    |                   |     |    | 35.20   | 44.44   | 36.00   | 0.79          | 0.98     | 1.23      | 1-way ANOVA      | 0.1909  | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | CFU-M    |                   |     |    | 265.12  | 195.9   | 210.62  | 1.35          | 1.26     | 0.93      | 1-way ANOVA      | 0.4192  | ns | Tukey's  | ns                   | ns       | ns        |
|        |     |              | CFU-GM   |                   |     |    | 50.80   | 42.56   | 22.60   | 1.19          | 2.25     | 1.88      | 1-way ANOVA      | 0.021   | *  | Tukey's  | ns                   | 0.0159   | ns        |
|        |     |              | CFU-GEMM |                   |     |    | 71.60   | 44.44   | 28.60   | 1.61          | 2.50     | 1.55      | Kruskal-Wallis   | 0.0272  | *  | Dunn's   | ns                   | 0.0389   | ns        |

|  |  |  |       |  |  |  |        |        |        |      |      |      |                |        |    |         |    |    |    |
|--|--|--|-------|--|--|--|--------|--------|--------|------|------|------|----------------|--------|----|---------|----|----|----|
|  |  |  | Total |  |  |  | 347.40 | 399.17 | 364.40 | 0.87 | 0.95 | 1.10 | 1-way<br>ANOVA | 0.5799 | ns | Tukey's | ns | ns | ns |
|--|--|--|-------|--|--|--|--------|--------|--------|------|------|------|----------------|--------|----|---------|----|----|----|

**Table S8. Summary of CFU-C data obtained from WT, HET and cKO adult bone marrow and statistical analyses performed.**

|             |       |          | Number of adult mice |     |    | Average |       |       | Fold decrease |          |           |                  |         |    |          | Multiple comparisons |          |           |
|-------------|-------|----------|----------------------|-----|----|---------|-------|-------|---------------|----------|-----------|------------------|---------|----|----------|----------------------|----------|-----------|
| Tissue      | Stage | CFU-type | WT                   | HET | KO | WT      | HET   | KO    | WT vs HET     | WT vs KO | HET vs KO | Statistical test | p-value |    | Post-hoc | WT vs HET            | WT vs KO | Het vs KO |
| Bone Marrow | Adult | BFU-E    | 13                   | 7   | 8  | 6.86    | 4.38  | 7.33  | 1.56          | 0.94     | 0.60      | 1-way ANOVA      | 0.1888  | ns | Tukey's  | ns                   | ns       | ns        |
|             |       | CFU-G    |                      |     |    | 9.54    | 6.76  | 8.63  | 1.41          | 1.11     | 0.78      | 1-way ANOVA      | 0.2758  | ns | Tukey's  | ns                   | ns       | ns        |
|             |       | CFU-M    |                      |     |    | 18.18   | 15.86 | 24.58 | 1.15          | 0.74     | 0.65      | 1-way ANOVA      | 0.1514  | ns | Tukey's  | ns                   | ns       | ns        |
|             |       | CFU-GM   |                      |     |    | 11.85   | 11.38 | 15.33 | 1.04          | 0.77     | 0.74      | 1-way ANOVA      | 0.4001  | ns | Tukey's  | ns                   | ns       | ns        |
|             |       | CFU-GEMM |                      |     |    | 16.82   | 9.33  | 12.54 | 1.80          | 1.34     | 0.74      | Kruskal-Wallis   | 0.0523  | ns | Dunn's   | ns                   | ns       | ns        |
|             |       | Total    |                      |     |    | 63.14   | 46.95 | 68.04 | 1.34          | 0.93     | 0.69      | 1-way ANOVA      | 0.2248  | ns | Tukey's  | ns                   | ns       | ns        |

# Supplementary material for: Runx1+ vascular smooth muscle cells are essential for hematopoietic stem and progenitor cell development in vivo
**Source:** Nat Commun. 2024 Feb 23;15:1653. doi: 10.1038/s41467-024-44913-z
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Flow cytometry and cell sorting data collection was performed with BD LSR Fortessa 4 laser (BD Biosciences), BD FACS ARIA Fusion with BD FACS Diva Software V8.0.1 or Novocyte Flow Cytometer (ACEA Biosciences) and NovoExpress™ Software (1.5.0). Confocal (3D whole mount) images were taken using a Leica SP8 confocal microscope with the Leica Application Suite X software (v3.5.5.19976). Immunohistochemistry pictures were taken using an inverted widefield fluorescence microscope (Zeiss Observer) with the Zen 2.3 pro (blue edition) software, Illumina Novaseq 6000 S1 lane, 10X Genomics Cell Ranger (v3.1.0), Smarter 2 and Illumina HiSeq2500 for bulk RNA-seq.

#### Data analysis

Flow cytometry and sort data were analysed with FlowJo X v10.0.7. All statistical analyses and graphs were made using GraphPad Prism 7. Stitching and deconvolution were done using Huygens Pro v19.10 and images were analysed with FIJI/ImageJ 1.52e and Zen Blue Software. 10X Genomics Cell Ranger (v3.1.0), Cell Ranger 'count' (v3.1.0), AmiGO (v2.5.13); R/Bioconductor packages: DropletUtils (v1.10.3), scater (v1.14.6), batchelor (v1.2.4), scran (v1.18.7), nichenetr (v1.0.0), slingshot (v2.2.1), HiSat2 (version 2.0.4), Bioconductor Genome Alignments Package (v1.8.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq data and the bulk RNA-seq data from this study are publicly available on the Gene Expression Omnibus (GEO) database <https://www.ncbi.nlm.nih.gov/geo/>, accession numbers GSE178981 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178981> and GSE229850 respectively <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229850>.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size for this study was determined based on previous published work such as Sa da Bandeira et al, Cell Reports, 2022, Crisan et al, Nature Communications, 2015, Crisan et al, Stem Cell Reports, 2016.                                                                                                                                                                                                                                                                                                               |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | All replication attempts were successful and numbers detailed in each Figure legend. The number of independent experiments performed for Fig 1d, was 5, Fig 1h, N=4, i (N=7), j (N=11) and 1k (N=4). For Figure 7, we performed 7 independent experiments for e and f and 3 experiments for Fig 7h.                                                                                                                                                                                                                              |
| Randomization   | Samples were allocated in groups based on their genotype (NG2cre/+; Runx1 +/-, fl/+ or fl/fl), based on the cell surface markers used for their identification (PC/vSMCs, Hemogenic/Endothelial Cells or Intra-aortic/Hematopoietic Cells) and based on the transgene expression (Tomato+ versus Tomato- and GFP+ versus GFP-)                                                                                                                                                                                                   |
| Blinding        | The scientist who counted the number of haematopoietic progenitors (CFU-C) in all NG2CreRunx1 WT, HET and KO and C57BL6 groups was blinded in regards to the genotype of the samples. A different scientist took the numbers provided, associated them with their respective genotype and analyzed the data. The blinding was not possible with Tomato+/- and GFP+NG2 +/- CFUs when they were counted since the dishes were labeled post FACS sort. However, 2 or 3 scientists checked/counted the dishes for their CFU content. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Immunohistochemistry/wholmount staining: NG2 (Rabbit polyclonal, Millipore, ab5320), NG2 (Rat anti-mouse, R&D systems, MAB6689), Rabbit anti-RFP (Rockland, 600-401-379), CD45 (Goat anti-mouse, R&D systems, AF114), F4/80 (Rat anti-mouse, Abcam, ab6640), Runx1,2,3 (Rabbit anti-mouse, Abcam, ab92336) CD31 (Biotinylated rat anti-mouse, BD Pharmingen, 553371), CD146-AF488 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

(Rat anti-mouse, Biolegend, 134707),  $\alpha$ SMA-Cy3 (Mouse anti-mouse, Sigma, C6198)  $\alpha$ SMA-FITC (Mouse anti-mouse, Sigma, F3777), cKit (BD Bioscience, 553352); Goat anti-rabbit Alexa 488 (Invitrogen, A11008), Goat anti-rabbit Alexa 546 (Invitrogen, A11035), Goat anti-rabbit Alexa 647 (Invitrogen, A21244), Goat anti-rat Alexa 594 (Invitrogen, A11007), Donkey anti-Goat Alexa 594 (Invitrogen, A11058), Chicken anti-rat Alexa 647 (Invitrogen, A21472), Goat anti-rabbit Alexa 594 (Life Technologies, A11012), Streptavidin FITC (BD Pharmingen, 554060), Streptavidin 555 (Invitrogen, S32355) Streptavidin 647 (Life Technologies, S21374), Streptavidin Cy3 (Sigma, S6402).

Flow Cytometry embryonic organs: NG2 Cy3 (Millipore, ab5320c3), NG2 AF488 (Millipore, ab5320a4), CD45 PerCpCy5.5 (BD Pharmingen, 550994), cKit BV421 (BD Horizon, 562609), CD31 PECy7 (eBioscience, 25-0311-82), PDGFRB APC (Biolegend, 136008).

Flow Cytometry BM LSK SLAM: CD4 (BD Biosciences; 553648), CD5 (BD Biosciences, 553018), CD8a (BD Biosciences, 553028), CD11b/Mac-1 (BD Biosciences, 553309), CD45R/B220 (BD Biosciences, 553086), Gr-1/Ly-6G/C (BD Biosciences, 553125), Ter119 (BD Biosciences, 553672), Streptavidin PerCp (BioLegend, 405213), cKit APC (Biolegend, 105812), Sca-1 APC Cy7 (Biolegend, 122514), CD48 PE (Biolegend, 103406), CD150 PE Cy7 (Biolegend, 115914).

Flow cytometry transplantation (Biolegend): CD45.1-FITC (110706), CD45.2-Pacific Blue (109802), CD4 (130310), CD8a (100708), CD11b/Mac-1 APC (101212), CD19 (APC Cy7 (115530), Gr-1/Ly-6G/C PE Cy7 (108416).

## Validation

Primary antibodies used in this study were validated in previous published work, in similar mouse tissues, by us and others including Sa da Bandeira et al, Cell Reports, 2022, Murray, Gonzalez et al, Nature Communications, 2017, Crisan et al, Nature Communications, 2015 and Crisan et al, Stem Cell Reports, 2016.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

All mice used in this study were males and females mixed between 3 and 6 months old except for embryos where the developmental stage was given in the document. C57BL/6J (Ly5.2) WT mice and Ly5.1 homozygous and heterozygous inbred mice were provided by our animal facilities. Mice were bred and housed at the Centre for Regenerative Medicine, Edinburgh, UK under a 12-hour light/12-hour dark cycle mimicking circadian rhythm and fed a chow diet and water ad libitum.

1. NG2Cre (B6;FVB-*lfi*208Tg(Cspg4-cre)1Akik/J) (Jackson Laboratories, stock #008533)
2. Runx1<sup>fl/fl</sup> (B6;129-Runx1tm3.1Spe/J): Provided by Professor Nancy Speck (Available at Jackson Laboratories Stock# 010673)
3. Runx1-IRES-GFP: Provided by Prof James Downing
4. Rosa26-TdTomato mice (Gt(ROSA)26Sortm14(CAG-tdTomato)Hze) (Jackson Laboratories stock #007914)
5. C57BL/6J (Ly5.2) WT mice (CD45.2+CD45.1-) and Ly5.1 homozygous (CD45.2-CD45.1+) and heterozygous (CD45.2+CD45.1+) inbred mice were provided by our animal facilities.

### Wild animals

This study did not involve wild animals.

### Field-collected samples

This study did not involve field-collected samples.

### Ethics oversight

All experiments were performed under a Project License granted by the Home Office (UK), approved by the University of Edinburgh Ethical Review Committee and conducted in accordance to local guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

AGMs were dissected and dissociated into single cells with collagenase type I (Sigma, C0130, 0.12% v/v). Fetal Liver cells were mechanically dissociated using a pipette and BM cells were flushed from both femurs and tibiae followed by red cell lysis with ammonium chloride solution (Stem Cell Technologies 07850) for 12 min at room temperature.

#### Instrument

BD LSR Fortessa<sup>TM</sup> SORP Flow Cytometer, serial number H4D200001; Acea Novocyte<sup>TM</sup> 3000 Flow Cytometer, serial number 451140610822; BD Fusion Cell Sorter, serial number P658282F1001

#### Software

Data were collected using either BD FACS Diva Software V8.0.1 or NovoExpress<sup>TM</sup> Software.

#### Cell population abundance

The average percentage of analyzed/sorted cells, are given in Figures 1d, 7b, 7d, 7g, S2d, S2d and e, S3b.

#### Gating strategy

Cells were gated based on SSC-A vs. FSC-A, single cells were based on FSC-H vs. FSC-A, and live cells were gated based on the absence of a live/dead cell marker. Specific gates for different populations were determined using FMO controls.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

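The deposited count matrices hold UMIs per gene and barcode for every barcode of each library, made by the authors with Cell Ranger 3.1.0 on mm10 (GRCm38) according to the submitters' processing notes. They were used as deposited, with 31053 genes, and no reads were processed here. Gene coordinates come from GENCODE M21.

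Cells were called with a method rewritten after EmptyDrops, because the original package was not installed. Barcodes with at most 100 UMIs gave the ambient profile, 10000 Monte Carlo draws gave p values, and a false discovery rate of 0.1% was used with the knee of the barcode curve. Cells more than 3 median absolute deviations low in log UMIs or log genes, or high in the mitochondrial share, were left out. Retained cells had medians of 7490 UMIs, 2756 genes and 5.77% mitochondrial UMIs in WT, and 6400 UMIs, 2504 genes and 5.49% in cKO. They held 144844264 UMIs in WT and 144713901 in cKO, out of 166617258 and 166824046 in the matrices.

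Each library was clustered on its own in R 4.3.3. Size factors by deconvolution, a Poisson trend, the 10% most variable genes and denoised principal components came from scran 1.30.0 and scater 1.30.1, the shared nearest neighbour graph with 10 neighbours from bluster 1.12.0 with BiocSingular 1.18.0, and Walktrap communities from igraph 2.1.4, on Matrix 1.6.5 and SingleCellExperiment 1.24.0. Clusters were named by marker genes, with a rule settled after the marker genes of the clusters were seen and before any comparison of cKO with WT. Doublets were called with Scrublet in scanpy 1.11.5 (expected rate 10%, automatic threshold), which called 1029 WT cells (6.72%) above a score of 0.255 and 2195 cKO cells (12.6%) above 0.193, so these rates do not rest on the same score. They were kept in the main values and left out in an alternative. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and anndata 0.12.19.

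UMIs were summed over the cells of a class in each library and divided by all UMIs of the class. The log2 ratio of a gene carries the exact conditional interval for a ratio of Poisson counts, and shares of cells carry exact binomial intervals. Gene lists were fixed beforehand, from symbol rules or by hand: ribosomal proteins (86 genes), mitochondrially encoded (13), nuclear oxidative phosphorylation (85), collagens (44), Hox genes (38), basement membrane (19), interstitial matrix (22), contractile smooth muscle (15), proliferation (18), sclerotome and cartilage (15), mural cell (14), PDGF axis (7), TGF-beta, BMP and endothelin (21), endothelial identity (20), arterial and Notch (14), translation factors (19), splicing and mRNA binding (18), dissociation and stress (21), hypoxia and glycolysis (15), hemoglobins (7), HSC and progenitor (20), and the study's own lists. A list value is the median log2 ratio of its genes with at least 20 UMIs in both groups together. Its interval comes from 1000 draws of the counts with the genes kept fixed, so it covers counting error and not the spread between genes. Its percentile is taken among 10000 random lists matched on mean expression. Areas under the curve over cells are descriptions and carry no p value.

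Genes named in the text follow a fixed rule. Among genes with at least 50 UMIs in both groups together, the 8 lower and 8 higher genes whose interval bound nearest 0 lies farthest from 0 were candidates, with 5 and 5 more ranked the same way after subtracting the ratio in all other cells. Every gene the study names for the comparison was added, and the 2 members of each list with the most UMIs. Gate genes and sex-linked genes were left out of the ranked parts. Prox1 in ECs was singled out from these after its values were seen.

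The order of Cspg4+Runx1+ cells is a diffusion pseudotime on 1000 variable genes, 10 principal components and 15 neighbours, without Cspg4, Runx1, Acta2, Sox9, Pax1, Pax9, Rgs5, Pdgfrb, Pdgfra, Cnn1, Mcam and Cd248. It replaces Slingshot, which was not installed.

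The gates, marker genes, lists, gene rule and 84 alternatives were written down before the data were examined, and so was the list of classes, but which clusters enter a class rests on the naming rule settled after their marker genes were seen. The alternatives changed the cell filter (a floor of 1000 UMIs, no quality filter), clustered both libraries together, raised gates to 2 UMIs, left out called doublets, thinned cells to 3000 UMIs, weighted cells equally, used TMM factors, left ribosomal, mitochondrial and hemoglobin genes out of the total, counted list genes from 1 UMI, widened the EC gate to all cells of endothelial clusters and the IAHC gate to Kit alone, subtracted the ambient profile, set values against all other cells, or ordered cells on the first principal component. A further 10 alternatives were chosen after seeing the data: ambient subtraction scaled by the hemoglobin UMIs of the median cell, areas under the curve with size factors centred in each library, and thinning after the gates. The paper does not state how the size factors of both libraries were put on a shared scale, so either choice is shown.

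The steps were tested on simulated data made from the same matrices. Intervals held the true ratio for 95.6 to 96.0% of genes, and among 200 genes changed 2-fold 88% were found for the Acta2 split, 94% in Cspg4+Runx1+ cells, 99% in PC/vSMCs, 95% in ECs and 91% in IAHC cells. For changes of 1.41-fold the figures were 62, 64, 75, 70 and 61%. These figures speak for counting error, as the intervals do, and not for spread between cells or between libraries. In the data some genes sit in few cells, as Pf4 did with 98.6% of its WT PC/vSMC UMIs in 5 cells. The cell caller passed 1.2% (WT) and 0.4% (cKO) of simulated empty barcodes at p below 0.01 and 79 and 71% of simulated cells.

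GO enrichment, NicheNet activity and MNN embedding were left out because the packages or their databases were not installed. The bulk RNA-seq of sorted cells was not analysed here. Sex-linked genes were not reported because they do not bear on the claims.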

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

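The explanations by cell depth, ambient RNA, dissection and a difference in every cell type were set before the ratios were seen; the explanation by the scale of the size factors was written after areas under the curve of other classes were seen, with bounds picked in that knowledge, and the test of Sox18 outside ECs was written after its result in ECs.

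For the lower genes of cKO Cspg4+Runx1+ cells the paper reports processes that include translation and oxidative phosphorylation. Ribosomal protein and mitochondrially encoded genes, which serve these processes, were level in CPM in those cells. They ranked lower over cells when size factors were centred in each library. The highest of the medians in 3 whole clusters gated on neither Cspg4 nor Runx1 (sclerotome, coelomic epithelium or gonad, nephrogenic mesenchyme) was 0.391 for mitochondrially encoded genes and 0.470 for ribosomal protein genes, and with both libraries on a shared scale those clusters gave 0.475 to 0.518 and 0.508 to 0.579. For mitochondrially encoded genes this goes with a shift made by the scale, since it appears in cells picked without either gene. For ribosomal protein genes the 3 clusters did not decide between scale and biology. In Cspg4+Runx1+ cells the median area of ribosomal protein genes was 0.535 on a shared scale and 0.423 with centred factors. Their median log2 ratio there stayed between 0.0009 and 0.16 over the alternatives, so the lower ranks came with centring and no setting gave a lower median in CPM. Against a difference between the libraries in every cell type there was nothing to weigh, because the medians in Cspg4+Runx1+ cells themselves were 0.0057 for ribosomal protein and −0.025 for mitochondrially encoded genes, too close to 0 for the test. Whether loss of Runx1 lowers translation genes in these cells stays open and untested, as a single library stands for each genotype.

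Sox18 was lower in cKO ECs and IAHC cells. In ECs depth is argued against, because the ratio was −1.92 in cells thinned to 3000 UMIs. Thinning before the gates left 11 WT and 12 cKO IAHC cells, too few to weigh their ratio of −0.13. Ambient RNA is argued against in ECs too, because Sox18 stood at 135 CPM in WT ECs. It stood at 0.97 CPM in SNS cells and 1.17 CPM in PC/vSMCs, which ambient RNA would reach alike. Subtraction of the ambient profile gave −1.76 and excludes nothing by itself, since it took 44.1% of WT and 30.9% of cKO UMIs, shares set by a few hemoglobin-rich cells. In cells outside the EC gate, IAHC cells among them, the ratio was −1.53, which leaves a variant or a shift in tag use that acts on every class an open explanation; just 3 classes had 50 Sox18 UMIs, so this and an endothelial change cannot be told apart. The neighbouring genes Tcea2 (0.04), Rgs19 (0.02) and Prpf6 (0.01) were level, so the difference did not span the locus. An effect of the deletion through NG2+ cells, strain background and the choice of embryos all stay open and untested.

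Ery/EryP cells and SkMPs made up smaller parts of the cKO library. Classes that no gate ties to NG2 or Runx1 differed as well: sclerotome clusters had a ratio of shares of 0.617, and Hox genes of paralog groups 1 to 8 measured −0.36 while groups 9 to 13 measured 0.20, which is consistent with dissections that held different stretches of the trunk. Against it, the sclerotome ratio was 0.840 with both libraries clustered together, so a part of that difference came from where cluster borders fell, and coelomic epithelium or gonad moved from 1.41 to 1.07. Nephrogenic mesenchyme stayed at 2.66 in that alternative. There nephric epithelium was level at 0.953 (0.631 to 1.44), and neural tube or spinal neurons measured 1.51 (0.821 to 2.88). A loss of erythroid or muscle precursors through the deletion stays open and untested.

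The remaining results are signals in genes or cell types that the text of the paper does not discuss for these comparisons, and the genes were picked after their values were seen. Hddc2 measured 1.10 over all retained cells, with its neighbours Tpd52l1 (1.01) and Rnf217 (0.94) on chromosome 10. Snx33, which lies beside Cspg4 on chromosome 9, measured 0.75 over all retained cells, and Imp3 next to it 0.49. Gm10093, a processed copy of Hdac1, measured −1.19 and Hdac1 itself 0.66, with a log2 ratio of 0.03 for their sum. Gm10076 measured 1.25, Snhg6 −0.89 and Gstp1 1.37 over all retained cells. Hox genes of paralog groups 9 to 13 had 57008 WT and 65556 cKO UMIs, and groups 1 to 8 had 92712 and 72058. Nephrogenic mesenchyme clusters had a ratio of shares of 2.64 (2.04 to 3.44). Prox1 measured 1.64 in ECs, and 0.50 in ECs thinned to 3000 UMIs. Rgs5 measured −2.38 in ECs, and 0.93 without called doublets. Mylpf, a skeletal muscle gene, measured 3.92 in Cspg4+Runx1+ cells, with 91.8% of its cKO UMIs in 5 cells. Socs3 measured −2.57 in IAHC cells.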

How the results depend on the processing

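The alternatives were set beforehand unless they are named here as chosen after seeing the data. No paired analysis was possible because there is 1 library per genotype.

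Of 1582 values under alternatives set beforehand, 1259 stayed within the interval of the main value, or within 1.5-fold of it for numbers of cells, 291 left it, and 32 crossed to the other side of 0 (of 1 for ratios of shares) from a main interval that excluded it. Genes gave 828, 174 and 21 of these, lists 374, 110 and 11, and shares or counts 57, 7 and 0. Of 117 values under alternatives chosen after seeing the data, 103 stayed within the interval and 14 left it, none across 0. Gene values that kept their sign throughout include Tcf21 in PC/vSMCs (−2.99 to −0.86), Sparcl1 there (−1.90 to −0.33), Col4a1 in ECs (−0.52 to −0.13), Hmgb2 in IAHC cells (−0.52 to −0.10) and Sox9 in the Acta2 split (−3.59 to −2.51). The IAHC ratio of shares ranged from 0.643 to 0.973. With gates at 2 UMIs or thinning, some genes had too few UMIs for a value, and values that remained could rest on few cells. Gates were applied again to the thinned cells. The Acta2 split then held 16 Acta2+ and 6 Acta2− cells with gates at 2 UMIs, and 18 and 17 when thinned. IAHC cells numbered 26 in WT and 19 in cKO with gates at 2 UMIs, and 11 and 12 when thinned. The SkMP ratio had a value with both libraries clustered together and in no other setting. For the values that follow, the cause was not tested. All shares of cells with a UMI dropped on thinning, which removing UMIs brings about by itself, so these drops do not show how far depth limits the shares.

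With both libraries clustered together, the sclerotome genes in the Acta2 split measured −2.32. Without called doublets they measured −2.50, and −5.03 along the order; ribosomal protein genes measured 0.024 in Cspg4+Runx1+ and −0.027 in IAHC cells, basement membrane genes in ECs −0.057, Col4a2 in ECs 0.015, Rgs5 in ECs 0.93, S100a8 in PC/vSMCs −0.71 and hemoglobins in IAHC cells −0.11. With each cell weighted the same, the sclerotome genes measured −2.59, and in Cspg4+Runx1+ cells ribosomal protein genes 0.036 and stress genes 0.0035. With no quality filter, Cxcl14 in ECs measured −0.76.

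With gates at 2 UMIs, proliferation genes in the Acta2 split measured 0.051. In Cspg4+Runx1+ cells ribosomal protein genes measured 0.16 and Runx1 −0.0036. In PC/vSMCs interstitial matrix genes measured −0.41, Runx1 −0.057, Col2a1 −0.048 and S100a8 −0.94, and in IAHC cells hemoglobins −0.15 and Col4a1 −0.011. The Runx1+ share of PC/vSMCs was 9.94%, and the Pdgfb+ share of ECs 31.4% in WT and 27.2% in cKO.

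Thinned to 3000 UMIs, Cspg4+Runx1+ cells gave 0.044 for ribosomal protein genes, −0.57 for contractile genes and −0.60 for Crabp1. ECs gave 0.028 for hypoxia and glycolysis genes. IAHC cells, of which 11 WT and 12 cKO were left, gave 0.011 for ribosomal protein genes and 0.0056 for translation factors. They gave 0.076 for splicing genes and 0.97 for proliferation genes. The Runx1+ share was 9.23%, and the Pdgfb+ shares 14.3 and 19.4%. Thinned after the gates, chosen after seeing the data, they were 7.19%, and 17.0 and 19.2%.

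With TMM factors, ribosomal protein genes measured 0.036 in Cspg4+Runx1+ and 0.028 in IAHC cells. With the ambient profile subtracted, ECs gave −0.35 for basement membrane genes, −0.024 for ribosomal protein genes, −0.18 for Egfl7 and −0.091 for Ramp2, and IAHC cells 0.018 for ribosomal protein genes. On the first principal component, Ptn measured 2.20 and ribosomal protein genes −0.35 between the ends of the order, and Pdgfrb and Cd248, which peaked midway in the main order, climbed throughout (3.95 and 4.18).

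Relative to all other cells, Runx1 measured −0.0047 and Map3k7cl −0.017 in Cspg4+Runx1+ cells. In PC/vSMCs interstitial matrix genes measured −0.067 and Mcam 0.21. In ECs Sox18 measured 0.040, Cdh5 0.058 and Col18a1 0.035, and in IAHC cells Pabpc1 0.026 and Sox18 0.44. For ECs the other cells include IAHC cells, and for IAHC cells they include ECs. A change shared by both classes therefore cancels in part.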

Differences from the paper's values

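The values compared here were fixed in advance, and the areas under the curve with size factors centred in each library were added after the main values were seen. Cell numbers by class were read from the labels of the t-SNE plots, and the number printed there for WT PC/vSMCs matches the 573 found here.

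HEC/EHT cells numbered 14 in WT against about 22 in the paper (Fig. 2a). Of the alternatives set before the data were examined, no quality filter gave 15 cells, which is within 1.5-fold of the paper's number but still below it, and a floor of 1000 UMIs (14), libraries clustered together (13), gates at 2 UMIs (4), no called doublets (9) and thinning (0) are not within it. In cKO they numbered 8 against about 19 in the paper (Fig. 4a), and no alternative set before the data were examined comes within 1.5-fold (6, 9, 9, 0, 6 and 2 cells). SkMPs in cKO numbered 0 against about 49 in the paper (Fig. 4a). Clustering both libraries together (62 cells), set before the data were examined, comes within 1.5-fold, and the other alternatives (0 cells each) do not.

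The paper reports translation and oxidative phosphorylation as processes enriched among the lower genes of cKO Cspg4+Runx1+ cells, and translation among those of PC/vSMCs. For IAHC cells it reports mostly ribosomal genes leading the lower genes. These reports rest on a test that took cells as replicates. Here 39 of 83 ribosomal protein genes were lower in Cspg4+Runx1+ cells, 42 of 84 in PC/vSMCs and 43 of 83 in IAHC cells, and 40 of 79 oxidative phosphorylation genes in Cspg4+Runx1+ cells. Among the 25 lowest genes by area under the curve, ribosomal protein genes numbered 2 in Cspg4+Runx1+ cells, 2 in PC/vSMCs, 2 in ECs and 3 in IAHC cells on a shared scale. With size factors centred in each library they numbered 7, 7, 5 and 10, and that setting comes nearest to the paper's ranking.

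From tests that took cells as replicates, the paper reports Sox17 and Ctnnb1 lower in cKO ECs; here they measured −0.01 (−0.17 to 0.15) and −0.04 (−0.12 to 0.04). It places Col4a1 among the leading lower genes of ECs, and here Col4a1 stood at rank 46 by area under the curve. It places Bclaf1 among those of IAHC cells, and here Bclaf1 stood at rank 31. In PC/vSMCs it reports Gsk3b and Pdgfra lower, and here they measured −0.08 (−0.18 to 0.02) and −0.12 (−0.29 to 0.05). Thinned to 3000 UMIs they measured −0.37 and −0.71, and with gates at 2 UMIs Pdgfra measured −0.45, which are the settings that come nearest to the paper. It reports no change of CD146 in that class, and Mcam here measured −0.24 (−0.42 to −0.06), and 0.21 relative to all other cells. It reports a rise of Cnn1 and Tagln that was not significant in its test. Here both were higher too, at 0.37 (0.26 to 0.48) and 0.24 (0.20 to 0.27), by intervals that cover counting error within single libraries.

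Between Acta2+ and Acta2− cells the paper reports no difference in Pdgfra and Ptn; here they measured −0.56 (−0.93 to −0.20) and 0.68 (0.57 to 0.78). Nearest to the paper come thinning to 3000 UMIs for Pdgfra (−0.08) and gates at 2 UMIs for Ptn (0.33). Each of these settings moves the other gene away (1.26 for Ptn, −2.05 for Pdgfra). They rest on few cells, 18 Acta2+ and 17 Acta2− when thinned and 16 and 6 with gates at 2 UMIs. It describes gradual changes along pseudotime. In the diffusion order used here Sox9 and Pax1 were low from the middle part on (43.0 and 15.7 CPM after 650 and 462), and Pdgfrb and Cd248 were highest in the middle part (75.9 and 106 CPM). The order on the first principal component, set before the data were examined, gives steps as the paper describes: Sox9 477, 98.97 and 27.7 CPM, Pax1 316, 52.3 and 20.5 CPM, Pdgfrb 7.96, 53.2 and 123 CPM, and Cd248 9.10, 70.3 and 165 CPM. It also parts Acta2+ from Acta2− cells better (area under the curve 0.922 against 0.770).

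From a test over cells, the paper reports smaller IAHC and SNS fractions in cKO. The ratios of shares were 0.812 (0.596 to 1.10) and 0.914 (0.802 to 1.04), and for SNS cells 0.825 (0.716 to 0.951) without called doublets and 0.827 (0.725 to 0.944) with a floor of 1000 UMIs. It reports a smaller Pdgfb+ fraction of ECs in cKO, and at 3000 UMIs a cell the shares here were 17.0% in WT and 19.2% in cKO, thinned after the gates.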

Other observations

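Genes in this part were picked after their values were seen. Among cells gated on NG2 and Runx1, transcripts of the Notch pathway were higher in Acta2+ than in Acta2− cells. Jag1, the Notch ligand that smooth muscle cells pass to each other, measured 3.30, its target Heyl 5.98 and Hes1 1.80, and the arterial and Notch genes had a median of 2.00. Nrp1, which the paper brings up as a partner of Pdgfb, measured 2.09 and Fbln5, an elastic fibre gene, 3.01. Meis1 measured 0.78.

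In ECs of the cKO library the elastic fibre genes Eln (1.15) and Fbln5 (1.00), with Mgp (1.14), stood higher while basement membrane genes stood lower, and Fbln5 was higher in PC/vSMCs too (0.71). As single genes, Prox1 (1.64, and 0.50 in ECs thinned to 3000 UMIs) and Ccl21a (1.77) were higher; no list of lymphatic genes was set. Arterial and Notch genes had a median of −0.14 in ECs and 0.20 in IAHC cells.

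Of 11741 genes, 18 differed by more than 0.5 in log2 with the same sign in every class that had enough UMIs, 9 lower and 9 higher in cKO. Several of them sit side by side on a chromosome or are processed copies of other genes, and Sox18 was not among them because too few classes carried it.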
